# Mitochondrial complex II orchestrates divergent effects in CD4^+^ and CD8^+^ T cells

**DOI:** 10.1172/JCI194134

**Published:** 2025-12-15

**Authors:** Keisuke Seike, Shih-Chun A. Chu, Yuichi Sumii, Takashi Ikeda, Meng-Chih Wu, Laure Maneix, Dongchang Zhao, Yaping Sun, Marcin Cieslik, Pavan Reddy

**Keywords:** Hematology, Immunology, Metabolism, Bone marrow transplantation, Mitochondria, T cells

## Abstract

Mitochondrial metabolism orchestrates T cell functions, yet the role of specific mitochondrial components in distinct T cell subsets remains poorly understood. Here, we explored the role of mitochondrial complex II (MC II), the only complex from the electron transport chain (ETC) that plays a role in both ETC and metabolism, in regulating T cell functions. Surprisingly, MC II exerts divergent effects on CD4^+^ and CD8^+^ T cell activation and function. Using T cell–specific MC II subunit, succinate dehydrogenase A–deficient (SDHA-deficient) mice, we integrated single-cell RNA-seq and metabolic profiling, with in vitro and in vivo T cell functional assays to illuminate these differences. SDHA deficiency induced metabolic changes and remodeled gene expression exclusively in activated T cells. In CD4^+^ T cells, SDHA loss dampened both oxidative phosphorylation (OXPHOS) and glycolysis, impaired cytokine production, proliferation, and reduced CD4^+^ T cell–mediated graft-versus-host disease after allogeneic stem cell transplantation (SCT). In contrast, SDHA deficiency in CD8^+^ T cells reduced OXPHOS but paradoxically upregulated glycolysis and demonstrated enhanced cytotoxic functions in vitro and in vivo. This metabolic reprogramming endowed SDHA-KO CD8^+^ T cells with superior in vivo antitumor efficacy after immune checkpoint inhibitor therapy and allogeneic SCT. These findings reveal MC II as a bifurcation point for metabolic and functional specialization in CD4^+^ and CD8^+^ T cells.

## Abstract 2

SDHA, a key component of mitochondrial complex II, is a critical bifurcation point in CD4^+^ and CD8^+^ T cell metabolism, function, and differentiation.

## Introduction

T cell activation is a metabolically demanding process that transforms quiescent cells into highly proliferative and functionally specialized effectors (1). Upon stimulation through the T cell receptor (TCR) and costimulatory receptors, quiescent T cells undergo clonal expansion, accompanied by a reprogramming of cellular metabolism to meet the increased bioenergetic and biosynthetic demands of growth and proliferation. While quiescent T cells rely primarily on oxidative phosphorylation (OXPHOS) for ATP production, activated T cells shift to anabolic metabolism, predominantly utilizing glycolysis (2, 3). This metabolic switch is critical for supporting the effector functions of both CD4^+^ and CD8^+^ T cells (1–3). The CD4^+^ and CD8^+^ T cells share functions and pathways, and yet, they also perform distinct tasks upon stimulation by distinct antigenic peptides and TCR stimulation. Although not mutually exclusive, CD4^+^ T cells are the dominant T-helpers, while the CD8^+^ T cells are the cytotoxic effectors. However, the extent to which the metabolic and bioenergetic requirements underpin or shape the dominant functionalities of CD4^+^ and CD8^+^ T cells remains unknown.

Mitochondria are pivotal in regulating T cell activation, proliferation, differentiation, and function (1, 4–6). OXPHOS is indispensable for T cell immunological processes, including antigen-specific T cell activation, the survival and development of memory CD8^+^ T cells, and the suppressive capacity of CD4^+^ Tregs (7–10). The OXPHOS pathway is structured into 5 multiprotein enzyme complexes (complexes I–V) that form the mitochondrial electron transport chain (ETC), utilizing intermediates from the tricarboxylic acid (TCA) cycle to generate ATP (11). The mitochondrial complex II (MC II), or succinate dehydrogenase (SDH), is unique among the ETC complexes because of its dual role in the TCA cycle and ETC (12, 13). Comprising the subunits SDHA, SDHB, SDHC, SDHD, and SDHF, complex II functions as a metabolic and bioenergetic hub (12, 13). Emerging studies have underscored the importance of complex II in CD4^+^ T cell function, yet its precise role in different T cell subsets remains incompletely understood (14, 15). Specifically, it is unclear whether the metabolic and bioenergetic activities of MC II differentially affect the activation and function of CD4^+^ and CD8^+^ T cells.

In this study, we addressed these gaps by examining the role of MC II in CD4^+^ and CD8^+^ T cells using T cell–specific SDHA-KO mice. SDHA deficiency reduced OXPHOS and glycolysis in CD4^+^ T cells, impairing their proliferation and function. Conversely, in CD8^+^ T cells, SDHA deficiency suppressed OXPHOS but unexpectedly upregulated glycolysis that enhanced cytotoxicity. Single-cell RNA-seq (scRNA-seq) revealed that MC II orchestrates distinct metabolic pathways that regulated gene expression programs, cytokine production, and cytotoxicity in these subsets. Functionally, these differential effects attenuated in vivo alloimmune CD4^+^ T cell–mediated graft-versus-host disease (GVHD) while preserving robust in vivo CD8^+^ T cell–mediated antitumor immunity.

Our findings provide insights into the CD4^+^ and CD8^+^ subset-specific roles of MC II in T cell metabolism and function. They redefine our understanding of the role of mitochondria in shaping the unique functionality of the CD4^+^ and CD8^+^ T cells in regulating in vivo adaptive immune responses, such as GVHD and antitumor effects, and offer potential avenues for therapeutic interventions in T cell–mediated immunity.

## Results

### SDHA is a critical regulator of T cell proliferation, cytokine secretion, and oxygen consumption rate.

To delineate baseline differences between unstimulated and stimulated WT T cells, we first took an in vitro reductionist approach. 

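Sequencing covered 8 libraries of splenic T cells, 2 for each combination of genotype (WT and SDHA-KO) and state (unstimulated, and stimulated for 48 hours with 5 μg/mL anti-CD3 and 2.5 μg/mL anti-CD28). The sample records number the 2 libraries of a group as replicates and do not state whether they came from different mice. In these 10x Genomics 3′ HT libraries, each captured mRNA molecule carries a unique molecular identifier (UMI). The authors aligned the reads with Cell Ranger, applied their own cell filters, and deposited whole-number UMI counts of 20170 genes in 12846 cells, with the library, subset, and CD4 or CD8 class of each cell. UMI totals and numbers of detected genes recomputed from the counts differed from the deposited cell table in 0 cells, and mitochondrial percentages lay within 0.001 of it. The unstimulated WT libraries held 1395 and 1508 cells with 10947009 and 12677193 UMIs (medians of 7572 and 8085.5 UMIs and of 2097 and 2184 genes per cell). The stimulated WT libraries held 1703 and 1801 cells with 46201110 and 51398728 UMIs (medians of 13809 and 13745 UMIs and of 3908 and 3885 genes).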

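UMIs were summed within each library, so that libraries and not cells served as replicates. Genes passing edgeR's expression filter, which left 15262 in all T cells, 14264 in CD4 cells, and 13095 in CD8 cells, were compared with edgeR's quasi-likelihood test after TMM normalization. Adjusted p values of genes come from this test with Benjamini-Hochberg adjustment, and genes with an adjusted p below 0.05 are called different. Expression is given as TMM-scaled CPM from edgeR, as the mean ± SD over the 2 libraries of a group. For pathways, 15 gene lists were tested together in each comparison with limma's camera at a preset correlation of 0.01. The collections used in the paper were not at hand, so the lists were written by hand. Only the S phase and G2M lists came from the Seurat package. The value given for a list is the median log2 fold change of its genes. With 2 libraries against 2, a two-sided exact permutation test cannot go below p = 0.33, so shares of cells are given without a test. The targeted gene, Sdha, stood at 98.0 and 99.1 CPM in the unstimulated WT libraries and at 46.6 and 46.1 CPM in the unstimulated SDHA-KO libraries. In the stimulated libraries it stood at 74.7 and 73.9 CPM in WT and at 37.6 and 34.1 CPM in SDHA-KO. The 3′ counts do not separate intact from recombined Sdha transcripts.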

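Every deposited cell met the limits on detected genes given in the methods. The largest number of genes in any of the 6014 unstimulated cells was 5621 (limit 6000), and in any of the 6832 stimulated cells 7998 (limit 8000). The deposited CD4/8 value of a cell equals log10 of its Cd4 UMIs over its Cd8a UMIs, with 0.0001 added to both, within 0.001. Of the WT cells, 65.0 ± 2.70% were annotated as CD4 before stimulation and 52.1 ± 2.30% after it (mean ± SD, n = 2 libraries). UMIs of both Cd4 and a Cd8 gene (Cd8a or Cd8b1) were found in 4.27 ± 0.0572% of unstimulated and 14.2 ± 1.09% of stimulated WT cells. No doublet caller was run on these cells.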

We stimulated splenic CD3^+^ T cells from C57BL/6 (B6) mice using αCD3/αCD28 antibodies in vitro. scRNA-seq was performed on 12,846 cells from unstimulated and stimulated conditions (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI194134DS1), revealing horizontal separation of CD4^+^ and CD8^+^ populations across WT T cells (Supplemental Figure 1B). We performed differential analysis between the stimulated and unstimulated populations (Supplemental Figure 1C) and found multiple metabolic pathways to be affected (Supplemental Figure 1D). 

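Between stimulated and unstimulated WT cells, 10519 of the 15262 genes tested were called different by edgeR, 5647 of them higher and 4872 lower after stimulation. The alternative that moved this number most was the added requirement of at least a 2-fold change, which left 5846 genes. Without composition normalization, 69.4% instead of 53.7% of the called genes were higher after stimulation. Leaving out TMM raised the median log2 fold change of all genes by 0.35. With each library left out in turn, the number of called genes ranged from 8880 to 10653.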

As expected, stimulated cells showed increased enrichment of glycolytic processes, generation of diphosphates, and many metabolic processes, indicating a shift in ATP synthesis.

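The 19 glycolysis genes rose by a median log2 fold change of 2.88 in stimulated WT cells (camera, adjusted p = 2.17e-18), and 18 of them were called higher both over all genes and adjusted over the list alone. Among cells with under 10% of their UMIs from mitochondrially encoded genes, the alternative that moved this value most on the log2 scale, the median was 3.34. The 17 tricarboxylic acid (TCA) cycle genes other than Sdha rose by 0.45 (camera, adjusted p = 0.0481), with 10 called higher and 3 lower by edgeR, and the same numbers adjusted over the list alone. The TCA call was lost when stimulated WT replicate 2 (median 0.43), stimulated SDHA-KO replicate 1 (0.45), or stimulated SDHA-KO replicate 2 (0.45) was left out, in libraries thinned to the smallest total (0.37), and with only the 4 WT libraries (0.47). Nuclear-encoded genes of the electron transport chain (ETC) and ATP synthase rose by 0.39 (camera, adjusted p = 0.00306), with 56 of 79 called higher and 14 lower (56 and 14 adjusted over the list alone), a call lost with limma on mean log values (0.19). Of the calls that camera made at its preset correlation on the lists given in the text, 5 were lost under fry, which also made 1 further call. With the correlation estimated from the residuals, 47 calls were lost. Those that held were sterol biosynthesis in all T cells, the mitochondrially encoded and MTORC1 lists in CD4 cells, and the MYC and cytotoxic lists in CD8 cells, all between stimulated SDHA-KO and WT.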

Given the role of ATP synthesis and OXPHOS in T cell function, we investigated MC II subunit SDHA, a dual regulator of the TCA cycle and ETC. We generated *Sdha^fl/fl^* CD4-Cre (SDHA-KO) mice via Cre-lox recombination and confirmed SDHA deletion through Western blotting (Figure 1, A and B). We further confirmed the deletion of SDHA at the mRNA and protein levels in mature CD4^+^ and CD8^+^ T cells from the spleen (Figure 1C). Notably, SDHA deficiency did not disrupt the expression of other OXPHOS complexes (Figure 1B). We next determined whether deletion of SDHA affected T cell development. We examined thymopoiesis by harvesting thymocytes and analyzing them for early T cell precursors, defined as lineage^–^ (NK-1.1^–^Ly-6G^–^TER-119^–^CD19^–^CD11b^–^TCR γδ^–^) CD4^–^CD8^–^CD25^–^CD44^hi^c-kit^hi^, double-positive (lineage^–^CD4^+^CD8^+^), single-positive (lineage^–^CD4^+^CD8^–^, lineage^–^CD4^–^CD8^+^), and double-negative (lineage^–^CD4^–^CD8^–^) cell subsets (16). The gating strategy is shown in Supplemental Figure 2A. We found that SDHA-KO mice exhibited normal thymopoiesis, with no significant differences in thymic T cell subsets compared with WT mice (Figure 1D and Supplemental Figure 2B). To further confirm the fidelity of the Cre-mediated deletion of the floxed *Sdha* specifically in the thymocytes, we sorted double-positive cells from the thymi and assessed for expression of *Sdha* mRNA. As shown in Figure 1E, double-positive (CD4^+^CD8^+^) cells demonstrated SDHA deficiency. However, splenic T cells in SDHA-KO mice displayed reduced absolute numbers despite maintaining normal subset ratios (Figure 1F and Supplemental Figure 2C).

Next, we compared the functionality of T cells that were deficient for SDHA with the WT T cells. We stimulated them with αCD3/αCD28 and assessed whether deficiency of SDHA led to an increase in its substrate succinate, a metabolite of the TCA cycle. As shown in Figure 1G, SDHA deficiency demonstrated an increase in succinate in SDHA-KO T cells but did not show any change in the MitoTracker Green assay (Supplemental Figure 2D). These data demonstrate that the metabolic consequence of SDHA deficiency is an increase in the intracellular levels of succinate in the KO T cells following their activation. Upon in vitro stimulation with αCD3/αCD28, SDHA-deficient CD3^+^ T cells (excluding dead cells) showed impaired proliferation, as indicated by CFSE dilution (Figure 1H), and increased apoptosis, as indicated by Annexin V and 7-AAD staining when compared with WT T cells (Figure 1I). Furthermore, SDHA-KO CD3^+^ T cells produced elevated levels of intracellular IFN-γ; however, the increase in IFN-γ intracellular level was relatively modest but was also increased at the transcriptomic level in the CD8^+^ T cells (Supplemental Figure 3, A and B). 

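In stimulated CD8 cells, Ifng rose from 1002 ± 330.1 CPM in WT to 3664 ± 441 CPM in SDHA-KO (log2 fold change 1.87, SE 0.182, adjusted p = 1.25e-05 from edgeR). In stimulated CD4 cells, where its level was lower, it rose from 41.3 ± 12.2 to 285 ± 139.8 CPM (log2 fold change 2.78, SE 0.415, adjusted p = 0.000336). In SDHA-KO replicates 1 and 2, the top 1% of CD4 cells (12 and 13 cells) held 81.5% and 75.7% of the Ifng UMIs, against 48.4% and 59.9% in WT, and an Ifng UMI was found in 58.0% and 32.9% of CD4 cells, against 39.7% and 43.8% in WT. The CD4 call was lost when mean log-normalized values per cell were tested with limma (difference of 0.13 on that scale). Among cells with under 10% mitochondrial UMIs, the log2 fold change was 2.56 in CD8 and 3.61 in CD4 cells. Many SDHA-KO cells annotated as CD8 carried UMIs of Trdc, the constant segment of the γδ T cell receptor. Among CD8 cells with a Cd8 UMI and no Cd4 or Trdc UMI, an alternative chosen after the data had been seen, the log2 fold change of Ifng was 1.64.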

Consistent with SDHA’s role in OXPHOS, SDHA-deficient CD3^+^ T cells exhibited significantly reduced oxygen consumption rates (OCRs) (Figure 1J). These findings demonstrate SDHA as a critical regulator of pan-T cell proliferation, survival, and metabolic reprogramming during activation, but did not affect their development.

### Single-cell analysis demonstrates that SDHA regulates CD4^+^ and CD8^+^ T cell differentiation.

To gain insights into the role of SDHA, we performed scRNA analysis of cells separated across unstimulated and stimulated conditions (Supplemental Figure 4, A and B). scRNA-seq results were integrated based on the presence of stimulation and the projection of single-cell transcriptomic profiles of T cells, which demonstrated independent clusters reflecting T cell subsets and differentiation states (Figure 2, A and B). 

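The unstimulated SDHA-KO libraries held 1441 and 1670 cells with 13665651 and 14883158 UMIs (medians of 9090 and 8566.5 UMIs and of 2358 and 2342.5 genes per cell). The stimulated SDHA-KO libraries held 1648 and 1680 cells with 47056786 and 48670143 UMIs (medians of 25116.5 and 25465.5 UMIs and of 4858.5 and 4951 genes). In unstimulated CD4 cells, Sdha fell from 100.3 ± 0.283 CPM in WT to 49.6 ± 0.346 CPM in SDHA-KO (log2 fold change −1.02, SE 0.0734, adjusted p = 8.55e-05 from edgeR), and in unstimulated CD8 cells from 93.6 ± 3.05 to 38.3 ± 0.969 CPM (log2 fold change −1.29, SE 0.0953, adjusted p = 9.81e-05). After stimulation it fell from 73.5 ± 0.651 to 26.4 ± 0.0636 CPM (log2 fold change −1.47, SE 0.0679, adjusted p = 9.97e-08) in CD4 cells. In stimulated CD8 cells the decrease was smaller, from 75.5 ± 0.877 to 51.9 ± 1.98 CPM (log2 fold change −0.54, SE 0.0704, adjusted p = 8.73e-05), while among those with a Cd8 UMI and no Cd4 or Trdc UMI the log2 fold change was −1.42.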

Integration of unstimulated cells showed horizontal separation by CD4^+^ and CD8^+^ populations, while stimulated cell integration showed vertical separation of CD4^+^ and CD8^+^ populations (Figure 2, C and D). 

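Of the SDHA-KO cells, 78.1 ± 0.917% of the unstimulated and 72.7 ± 5.26% of the stimulated were annotated as CD4. UMIs of both Cd4 and a Cd8 gene were found in 6.19 ± 0.810% and 16.8 ± 0.0587% of them. Trdc UMIs were found in 57.6 ± 2.15% of stimulated SDHA-KO cells annotated as CD8 and in 4.29 ± 0.879% of those of stimulated WT. With every cell thinned to 5000 UMIs, the expected shares were 38.8 ± 0.305% (10 cells with fewer UMIs left out) and 2.67 ± 0.486% (5 left out). As CD4 cells should lack this transcript, their share shows the background. It was 9.38 ± 1.04% in stimulated SDHA-KO CD4 cells, and 3.45 ± 0.613% after thinning (160 left out), with a median of 24160 UMIs per cell against 30287 in the CD8 cells. Before stimulation, 17.5 ± 3.17% of the SDHA-KO CD8 cells (14.5 ± 2.79% thinned, 15 left out) and 3.65 ± 0.343% of the WT CD8 cells (2.71 ± 0.0715% thinned, 20 left out) carried a Trdc UMI, against 7.34 ± 0.372% of the SDHA-KO CD4 cells (5.42 ± 0.445% thinned, 56 and 79 left out) and 3.24 ± 0.569% of the WT CD4 cells. CD8 results from stimulated SDHA-KO cells therefore describe a mixture that includes cells with γδ receptor transcripts.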

Differential expression of transcripts between unstimulated SDHA-KO and WT T cells demonstrated a few differentially expressed genes. In contrast, differential expression between stimulated SDHA-KO and WT T cells showed multiple differentially expressed genes (Figure 2, E and F). These data suggested that the metabolic consequence, the subsequent effects on gene expression and functions deficits of SDHA deficiency were more apparent and pronounced following T cell stimulation but not in an unstimulated/quiescent state.

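Between unstimulated SDHA-KO and WT cells, edgeR called 267 of 15262 genes in all T cells (102 higher and 165 lower in SDHA-KO), 157 of 14264 in CD4 cells (75 and 82), and 124 of 13095 in CD8 cells (37 and 87). At an unadjusted p below 0.05 the numbers were 2724, 2282, and 1852. Fitting only the 4 unstimulated libraries moved the number in all T cells most, to 674. These numbers depended on single libraries. In all T cells they were 36, 19, 97, and 94 without unstimulated WT replicates 1 and 2 and SDHA-KO replicates 1 and 2, and 451 and 422 without stimulated SDHA-KO replicates 1 and 2. In CD4 cells the same omissions gave 18, 20, 42, 87, 254, and 263 genes. In CD8 cells the 4 unstimulated omissions gave 17, 10, 16, and 36 genes. Without composition normalization, 67.5% instead of 38.2% of the called genes were higher in SDHA-KO in all T cells, and 73.1% instead of 29.8% in CD8 cells.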

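Among called genes with a mean of at least 20 CPM and with both SDHA-KO libraries on one side of both WT libraries, the 3 largest changes in each direction in all T cells were as follows. Cd4 rose from 106 ± 4.67 CPM in WT to 470.4 ± 43.7 CPM in SDHA-KO (log2 fold change 2.15, SE 0.0965, adjusted p = 2.08e-05). Trdc rose from 14.4 ± 0.841 to 60.1 ± 8.45 CPM (log2 fold change 2.06, SE 0.168, adjusted p = 0.000919), a call lost with limma on mean log values (0.14). Gm42047 rose from 23.3 ± 8.53 to 68.3 ± 2.64 CPM (log2 fold change 1.54, SE 0.169, adjusted p = 0.00329). Dapl1 fell from 466 ± 5.09 to 110.2 ± 2.4 CPM (log2 fold change −2.08, SE 0.168, adjusted p = 0.000919), and Pde2a fell from 48.7 ± 5.75 to 16.9 ± 0.99 CPM (log2 fold change −1.53, SE 0.146, adjusted p = 0.00203). Klrd1 fell from 128 ± 3.82 to 51.6 ± 12.7 CPM (log2 fold change −1.32, SE 0.134, adjusted p = 0.00258), and its call was lost without unstimulated WT replicate 2 (log2 fold change −1.25).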

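In unstimulated CD4 cells, by the same choice, Gm42047 rose from 13.6 ± 2.41 to 55.0 ± 4.17 CPM (log2 fold change 2.01, SE 0.123, adjusted p = 2.89e-05), Cd4 rose from 168 ± 0.636 to 632 ± 48.1 CPM (log2 fold change 1.91, SE 0.0789, adjusted p = 8.47e-07), and mt-Nd6 rose from 43.1 ± 3.71 to 99.9 ± 1.56 CPM (log2 fold change 1.21, SE 0.0877, adjusted p = 8.55e-05). Dapl1 fell from 348 ± 12.7 to 92.5 ± 0.177 CPM (log2 fold change −1.91, SE 0.181, adjusted p = 0.000729). Ly6c1 fell from 90.1 ± 12.9 to 36.5 ± 3.26 CPM (log2 fold change −1.31, SE 0.188, adjusted p = 0.00974), and its call was lost without any one of the unstimulated libraries, with log2 fold changes of −1.44 and −1.14 without WT replicates 1 and 2 and of −1.39 and −1.21 without SDHA-KO replicates 1 and 2. Tent5a fell from 39.6 ± 0.615 to 16.9 ± 0.884 CPM (log2 fold change −1.23, SE 0.183, adjusted p = 0.0115), and its call was lost under the same 4 omissions (−1.24, −1.21, −1.28, and −1.17) and with limma (−0.14).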

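In unstimulated CD8 cells, Trdc rose from 24.3 ± 1.27 to 159.5 ± 27.6 CPM (log2 fold change 2.71, SE 0.176, adjusted p = 3.37e-05). Setbp1 rose from 8.3 ± 0.38 to 36.2 ± 0.955 CPM (log2 fold change 2.13, SE 0.167, adjusted p = 0.000153), a call lost with limma (0.18). Gm42047 rose from 38.2 ± 16.4 to 110.2 ± 5.8 CPM (log2 fold change 1.50, SE 0.188, adjusted p = 0.00447), a call lost without SDHA-KO replicate 1 (1.56) or 2 (1.46). Gm30948 fell from 46.2 ± 4.73 to 8.05 ± 2.18 CPM (log2 fold change −2.52, SE 0.222, adjusted p = 0.000794), a call lost without WT replicate 2 (−2.40). Dapl1 fell from 648 ± 15.8 to 166 ± 3.61 CPM (log2 fold change −1.97, SE 0.106, adjusted p = 1.33e-05). Gm16083 fell from 43.7 ± 3.57 to 13.8 ± 3.04 CPM (log2 fold change −1.66, SE 0.222, adjusted p = 0.00606), a call lost without WT replicate 1 (−1.72), WT replicate 2 (−1.56), or SDHA-KO replicate 1 (−1.44).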

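Between stimulated SDHA-KO and WT cells, edgeR called 7197 genes in all T cells (3997 higher and 3200 lower in SDHA-KO), 6160 in CD4 cells (3235 and 2925), and 6594 in CD8 cells (3511 and 3083). Requiring at least a 2-fold change left 1760, 1687, and 1643 genes. Leaving out stimulated WT replicate 1 gave the lowest number in CD4 cells, 4020.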

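By the choice made for unstimulated cells, the largest rises in all stimulated T cells began with Igkc, an immunoglobulin gene, which rose from 0.10 ± 0.0335 CPM in WT to 51.9 ± 64.5 CPM in SDHA-KO (log2 fold change 8.95, SE 1.81, adjusted p = 0.00284 from edgeR). SDHA-KO replicates 1 and 2 held 97.5 and 6.29 CPM of it. Without replicate 1 the log2 fold change was 5.89, and with limma on mean log values the call was lost (0.03). Gzmc rose from 0.534 ± 0.0295 to 63.8 ± 20.1 CPM (log2 fold change 6.89, SE 0.283, adjusted p = 1.22e-06), and Dnm3 rose from 1.23 ± 0.0099 to 41.1 ± 16.3 CPM (log2 fold change 5.06, SE 0.32, adjusted p = 6.25e-06). Slc2a3, which encodes a glucose transporter, fell from 307 ± 32.7 to 42.5 ± 9.31 CPM (log2 fold change −2.85, SE 0.137, adjusted p = 1.94e-06). Gbe1 fell from 126 ± 5.37 to 17.9 ± 2.14 CPM (log2 fold change −2.82, SE 0.0881, adjusted p = 2.3e-07), and Egln3 fell from 153 ± 19.0 to 22.0 ± 5.79 CPM (log2 fold change −2.80, SE 0.16, adjusted p = 4.01e-06).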

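In stimulated CD4 cells, Il17a had 3468 UMIs in SDHA-KO and 0 among the 54370766 UMIs of WT. Taking 3 UMIs as the most that 0 allows over the WT group, with UMIs counted as independent, Il17a was at least 1009.7-fold higher. Replicate 1 held 2914 of its UMIs, and with replicate 2 alone, which held 554, the same bound was 294.55-fold. The UMIs lay in 53 and 9 CD4 cells of replicates 1 and 2, and 1 cell of replicate 1 held 1285. Both bounds leave out the sampling of such rare cells, so they are not lower limits on the difference between the genotypes. The Il17a call was lost with limma (0.05). Gzma rose from 0.836 ± 0.264 to 77.3 ± 99.2 CPM (log2 fold change 6.53, SE 1.23, adjusted p = 0.00151). Its SDHA-KO replicates held 148 and 7.19 CPM, the log2 fold change without replicate 1 was 3.12, and limma did not call it (0.10). Dnm3 rose from 2.07 ± 0.0757 to 55.7 ± 18.0 CPM (log2 fold change 4.75, SE 0.274, adjusted p = 5.1e-07). Mboat2 fell from 37.7 ± 0.976 to 2.31 ± 1.43 CPM (log2 fold change −4.06, SE 0.29, adjusted p = 2.43e-06), Mt1 fell from 313 ± 84.4 to 26.3 ± 16.0 CPM (log2 fold change −3.58, SE 0.326, adjusted p = 1.26e-05), and Slc2a3 fell from 336 ± 21.9 to 37.0 ± 7.04 CPM (log2 fold change −3.19, SE 0.119, adjusted p = 3.6e-08).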

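In stimulated CD8 cells, Igkc rose from 0.081 ± 0.115 to 102 ± 141 CPM (log2 fold change 10.18, SE 2.11, adjusted p = 0.00203). Without SDHA-KO replicate 1 its log2 fold change was 4.49, and its call was lost with limma (0.04). Gzmc rose from 0.658 ± 0.215 to 137 ± 37.5 CPM (log2 fold change 7.69, SE 0.267, adjusted p = 1.6e-07), and Il13 rose from 3.56 ± 3.33 to 73.4 ± 10.1 CPM (log2 fold change 4.38, SE 0.405, adjusted p = 2.74e-05). Among CD8 cells with a Cd8 UMI and no Cd4 or Trdc UMI, the log2 fold changes were 3.49 for Igkc and 3.53 for Il13. Gzmc stood at 349 ± 22.7 CPM in stimulated SDHA-KO cells with a Trdc UMI and no Cd8 UMI. In those with a Cd8 UMI and no Trdc UMI it stood at 11.1 ± 7.21 CPM, against 0.509 ± 0.235 CPM in WT. Gbe1 fell from 116 ± 7.64 to 16.0 ± 0.983 CPM (log2 fold change −2.86, SE 0.088, adjusted p = 3.04e-08), St6gal1 fell from 35.8 ± 0.255 to 5.27 ± 0.982 CPM (log2 fold change −2.74, SE 0.131, adjusted p = 2.92e-07), and Egln3 fell from 147 ± 24.0 to 24.4 ± 5.41 CPM (log2 fold change −2.58, SE 0.149, adjusted p = 7.36e-07).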

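Whether the effect of the knockout itself changed with stimulation was tested as the difference between the stimulated and the unstimulated log2 fold change. In all T cells edgeR called this difference for 4116 genes, 2377 with a more positive and 1739 with a more negative effect after stimulation. Requiring at least a 2-fold difference moved the number most, to 1094. It was 6772 with limma on mean log values and 2232 among cells with under 10% mitochondrial UMIs. It also moved by more than 1.5 times when unstimulated WT replicate 1 (2476), unstimulated WT replicate 2 (2482), unstimulated SDHA-KO replicate 2 (2657), or stimulated WT replicate 1 (2677) was left out. Without composition normalization, 41.3% instead of 57.8% of these genes had a more positive effect. After the summed libraries were thinned to the smallest total, 10947009 UMIs, the difference was called for 3422 genes.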

To understand the mechanisms behind changes in gene signature, we performed GSEA pathway analysis to identify pathways activated following T cell stimulation. SDHA-KO T cells showed significant upregulation in pathways related to ribosomal functions and mitochondrial functions while metabolic and biosynthesis processes were downregulated when compared with the WT T cells (Figure 2G). Furthermore, when we compare the expression of mitochondrial subunits (excluding SDHA) in the ETC complexes between unstimulated KO and WT populations, we found that SDHA KO does not affect expression of ETC subunits in unstimulated settings. However, stimulated SDHA-KO cells have much higher expressions of ETC subunits compared with stimulated WT cells in both CD4 and CD8 subsets (Figure 2H and Supplemental Figure 4C). 

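In all stimulated T cells, the 50 ribosome biogenesis genes were higher in SDHA-KO by a median log2 fold change of 0.56 (camera, adjusted p = 2.24e-19), with 46 called higher and 0 lower by edgeR (47 and 1 adjusted over the list alone). Among cells with under 10% mitochondrial UMIs the median was 0.30. The largest rise was that of Bysl, from 22.6 ± 0.912 to 48.1 ± 4.36 CPM (log2 fold change 1.09, SE 0.083, adjusted p = 1.55e-05). The 17 TCA cycle genes other than Sdha rose by 0.40 (camera, adjusted p = 0.000982; 11 called higher, and 11 adjusted over the list alone). That call was lost among cells with under 10% mitochondrial UMIs (0.08). The 20 sterol biosynthesis genes fell by a median log2 fold change of 1.30 (camera, adjusted p = 2.58e-36), and 19 were called lower both over all genes and adjusted over the list alone. Msmo1 fell the most, from 113 ± 2.47 to 25.8 ± 1.36 CPM (log2 fold change −2.13, SE 0.0652, adjusted p = 2.3e-07). The 34 hypoxia genes had a median of −1.20 (camera, adjusted p = 6.68e-27), with 28 called lower and 1 higher (29 and 1 adjusted over the list alone). Among these, Selenbp1 fell from 18.8 ± 3.19 to 1.22 ± 0.433 CPM (log2 fold change −3.94, SE 0.21, adjusted p = 2.88e-06). The glycolysis genes had a median of −0.61 (camera, adjusted p = 1.58e-08), with 16 of 19 called lower and 1 higher (16 and 1 adjusted over the list alone). MTORC1 genes had a median of −0.33 (camera, adjusted p = 6.6e-07), with 23 called higher and 41 lower, both over all genes and adjusted over the list alone. That call was lost with limma on mean log values (−0.06).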

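The list of 79 nuclear-encoded genes of the ETC and ATP synthase, without Sdha, had a median log2 fold change of −0.07 between unstimulated SDHA-KO and WT T cells, with 15 genes higher and 64 lower. edgeR called 0 of them over all genes and 0 adjusted over the list alone. DESeq2 called 0 and limma 0. At an unadjusted p below 0.05, there were 6, 7, and 1 by the 3 tools. As a list they were called lower (camera, adjusted p = 0.00279), but that call was lost under fry, without composition normalization (0.02), with limma (0.02), and without unstimulated SDHA-KO replicate 2 (0.01). The median was −0.03 without unstimulated WT replicate 2. In CD4 cells the median was −0.03 (camera, adjusted p = 0.0743). The list was called lower in CD4 cells without unstimulated SDHA-KO replicate 1 (−0.07), without any one stimulated library (−0.05), without the expression filter (−0.05), without the mitochondrially encoded genes (−0.05), in thinned libraries (−0.05), and with only the 4 unstimulated libraries (−0.06). The median was −0.01 without unstimulated WT replicate 1 and 0.04 without unstimulated SDHA-KO replicate 2. In CD8 cells the median was −0.07 (camera, adjusted p = 0.0551). There it was called lower without unstimulated SDHA-KO replicate 1 (−0.11) or either stimulated WT replicate (−0.07) and without the expression filter (−0.06), and higher with limma (0.05). The CD8 median was −0.02 without unstimulated WT replicate 2 and 0.01 without unstimulated SDHA-KO replicate 2.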

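After stimulation, the nuclear-encoded ETC genes were higher in SDHA-KO than in WT by a median log2 fold change of 0.26 in CD4 cells (camera, adjusted p = 2.15e-07) and 0.33 in CD8 cells (adjusted p = 2.72e-07). edgeR called 48 of 79 higher and 1 lower in CD4 cells (53 and 1 adjusted over the list alone), and 53 higher and 1 lower in CD8 cells (56 and 2 adjusted over the list alone). Across the 4 pairings of an SDHA-KO with a WT library, the median ranged from 0.18 to 0.37 in CD4 and from 0.23 to 0.44 in CD8 cells. The largest rise was that of Ndufb10, from 129 ± 3.18 to 268 ± 24.7 CPM (log2 fold change 1.06, SE 0.0853, adjusted p = 5.56e-06) in CD4 and from 119.8 ± 2.26 to 235 ± 10.0 CPM (log2 fold change 0.97, SE 0.0712, adjusted p = 2.37e-06) in CD8 cells. The largest fall was that of Ndufv3, from 283 ± 27.6 to 132 ± 16.3 CPM (log2 fold change −1.11, SE 0.0967, adjusted p = 9.36e-06) in CD4 and from 198 ± 25.2 to 95.5 ± 5.25 CPM (log2 fold change −1.05, SE 0.0911, adjusted p = 6.2e-06) in CD8 cells. The direction of the list depended on the cells of high mitochondrial percentage. Among cells with under 10% mitochondrial UMIs, its median was −0.07 in CD4 and −0.04 in CD8 cells, and camera called it in neither class.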

We compared the average expression of the 13 mitochondrially encoded genes. 

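Mitochondrially encoded genes made up 4.08 ± 0.0616% of the UMIs of unstimulated WT cells and 3.56 ± 0.0126% of those of SDHA-KO cells (mean over cells, then mean ± SD of 2 libraries). In CD4 cells the shares were 4.00 ± 0.0607% and 3.40 ± 0.0161%, and in CD8 cells 4.21 ± 0.0796% and 4.11 ± 0.0851%. As medians over cells, the shares in all T cells were 4.02 ± 0.0812% and 3.49 ± 0.0170%. The median log2 fold change of the 13 genes was −0.47 in all T cells (mean −0.33; camera, adjusted p = 9.24e-13), with 1 called higher and 7 lower by edgeR (2 and 10 adjusted over the list alone). It was −0.49 in CD4 cells (adjusted p = 2.06e-18; 1 higher and 7 lower, 2 and 9 adjusted over the list alone). In CD8 cells it was −0.33 (adjusted p = 6.49e-08; 1 higher and 6 lower, 3 and 10 adjusted over the list alone), a call that fry did not make. The gene called higher was mt-Nd6, from 41.7 ± 1.22 to 92.2 ± 0.368 CPM (log2 fold change 1.15, SE 0.0819, adjusted p = 0.00054) in all T cells. mt-Cytb fell the most, from 4744 ± 103 to 2624 ± 104 CPM (log2 fold change −0.85, SE 0.0966, adjusted p = 0.00371), a call lost without unstimulated WT replicate 1 (−0.81) or 2 (−0.84). In CD4 cells mt-Cytb fell from 4584 ± 96.2 to 2428 ± 58.0 CPM (log2 fold change −0.92, SE 0.0817, adjusted p = 0.000435).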

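In unstimulated CD8 cells, mt-Nd6 rose from 38.3 ± 3.26 to 73.1 ± 1.67 CPM (log2 fold change 0.93, SE 0.146, adjusted p = 0.0152) and mt-Cytb fell from 4912 ± 132 to 3289.5 ± 175 CPM (log2 fold change −0.58, SE 0.0874, adjusted p = 0.0119). Both calls were lost without any one unstimulated library. Without WT replicates 1 and 2 and SDHA-KO replicates 1 and 2, the log2 fold changes were 0.87, 1.03, 0.96, and 0.92 for mt-Nd6 and −0.53, −0.60, −0.62, and −0.51 for mt-Cytb. Both calls were also lost with limma (0.26 and −0.53).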

As shown in Figure 2I, the unstimulated WT and SDHA-KO cells showed similar expression of the mitochondrially encoded genes. However, following stimulation, the expression of mitochondrially encoded genes significantly increased in WT CD4^+^ and CD8^+^ T cells (Figure 2I and Supplemental Figure 4D). 

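In WT, the mean share of UMIs from mitochondrially encoded genes rose with stimulation to 14.3 ± 0.723% in CD4 cells and 16.5 ± 1.41% in CD8 cells. The share of cells at or above 10% became 60.0 ± 1.30% in CD4 and 73.2 ± 3.51% in CD8 cells. Cells with few UMIs weigh as much as others in these means. In the summed libraries the shares were 7.30 ± 0.403% and 9.44 ± 1.18%. By gene, the median log2 fold change was 0.62 in CD4 cells (camera, adjusted p = 0.000434), with 11 of 13 called higher and 1 lower by edgeR (11 and 1 adjusted over the list alone). It was 0.69 in CD8 cells (adjusted p = 0.000514), with 12 called higher and 1 lower (12 and 1 adjusted over the list alone). Among cells with under 10% mitochondrial UMIs, the direction was the opposite, −0.50 in CD4 and −0.76 in CD8 cells.

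**Figure D1:**
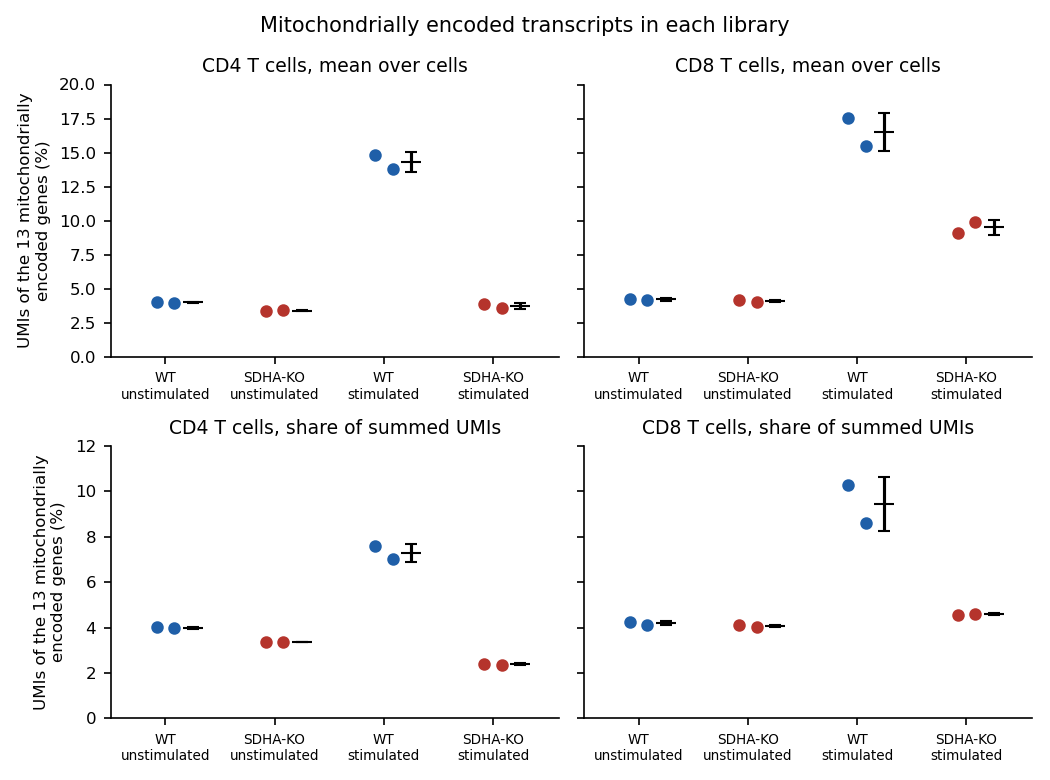
Share of UMIs from mitochondrially encoded genes in the CD4 and CD8 cells of each of the 8 libraries, as the mean over cells and as the share of summed UMIs.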

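In SDHA-KO, the mean share of mitochondrial UMIs was 3.72 ± 0.242% in CD4 and 9.51 ± 0.562% in CD8 cells after stimulation. The median over cells fell instead, from 3.34 ± 0.0310% to 1.78 ± 0.0148% in CD4 and from 4.02 ± 0.128% to 3.32 ± 0.143% in CD8 cells. Relative to unstimulated SDHA-KO cells, the 13 genes had a median log2 fold change of −0.74 in CD4 cells (camera, adjusted p = 1.79e-05), with 1 called higher and 10 lower by edgeR (1 and 10 adjusted over the list alone). In CD8 cells the median was −0.15 (adjusted p = 0.578), with 5 called higher and 4 lower (5 and 4 adjusted over the list alone), and −0.10 without stimulated SDHA-KO replicate 2. The CD8 list was called lower among cells with under 10% mitochondrial UMIs (−0.89), with CD8 cells defined by Cd8 UMIs and no Cd4 UMI (−0.54), and with cells carrying Trdc UMIs left out as well (−0.92). Relative to stimulated WT cells, the medians were −1.71 in CD4 cells (adjusted p = 4.6e-74) and −1.07 in CD8 cells (adjusted p = 5.81e-19), and all 13 genes were called lower in both, over all genes and adjusted over the list alone. Under 10%, these medians were −1.03 and −0.41. In CD4 cells the range ran from mt-Nd1, from 3718 ± 299 to 2508 ± 117 CPM (log2 fold change −0.57, SE 0.0782, adjusted p = 0.000198), to mt-Nd4l, from 474 ± 16.2 to 74.1 ± 9.2 CPM (log2 fold change −2.68, SE 0.0923, adjusted p = 2.31e-08). In CD8 cells it ran from mt-Nd1, from 4491 ± 648 to 3306 ± 85.6 CPM (log2 fold change −0.44, SE 0.087, adjusted p = 0.00145), to mt-Nd6, from 209 ± 12.0 to 61.6 ± 10.6 CPM (log2 fold change −1.76, SE 0.104, adjusted p = 8.82e-07). In cells with less than 10% mitochondrial UMIs, mt-Nd1 was higher in SDHA-KO, by 0.18 in CD4 and 0.27 in CD8 cells, and called in CD8 cells alone.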

While the stimulated SDHA-KO CD4^+^ and CD8^+^ T cells showed an increase in expression of these genes when compared with unstimulated SDHA-KO CD4^+^ and CD8^+^ cells, they demonstrated significantly reduced expressions of mitochondrial genes when compared with the stimulated WT T cells. By contrast, the expression of nuclear-coded ETC genes was significantly higher in the stimulated SDHA-KO CD4^+^ and CD8^+^ T cells when compared with the WT CD4^+^ and CD8^+^ T cells (Figure 2H and Supplemental Figure 4E), suggesting a divergence: an increase in the expression of nuclear-coded ETC subunits but a decrease in the mitochondrial genome encoded proteins in the stimulated T cells in the absence of SDHA. 

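In all stimulated T cells, the mitochondrially encoded genes had a median log2 fold change of −1.41 (camera, adjusted p = 2.51e-39; 13 called lower, and 13 adjusted over the list alone) and the nuclear-encoded ETC genes one of 0.31 (adjusted p = 1.88e-08; 55 called higher and 1 lower, 59 and 1 adjusted over the list alone). The effect of the knockout differed between the stimulated and the unstimulated state for both lists. The median difference was −1.06 for the mitochondrially encoded genes (camera, adjusted p = 1.92e-29), with 0 called more positive and 12 more negative (0 and 13 adjusted over the list alone). It was 0.40 for the nuclear-encoded ETC genes (adjusted p = 4.05e-13), with 47 more positive and 1 more negative (54 and 1 adjusted over the list alone). mt-Nd4l fell the most, from 514 ± 1.06 to 132 ± 23.3 CPM (log2 fold change −1.96, SE 0.108, adjusted p = 3.35e-06). Ndufb10 rose from 124 ± 3.18 to 259 ± 23.3 CPM (log2 fold change 1.06, SE 0.0794, adjusted p = 1.45e-05) and Ndufv3 fell from 243 ± 28.3 to 119 ± 9.26 CPM (log2 fold change −1.03, SE 0.0901, adjusted p = 2.87e-05). Below 10% mitochondrial UMIs, the mitochondrially encoded genes stayed lower (−0.76), whereas the nuclear-encoded ETC genes had a median of −0.07 and their difference between states was −0.01. From lower mitochondrially encoded and higher nuclear-encoded transcripts in stimulated SDHA-KO cells, the paper proposes a divergence between the 2 genomes in the absence of SDHA.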

Downstream pathway enrichment analysis also revealed different responses between CD4 and CD8 subsets of cells (Figure 2J and Supplemental Figure 4, F and G). 

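To test whether CD4 and CD8 cells responded differently to the knockout after stimulation, their log2 fold changes between SDHA-KO and WT were compared within 1 fit of both classes, in which each library contributed a CD4 and a CD8 sum. Of 14617 genes, edgeR called 3270, with 1744 more positive and 1526 more negative in CD8 cells. Requiring at least a 2-fold difference moved this number most, to 509, and leaving out stimulated WT replicate 1 gave 1727. It was 1852 when only CD8 cells with a Cd8 UMI and no Cd4 or Trdc UMI were used, 1780 with both classes defined by their Cd4 and Cd8 UMIs, 1414 with DESeq2, and 1348 with limma. Without composition normalization, 39.5% instead of 53.3% of the called genes were more positive in CD8 cells.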

The SDHA-KO CD3 as well as the CD4 and CD8 subsets demonstrated enrichment of MYC and OXPHOS pathways. These results indicate that SDHA deficiency leads to significant changes in gene signatures related to mitochondrial metabolic pathways only after T cell stimulation.

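The MYC target list of 57 genes was higher in stimulated SDHA-KO than in WT by a median log2 fold change of 0.54 in all T cells (camera, adjusted p = 9.38e-15), 0.27 in CD4 cells (adjusted p = 0.000675), and 0.77 in CD8 cells (adjusted p = 8.04e-29). edgeR called 44 higher and 2 lower in all T cells (47 and 4 adjusted over the list alone), 27 and 4 in CD4 cells (30 and 4), and 51 and 1 in CD8 cells (52 and 1). Srm rose the most, from 104 ± 2.9 to 263 ± 8.56 CPM (log2 fold change 1.34, SE 0.073, adjusted p = 3.31e-06) in all T cells, from 92.4 ± 0.834 to 192 ± 27.4 CPM (log2 fold change 1.06, SE 0.0994, adjusted p = 1.57e-05) in CD4 cells, and from 117 ± 5.09 to 381 ± 10.0 CPM (log2 fold change 1.70, SE 0.0766, adjusted p = 2.49e-07) in CD8 cells. The call in CD4 cells was lost among cells with under 10% mitochondrial UMIs (0.04).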

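The number of the 15 lists called by camera between SDHA-KO and WT was 13 in all T cells, 11 in CD4 cells, and 7 in CD8 cells before stimulation, and 14, 14, and 11 after it. The alternative that moved these numbers most was camera with an estimated correlation, under which 0 lists were called in each class before stimulation and 1, 6, and 4 after it. fry called 3, 3, and 0 lists before stimulation. With cells of 10% or more left out, 9 lists were called in stimulated CD4 cells.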

We next explored whether the changes in gene expression caused by SDHA deficiency led to alterations in T cell differentiation. scRNA-seq was performed on purified splenic T cells from WT and SDHA-KO mice, both unstimulated and stimulated with αCD3/αCD28 antibodies in vitro for 48 hours. We then detected T cell subsets based on gene signatures (Supplemental Figure 5) and categorized them based on expression of *Cd4*, *Cd8a*, naive markers, central memory T cell (Tcm) markers, effector memory T cell (Tem) markers, and Treg markers. In unstimulated conditions naive T cells made up most of the cells, with smaller populations of Tcm, Tem, and Treg in both the WT and SDHA-KO T cells (Figure 3, A and B, and Supplemental Figure 6A). However, after stimulation, we observed much higher proportions of WT CD4^+^ and CD8^+^ Tcm populations (Figure 3, C and D, and Supplemental Figure 6B). 

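Before stimulation, cells annotated as naive made up 84.8 ± 2.06% of WT and 85.9 ± 0.559% of SDHA-KO cells. CD4 naive cells were 53.5 ± 0.899% and 67.9 ± 0.25%, and CD8 naive cells 31.3 ± 2.96% and 18.0 ± 0.310%. CD4 Tem were 5.70 ± 0.655% of WT and 5.05 ± 0.565% of SDHA-KO cells, CD4 Treg 5.78 ± 1.15% and 5.14 ± 0.102%, and CD8 Tcm 3.76 ± 0.256% and 3.92 ± 1.23%. Within CD4 cells, naive cells made up 82.4 ± 2.04% in WT and 87.0 ± 0.701% in SDHA-KO, and within CD8 cells 89.2 ± 1.56% and 82.2 ± 4.85%.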

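After stimulation, every cell was annotated as Tcm or Tem. Tcm made up 67.8 ± 2.72% of WT and 25.5 ± 3.49% of SDHA-KO cells. CD4 Tcm were 32.3 ± 0.900% of WT and 13.8 ± 0.740% of SDHA-KO cells, and CD8 Tcm 35.5 ± 3.62% and 11.7 ± 2.75%. Within the CD4 cells the Tcm shares were 62.1 ± 1.02% and 19.1 ± 2.4%, and within the CD8 cells 73.9 ± 4.01% and 42.7 ± 1.85%. CD4 Tem were 19.7 ± 1.40% and 58.9 ± 6.00% of all cells, and CD8 Tem 12.4 ± 1.32% and 15.6 ± 2.51%. The alternative that moved the Tcm shares most was the restriction to cells with under 10% mitochondrial UMIs, in which they were 10.8 ± 0.0884% in WT and 10.1 ± 1.71% in SDHA-KO. Tcm had a median of 21.0 ± 0.960% mitochondrial UMIs in WT and 14.5 ± 0.681% in SDHA-KO, against 2.89 ± 0.112% and 1.58 ± 0.0161% in Tem. The median numbers of UMIs were 11070 in WT Tcm and 8796.5 in SDHA-KO Tcm, and 62292 and 30860 in Tem.

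**Figure D2:**
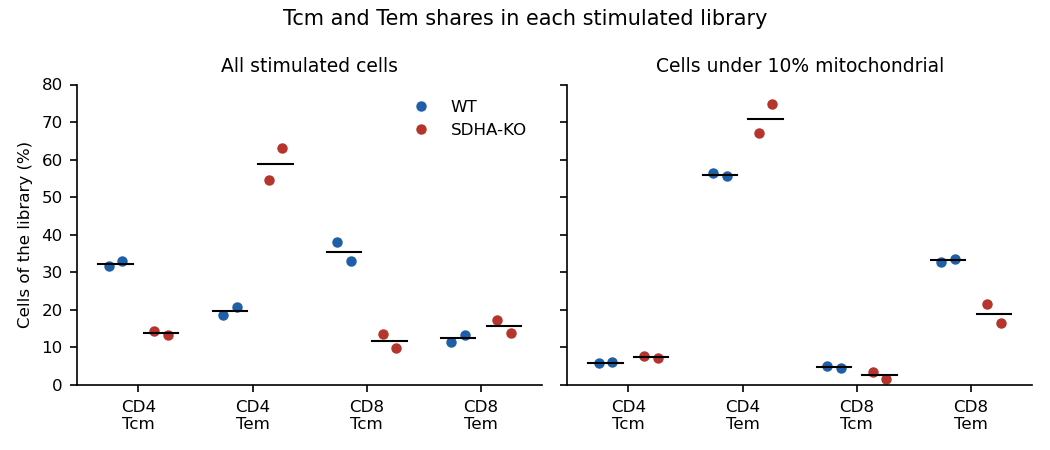
Share of CD4 and CD8 Tcm and Tem in each stimulated library, among all cells and among cells with under 10% mitochondrial UMIs.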

We next analyzed whether the cell cycle progression or signatures related to T cell exhaustion (*Tigit*/*Lag3*/*Tox*/*Tcf7*) contributed to the differences in T cell differentiation and found no difference between WT and SDHA KO (Supplemental Figure 6, C and D, and Figure 3E). These results suggest that SDHA deficiency affected both CD4^+^ and CD8^+^ T cell differentiation into subsets of effector and memory T cells after stimulation.

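With every cell thinned to 5000 UMIs, an Mki67 UMI was expected in 59.4 ± 0.457% of stimulated WT cells (43 cells with fewer UMIs left out) and 44.8 ± 5.93% of stimulated SDHA-KO cells (170 left out). Without thinning, the alternative that moved these shares most, they were 82.5 ± 0.479% and 63.9 ± 5.29%. Naive cells, which should lack it, gave a thinned share of 0.186 ± 0.0938% in WT (123 left out) and 0.186 ± 0.0396% in SDHA-KO (127 left out). The median depth was 7827 UMIs in WT and 8749 in SDHA-KO naive cells, against 13777 and 25291 in stimulated cells. By class, the thinned shares were 56.5 ± 0.129% and 40.8 ± 5.34% in CD4 cells, and 62.6 ± 0.795% and 54.9 ± 4.73% in CD8 cells. As expression, Mki67 fell from 215 ± 5.16 CPM in WT to 187 ± 24.5 CPM in SDHA-KO (log2 fold change −0.21, SE 0.095, adjusted p = 0.103 from edgeR), from 205 ± 4.24 to 187 ± 28.9 CPM (log2 fold change −0.13, SE 0.111, adjusted p = 0.359) in CD4 cells, and from 228 ± 5.8 to 182 ± 19.2 CPM (log2 fold change −0.32, SE 0.114, adjusted p = 0.0368) in CD8 cells. Without stimulated SDHA-KO replicate 1 it was called lower in all T cells (−0.36) and in CD4 cells (−0.28), as it was with limma (−0.32 in both). Without stimulated SDHA-KO replicate 2 the log2 fold change was −0.09 in all T cells and 0.03 in CD4 cells. The CD8 call was lost without stimulated WT replicate 1 (−0.36), stimulated WT replicate 2 (−0.31), or stimulated SDHA-KO replicate 2 (−0.23), and with limma (−0.18). Among CD8 cells with a Cd8 UMI and no Cd4 or Trdc UMI, the log2 fold change was −0.90 (adjusted p = 2.15e-05).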

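The 43 S phase genes had a median log2 fold change of 0.20 between stimulated SDHA-KO and WT in all T cells (camera, adjusted p = 0.00888), with 18 called higher and 4 lower by edgeR (18 and 4 adjusted over the list alone). It was 0.12 in CD4 cells (adjusted p = 0.0429; 14 and 3, with 14 and 3 adjusted over the list alone) and 0.20 in CD8 cells (adjusted p = 0.00744; 19 and 4, with 23 and 5 adjusted over the list alone). The CD4 call was lost without stimulated WT replicate 2 (0.15) or stimulated SDHA-KO replicate 1 (0.16), in thinned libraries (0.14), and in cells with a Cd4 UMI and no Cd8 UMI (0.12). Without the cells at or above 10%, the S phase list was not called and its median was −0.03 in all T cells, −0.08 in CD4 cells, and −0.01 in CD8 cells. It was not called either among CD8 cells with a Cd8 UMI and no Cd4 or Trdc UMI (−0.14) or with a Cd8 UMI and no Cd4 UMI (0.07). The 54 G2M genes were not called. Their median was −0.04 in all T cells (mean 0.02; camera, adjusted p = 0.893, direction up), −0.12 in CD4 cells (mean −0.02; adjusted p = 0.888), and −0.10 in CD8 cells (mean 0.01; adjusted p = 0.78, direction up). In all T cells and CD8 cells the median therefore differed in sign from the mean and the test. Without stimulated WT replicates 1 and 2 and SDHA-KO replicates 1 and 2, the G2M median in all T cells was −0.10, −0.01, −0.11, and 0.02. Among CD8 cells with a Cd8 UMI and no Cd4 or Trdc UMI, G2M genes were called lower in SDHA-KO (−0.45), as they were among those with a Cd8 UMI and no Cd4 UMI (−0.19).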

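Of the exhaustion genes in stimulated cells, Lag3 fell from 157 ± 22.6 to 81.5 ± 2.86 CPM (log2 fold change −0.95, SE 0.0972, adjusted p = 1.74e-05) in CD8 cells and was not called in CD4 cells (log2 fold change 0.38, SE 0.178, adjusted p = 0.104). In the cells below 10%, Lag3 was called higher in CD4 cells (0.59), as it was without the expression filter (0.43) and with only the 4 stimulated libraries (0.39). Tox fell from 79.5 ± 18.6 to 50.2 ± 18.5 CPM (log2 fold change −0.67, SE 0.201, adjusted p = 0.0164) in CD8 cells. That call was lost without stimulated WT replicate 1 (−0.43) or stimulated SDHA-KO replicate 1 (−0.34), among cells with under 10% mitochondrial UMIs (−0.22), with only the 4 stimulated libraries (−0.66), and in CD8 cells with a Cd8 UMI and no Cd4 or Trdc UMI (−0.26). Without stimulated SDHA-KO replicate 2 it was −1.11. In CD4 cells Tox was not called (log2 fold change −0.28, SE 0.141, adjusted p = 0.134). It was −0.12 without stimulated WT replicate 1, −0.03 without stimulated SDHA-KO replicate 1, and called lower without stimulated SDHA-KO replicate 2 (−0.55). Tcf7 rose from 51.9 ± 2.76 to 91.3 ± 6.86 CPM (log2 fold change 0.81, SE 0.0812, adjusted p = 2.33e-05) in CD4 cells and was not called in CD8 cells (log2 fold change 0.06, SE 0.095, adjusted p = 0.654), although it was called higher there in cells with a Cd8 UMI and no Cd4 or Trdc UMI (0.32) or no Cd4 UMI alone (0.34). Tigit was not called in CD4 cells (log2 fold change −0.02, SE 0.186, adjusted p = 0.936) or in CD8 cells (log2 fold change −0.01, SE 0.183, adjusted p = 0.962), but was called lower in CD4 cells with limma (−0.01) and higher in CD8 cells with a Cd8 UMI and no Cd4 or Trdc UMI (0.57). None of these genes was called in unstimulated CD4 or CD8 cells by edgeR, although Lag3 was called lower in CD4 cells without the expression filter (−2.39) or with only the 4 unstimulated libraries (−2.37), and Tox higher in CD8 cells with those 4 (0.34). Their adjusted p values there ranged from 0.0942 for Lag3 to 0.851 for Tigit, both in CD4 cells.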

We next hypothesized that the changes in metabolic gene signatures would be distinct between the stimulated WT and SDHA-KO CD4^+^ and CD8^+^ T cells. 

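Between stimulated and unstimulated cells, edgeR called 9455 genes in WT CD4 (5160 higher and 4295 lower after stimulation), 9955 in SDHA-KO CD4 (5217 and 4738), 8606 in WT CD8 (4644 and 3962), and 8925 in SDHA-KO CD8 cells (4875 and 4050). Requiring at least a 2-fold change moved these numbers most, to 5292, 5534, 4856, and 5515. Without composition normalization, the share of called genes that were higher changed from 54.6 to 65.4%, from 52.4 to 62.8%, from 54.0 to 75.6%, and from 54.6 to 66.3%. In SDHA-KO CD4 cells, Vim fell with stimulation from 357 ± 43.6 to 123 ± 23.8 CPM (log2 fold change −1.54, SE 0.134, adjusted p = 1.14e-06). In SDHA-KO CD8 cells, Tnfrsf9 rose from 6.86 ± 1.33 to 564 ± 17.3 CPM (log2 fold change 6.36, SE 0.193, adjusted p = 4.15e-10), Ncl rose from 407 ± 10.5 to 2866 ± 2.83 CPM (log2 fold change 2.82, SE 0.0744, adjusted p = 2.16e-10), Gzmb rose from 1.5 ± 1.7 to 6127 ± 28.3 CPM (log2 fold change 12.00, SE 0.248, adjusted p = 9.47e-11), and Hsp90aa1 rose from 193 ± 10.0 to 1646 ± 12.7 CPM (log2 fold change 3.09, SE 0.0726, adjusted p = 1.72e-10). In WT CD4 cells, Eno1 rose from 187 ± 20.0 to 945 ± 61.7 CPM (log2 fold change 2.34, SE 0.116, adjusted p = 1.26e-08), Cblb rose from 169.8 ± 1.84 to 498 ± 16.8 CPM (log2 fold change 1.55, SE 0.114, adjusted p = 3.03e-07), and Xist rose from 493 ± 7.5 to 948 ± 44.8 CPM (log2 fold change 0.94, SE 0.0832, adjusted p = 1.41e-06). In WT CD8 cells, mt-Nd6 rose from 38.3 ± 3.26 to 209 ± 12.0 CPM (log2 fold change 2.44, SE 0.126, adjusted p = 1.68e-08), and Aldoa rose from 161 ± 8.84 to 965 ± 129.7 CPM (log2 fold change 2.58, SE 0.118, adjusted p = 6.59e-09).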

An overview of differentially expressed genes (Figure 3F) indicated multiple dysregulated genes in different subsets after stimulation. Similar to total T cells, the gene signatures related to aerobic respiration and cellular respiration were downregulated both in WT CD4^+^ and CD8^+^ T cells when compared with SDHA-KO CD4^+^ and CD8^+^ T cells, albeit with CD8^+^ T cells exhibiting significantly greater TCA downregulation (Figure 3G). In addition, SDHA deficiency resulted in changes of several T cell–related pathways, including glycolytic gene expression (Figure 3H) (17). 

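Excluding Sdha, the TCA cycle genes were higher in stimulated SDHA-KO than in WT by a median log2 fold change of 0.28 in CD4 cells (camera, adjusted p = 0.00355) and 0.38 in CD8 cells (adjusted p = 0.00744). edgeR called 10 of 17 higher and 1 lower in CD4 cells (10 and 1 adjusted over the list alone), and 10 and 0 in CD8 cells (10 and 0 adjusted over the list alone). Restricted to cells under 10% mitochondrial UMIs, both calls were lost (0.05 and 0.07). Tested directly, the effect of the knockout in CD8 minus that in CD4 cells had a median of −0.00 (camera, adjusted p = 0.909), with 4 genes called more positive and 3 more negative in CD8 cells (4 and 3 adjusted over the list alone). The sign of this difference turned on single libraries, with −0.02 and 0.02 without stimulated WT replicates 1 and 2 and −0.03 and 0.03 without stimulated SDHA-KO replicates 1 and 2.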

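The glycolysis genes were lower in stimulated SDHA-KO than in WT by a median of −0.76 in CD4 cells (camera, adjusted p = 3.81e-14) and −0.56 in CD8 cells (adjusted p = 9.13e-05). edgeR called 16 of 18 lower and 1 higher in CD4 cells (16 and 1 adjusted over the list alone), and 14 and 1 in CD8 cells (14 and 1 adjusted over the list alone). When cells of 10% or more mitochondrial UMIs were left out, the medians were −1.15 and −0.77. Of the glycolysis genes shown in Figure 3H, Ldhb, Adh7, Adh4, and Adh1 were called higher in SDHA-KO CD4 cells, and Aldoc, Pfkm, Pgm1, Pck2, and Pfkp lower. In CD8 cells, Ldhb and Adh4 were called higher and the same 5 lower. Aldoc fell from 28.8 ± 3.26 to 3.39 ± 0.504 CPM (log2 fold change −3.09, SE 0.155, adjusted p = 1.71e-07) in CD4 and from 13.7 ± 2.5 to 1.03 ± 0.405 CPM (log2 fold change −3.68, SE 0.276, adjusted p = 2.63e-06) in CD8 cells. Eno3 rose from 33.4 ± 0.834 to 64.3 ± 17.1 CPM (log2 fold change 0.95, SE 0.162, adjusted p = 0.000805) in CD4 and from 38.5 ± 1.4 to 57.6 ± 15.6 CPM (log2 fold change 0.57, SE 0.15, adjusted p = 0.00811) in CD8 cells. The CD8 call of Eno3 was lost without stimulated WT replicate 1 (0.52) or stimulated SDHA-KO replicate 2 (0.26), among cells with under 10% mitochondrial UMIs (0.13), and in libraries thinned to the smallest total (0.29).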

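Among function-related genes in stimulated cells, Xcl1 rose from 9.77 ± 2.62 to 39.4 ± 8.66 CPM (log2 fold change 2.02, SE 0.205, adjusted p = 2.57e-05) in CD4 and from 197 ± 19.7 to 755 ± 477 CPM (log2 fold change 1.93, SE 0.338, adjusted p = 0.000673) in CD8 cells, where the log2 fold change without stimulated SDHA-KO replicate 2 was 1.06. Ccr2 rose from 0.473 ± 0.21 to 2.04 ± 0.663 CPM (log2 fold change 2.10, SE 0.415, adjusted p = 0.00199) in CD4 and from 0.177 ± 0.0792 to 2.3 ± 0.802 CPM (log2 fold change 3.63, SE 0.637, adjusted p = 0.000686) in CD8 cells. Cxcr6 rose from 3.11 ± 0.406 to 11.6 ± 3.81 CPM (log2 fold change 1.89, SE 0.268, adjusted p = 0.000238) in CD4 and from 3.46 ± 0.716 to 10.3 ± 0.95 CPM (log2 fold change 1.58, SE 0.158, adjusted p = 1.47e-05) in CD8 cells. The calls of Ccr2 and Cxcr6 were lost with limma (0.01 and 0.02 for Ccr2 in CD4 and CD8 cells, 0.06 and 0.08 for Cxcr6), and that of Ccr2 in CD8 cells with a Cd8 UMI and no Cd4 or Trdc UMI (1.74). Klrg1 was near 0 CPM in CD4 cells and not called (log2 fold change 1.82, SE 1.03, adjusted p = 0.176). Gzmk, at 0.1096 and 0.1947 CPM in the WT and 0 in the SDHA-KO replicates, was called lower in CD4 cells (adjusted p = 0.0254). The call was lost without any 1 of the 4 stimulated libraries, in libraries thinned to the smallest total, in CD4 cells by their UMIs, and with limma.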

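Havcr2 rose from 2.7 ± 1.13 to 21.6 ± 2.09 CPM (log2 fold change 2.99, SE 0.248, adjusted p = 8.03e-06) and Pdcd1 rose from 15.0 ± 0.134 to 42.4 ± 9.4 CPM (log2 fold change 1.49, SE 0.138, adjusted p = 8.96e-06) in stimulated CD8 cells. In CD4 cells neither was called (log2 fold change 1.51, SE 0.75, adjusted p = 0.125 for Havcr2, and log2 fold change 0.08, SE 0.177, adjusted p = 0.737 for Pdcd1). Havcr2 in CD4 cells was 2.67 without stimulated WT replicate 1, 0.87 without stimulated WT replicate 2, 0.61 without stimulated SDHA-KO replicate 1, and called higher without stimulated SDHA-KO replicate 2 (2.10), without the expression filter (1.56), and in cells with a Cd4 UMI and no Cd8 UMI (2.32). Mt1 fell from 418 ± 204 to 228 ± 64.3 CPM (log2 fold change −0.87, SE 0.278, adjusted p = 0.0243) in CD8 cells. That call was lost without stimulated WT replicate 2 (−0.28), stimulated SDHA-KO replicate 2 (−0.63), or either unstimulated SDHA-KO replicate (−0.87 in both), with only the 4 stimulated libraries (−0.86), and with DESeq2 (−0.86). Without stimulated WT replicate 1 the log2 fold change of Mt1 was −1.31, and among CD8 cells with a Cd8 UMI and no Cd4 or Trdc UMI it was −1.98 (adjusted p = 0.000386).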

To assess the impact of changes in metabolic pathways to T cell functional changes, we further examined the change in expression of markers related to T cell functions, including activation and exhaustion (Figure 3, E and H). Furthermore, to analyze differences caused by SDHA deficiency between CD4^+^ and CD8^+^ T cells, we identified pathways that were differentially enriched in SDHA KO but not in WT (Figure 3I). 

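Between stimulated CD4 and CD8 cells of SDHA-KO, the 64 IFN-γ response genes were higher in CD4 cells by a median log2 fold change of 0.48 (camera, adjusted p = 4.39e-10; 40 called higher and 6 lower by edgeR, 40 and 7 adjusted over the list alone). MYC targets had a median of −0.62 (adjusted p = 3.76e-26; 1 higher and 49 lower, 1 and 49 adjusted over the list alone) and MTORC1 genes one of −0.50 (adjusted p = 2.48e-17; 5 and 58, 5 and 60 adjusted over the list alone). In WT, IFN-γ response genes were also higher in CD4 cells, by 0.35 (camera, adjusted p = 1.32e-06; 28 and 8, 28 and 9 adjusted over the list alone), and MYC targets lower, with a median of −0.16 (adjusted p = 0.00111; 3 and 21, 4 and 28 adjusted over the list alone). fry called neither of these 2 lists in WT. MTORC1 genes were not called in WT (−0.07, camera, adjusted p = 0.254; 12 and 14, 13 and 16 adjusted over the list alone). They were called lower in WT CD4 cells with limma (−0.02) and among cells with under 10% mitochondrial UMIs (−0.09), and the median was −0.02 without stimulated WT replicate 2.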

Stimulated SDHA-KO CD4^+^ T cells showed upregulation in IFN-γ response; by contrast, SDHA-KO CD8^+^ T cells showed upregulation of MYC and MTORC1 signaling. However, these pathways were significantly enriched when compared with stimulated WT CD4^+^ or CD8^+^ T cells. Thus, SDHA differentially regulates mTOR, MYC, and IFN-γ pathways in T cell subsets.

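Relative to stimulated WT cells of the same class, IFN-γ response genes rose in SDHA-KO CD4 cells by a median of 0.61 (camera, adjusted p = 2.36e-07), with 38 of 67 called higher and 3 lower by edgeR (41 and 3 adjusted over the list alone). In CD8 cells they had a median of 0.27 (adjusted p = 0.124), with 22 higher and 10 lower (22 and 10 adjusted over the list alone). The CD8 list was called higher under fry, without the expression filter (0.31), and without stimulated WT replicate 1 (0.34), and its median was 0.16 without stimulated WT replicate 2 and 0.14 without stimulated SDHA-KO replicate 1. The largest rise in the list was that of Rtp4, from 0.0994 ± 0.0889 to 1.16 ± 0.0785 CPM (log2 fold change 3.42, SE 0.485, adjusted p = 0.000237) in CD4 and from 0.0195 ± 0.0275 to 0.281 ± 0.135 CPM (log2 fold change 3.35, SE 1.01, adjusted p = 0.0171) in CD8 cells. The Rtp4 call was lost with limma in both (0.03 and 0.00). In CD8 cells it was lost without stimulated WT replicate 1 (2.59) or stimulated SDHA-KO replicate 1 (2.67) and in libraries thinned to the smallest total (2.17), and the log2 fold change was −1.36 among CD8 cells with a Cd8 UMI and no Cd4 or Trdc UMI. MTORC1 genes had a median of −0.60 in CD4 cells (camera, adjusted p = 1.8e-16), with 15 of 76 called higher and 42 lower (18 and 43 adjusted over the list alone). In CD8 cells the median was −0.07 (adjusted p = 0.241), with 28 higher and 32 lower (30 and 33 adjusted over the list alone). It was −0.05 without stimulated WT replicate 2, −0.15 without stimulated SDHA-KO replicate 1, and 0.03 without stimulated SDHA-KO replicate 2. The MTORC1 list was called lower among CD8 cells with under 10% mitochondrial UMIs (−0.23), with a Cd8 UMI and no Cd4 UMI (−0.17), and with cells carrying Trdc UMIs left out as well (−0.32). Slc2a3, its member with the largest fall, fell from 275 ± 41.7 to 50.9 ± 10.8 CPM (log2 fold change −2.43, SE 0.133, adjusted p = 5.36e-07) in CD8 cells.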

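The effect of the knockout in stimulated CD8 minus that in stimulated CD4 cells had a median log2 difference of 0.48 for MYC targets (camera, adjusted p = 1.56e-26; 41 genes more positive and 0 more negative by edgeR, 46 and 1 adjusted over the list alone). It was 0.45 for MTORC1 genes (adjusted p = 5.07e-25; 51 and 2, 58 and 3 adjusted over the list alone) and −0.41 for IFN-γ response genes (adjusted p = 0.000248; 7 and 22, 7 and 24 adjusted over the list alone). The IFN-γ difference was −0.19 without stimulated WT replicate 1, and fry did not call it. With only CD8 cells that had a Cd8 UMI and no Cd4 or Trdc UMI, the 3 medians were 0.37, 0.19, and −0.30.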

### SDHA deficiency differentially regulates CD4^+^ and CD8^+^ T cell functions and glycolysis.

Because glycolysis is critical for T cell functionality and SDHA deficiency impacted the expression of genes in the glycolytic pathway, we next determined whether the SDHA-dependent transcriptional changes in activated T cells impacted their functionality, as determined by Th differentiation and cytotoxicity, as well as proliferation. Both live CD4^+^ and CD8^+^ T cells from SDHA-KO mice demonstrated a reduction in proliferation compared with WT CD4^+^ and CD8^+^ T cells, respectively; but the degree of reduction in proliferation was substantially greater in the SDHA-KO CD4^+^ T cells than in the SDHA-KO CD8^+^ T cells (Figure 4, A and B, and Supplemental Figure 7). However, Annexin V^+^ and 7-AAD^+^ proportions were similarly higher in both stimulated CD4^+^ and CD8^+^ T cells from SDHA-KO mice when compared with those from WT (Figure 4, C and D).

Next, we cultured WT and SDHA-KO CD4^+^ T cells under Th1, Th2, and Th17 polarization conditions. The percentage of IFN-γ–producing and IL-17A–producing CD4^+^ T cells was reduced in SDHA KO under Th1 and Th17 polarization conditions, respectively (Supplemental Figure 8A). By contrast, SDHA-KO CD8^+^ T cells showed similar IFN-γ production (Supplemental Figure 8B). These results demonstrate that SDHA deficiency caused more significant suppression of Th differentiation and proliferation in CD4^+^ T cells but had minimal effect on CD8^+^ T cells proliferation and IFN-γ production.

Because, unlike conventional naive CD4^+^ T cells, Tregs depend on OXPHOS activity (10) for proliferation, we determined the effect of SDHA deficiency on CD4^+^ Tregs to gain further insight. The WT and SDHA-KO Tregs were cocultured with WT or SDHA-KO conventional CD4^+^ non-Tregs (Tcons) and stimulated with αCD3 and αCD28. The SDHA-KO Tregs demonstrated diminished function (Tcon suppression) (Figure 4E). These data demonstrate that SDHA deficiency negatively regulates both CD4^+^ Tcon and CD4^+^ Treg functions.

Next, we analyzed whether cell-intrinsic MC II SDHA deficiency regulated T cell cytotoxic functions. We primed WT and SDHA-KO CD8^+^ T cells with irradiated BALB/c splenocytes and cocultured primed CD8^+^ T cells with BALB/c-derived A20 tumor cells. SDHA-KO CD8^+^ T cells showed higher antitumor cytotoxicity than WT CD8^+^ T cells (Figure 4F), demonstrating that SDHA deficiency promotes greater killing and cytotoxic capacity for CD8^+^ T cells.

To explore the direct link between the functional differences and the metabolic function of SDHA on CD4^+^ and CD8^+^ T cell functions, we next explored the CD4^+^ and CD8^+^ bioenergetic profiles. We analyzed OXPHOS and glycolysis activity in stimulated CD4^+^ and CD8^+^ T cells isolated from the WT and the SDHA-KO splenic T cells to test this. Consistent with the total T cells analysis from above, both SDHA-KO CD4^+^ and CD8^+^ T cells demonstrated reduced OCR (Figure 4, G and H) when compared with the WT CD4^+^ and CD8^+^ T cells, respectively, demonstrating the role of SDHA in both T cell subsets in the regulation of OXPHOS. By contrast, the effect on the extracellular acidification rate (ECAR), a marker of glycolysis, was diametrically opposite. Specifically, while the SDHA-KO CD4^+^ T cells demonstrated reduced ECAR, the SDHA-KO CD8^+^ T cells, by contrast, showed a significant increase in ECAR (Figure 4, G and H).

### Biological and clinical relevance of SDHA deficiency on CD4^+^ and CD8^+^ T cells.

Next, we explored whether SDHA deficiency’s differential effects on the function and glycolysis of CD4^+^ and CD8^+^ T cells were biologically and clinically relevant. Donor T cells drive the toxicity of GVHD and the beneficial graft-versus-tumor (GVT) effect after allogeneic hematopoietic cell transplantation (HCT) (18, 19). Emerging studies have suggested a role for OXPHOS and glycolysis of T cells as promising targets for controlling GVHD (20, 21). Therefore, we first analyzed the effect of SDHA on T cell functional responses to allostimulation in vitro. SDHA-KO T cells stimulated with irradiated splenocytes from allogeneic BALB/c mice showed a significantly reduced proliferation compared with WT T cells, similar to stimulation by αCD3 and αCD28 (Supplemental Figure 9A). We next determined whether this reduction in T cell proliferation was also observed in vivo. To this end, we performed allo-HCT utilizing clinically relevant MHC-mismatched B6 mouse cell into BALB/c bone marrow transplantation (BMT) model, as described in Methods. The in vivo CD4^+^ and CD8^+^ T cell proliferation was tracked by transferring CFSE-stained B6 WT or B6 SDHA-KO T cells into allogeneic BALB/c recipients. Allogeneic SDHA-KO CD4^+^ T cells proliferated significantly less than WT CD4^+^ T cells, whereas allogeneic SDHA-KO CD8^+^ T cells demonstrated similar proliferation compared with WT CD8^+^ T cells (Supplemental Figure 9, B and C).

To examine the clinical relevance of the in vivo effects of SDHA deficiency on CD4^+^ versus CD8^+^ T cells, we determined the effect on GVHD severity utilizing multiple clinically relevant models of allo-HCT. To this end, we specifically utilized well-characterized model systems wherein GVHD is primarily driven by either CD4^+^ T cells or CD8^+^ T cells alone or both subsets contribute to GVHD. We first utilized a well-characterized MHC-mismatched [B6→BALB/c] model wherein CD4^+^ T cells are sufficient to drive GVHD with minor contribution from CD8^+^ T cells (22). Because of the dominant effects of SDHA in regulating CD4^+^ T cell proliferation, differentiation, and cytokine release, we hypothesized that GVHD would be reduced in this model system. Briefly, B6 WT or SDHA-deficient T cells were combined with bone marrow cells from B6 WT mice and transplanted into irradiated allogeneic BALB/c mice, as described in Methods. Consistent with the hypothesis, the recipients of allogeneic SDHA-KO T cells showed a near-complete absence, a striking lack of induction of GVHD, with 0% mortality when compared with allogeneic recipients of B6 WT T cells that showed 100% mortality (Figure 5A).

Although GVHD is closely related to GVT effects after allo-HCT, murine models utilizing MHC class II–deficient but class I^+^ tumors effectively separate CD4^+^ T cell–mediated GVHD from CD8^+^ T cell–mediated GVT (22). Therefore, we next compared the in vivo CD8^+^ T cell–mediated antitumor GVT effects of WT and SDHA-KO B6 CD8^+^ T cells in the context of B6 CD4^+^ T cell–mediated GVHD, by utilizing the above model. The lethally irradiated BALB/c hosts were transplanted with bone marrow cells with either syngeneic BM and T cells from BALB/c donors or from the allogeneic B6 WT mice with either WT or SDHA-KO splenic B6 T cells along with luciferase^+^ P815 cells (express MHC class I but lack MHC class II) that are syngeneic to the BALB/c host. The animals were followed by bioluminescence imaging for tumor burden, as described in Methods (Figure 5B). All of the syngeneic animals demonstrated robust tumor growth and died from tumors, demonstrating a lack of tumor elimination in the absence of alloreactivity. Similar to the above, the allogeneic recipients of SDHA-KO T cells demonstrated little GVHD compared with the allorecipients of B6 WT T cells. However, despite demonstrating similar CD4^+^ mediated GVHD, the allorecipients of SDHA-KO and WT cells still demonstrated similar tumor-related mortality (Figure 5C), demonstrating similar magnitude of preservation of CD8^+^ T cell–mediated GVT effects after allo-HCT (Figure 5D).

We further determined the role of SDHA-deficient donor T cells in reducing GVHD without substantial loss of GVT effects in this HCT model. Allogeneic SDHA-KO CD4^+^ and CD8^+^ T cells demonstrated significantly greater apoptosis in vivo compared with WT T cells (Figure 5E), similar to stimulation in vitro by αCD3 and αCD28. As shown in Figure 5F, no significant differences were observed in proliferation of donor CD4^+^ and CD8^+^ T cells in the syngeneic recipients of WT and SDHA-KO T cells. By contrast, donor CD4^+^ T cells but not CD8^+^ T cells proliferated significantly less in the allogeneic recipients of SDHA-KO T cells than in those of WT T cells (Figure 5F). These data suggest that SDHA deficiency predominantly affected the proliferation of CD4^+^ T cells in vivo and contributed to the reduction in GVHD in addition to causing a bioenergetic collapse that promoted T cell apoptosis.

Because scRNA-seq data showed higher expression of cytotoxicity-relevant genes in the SDHA-KO T cells, we reasoned that preservation of cytotoxicity likely maintained GVT effects in vivo. Therefore, we next analyzed cytotoxic molecules in WT and SDHA-KO T cells after HCT by flow cytometry. 

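The cytotoxic list of 15 genes was higher in stimulated SDHA-KO than in WT by a median log2 fold change of 0.94 in CD8 cells (camera, adjusted p = 1.55e-07), with 13 called higher and 0 lower by edgeR, and the same numbers adjusted over the list alone. In CD4 cells the median was 0.98 (adjusted p = 1.22e-06), with 11 higher and 2 lower (12 and 2 adjusted over the list alone). In CD8 cells, Gzma rose from 20.1 ± 4.51 to 305 ± 251 CPM (log2 fold change 3.93, SE 0.475, adjusted p = 5.33e-05), with 483 and 128 CPM in SDHA-KO replicates 1 and 2. Gzmb rose from 3615 ± 585 to 6127 ± 28.3 CPM (log2 fold change 0.76, SE 0.12, adjusted p = 0.00033), and Prf1 rose from 64.0 ± 19.7 to 149.8 ± 12.6 CPM (log2 fold change 1.23, SE 0.164, adjusted p = 0.000107). In CD4 cells, Gzmb was not called (log2 fold change 0.44, SE 0.188, adjusted p = 0.0818). Its log2 fold change there was 0.20 without stimulated WT replicate 1 and 0.27 without stimulated SDHA-KO replicate 1. It was called higher without stimulated WT replicate 2 (0.75) or stimulated SDHA-KO replicate 2 (0.61), without the expression filter (0.48), and in cells with a Cd4 UMI and no Cd8 UMI (0.80). Prf1 rose from 3.16 ± 0.538 to 6.35 ± 3.08 CPM (log2 fold change 0.99, SE 0.309, adjusted p = 0.0234) in CD4 cells, a call lost without stimulated WT replicate 1 (0.84) or stimulated SDHA-KO replicate 1 (0.41) and with limma (0.02).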

Allogeneic SDHA-KO CD8^+^ T cells demonstrated similar levels of granzyme A and perforin when compared with WT CD8^+^ T cells (Figure 5G). However, allogeneic SDHA-KO CD4^+^ T cells showed significantly reduced levels of granzyme A, granzyme B, and perforin when compared with WT CD4^+^ T cells (Figure 5H). These results suggested that SDHA deficiency did not affect its antitumor effects on a per–CD8^+^ T cell basis after allo-HCT, demonstrating the mechanisms for SDHA-KO CD8^+^ T cell–mediated GVT without inducing CD4^+^ T cell–mediated GVHD in vivo.

To rule out possible strain-related artifacts on GVHD and to definitively demonstrate SDHA-dependent negative regulation of CD4^+^ T cells in vivo, we utilized the MHC class II–mismatched B6→B6(C)-*H2-Ab1^bm12^*/KhEgJ (bm12) model (see Methods) wherein GVHD is exclusively driven CD4^+^ T cells (23). The severity of GVHD was significantly reduced in the bm12 recipients of allogeneic SDHA-KO T cells when compared with the bm12 recipients of WT B6 T cells (Supplemental Figure 9D).

Finally, to rule out potential confounding effects of adoptive transfer, and to determine the effect on in vivo antitumor effects of CD8^+^ T cells, we utilized the well-characterized subcutaneous model of B16-F10 melanoma cells that has been extensively utilized to determine the effects of immune checkpoint blockers, as in Methods (24). The B6 WT and the SDHA-KO animals were injected with the tumor cells and with either the anti-PD-1 antibody or rat IgG2a isotype control antibody (see Methods). As expected, the WT B6 animals treated with the anti-PD-1 antibody demonstrated significantly better tumor control than the WT B6 animals treated with the control antibody (Figure 5I). By contrast, the SDHA-KO B6 animals demonstrated significantly better tumor control than the WT B6 control-treated animals, similar to the anti-PD-1-treated WT B6 animals (Figure 5I). Treatment of SDHA-KO B6 animals with anti-PD-1 demonstrated similar tumor control to isotype control antibody-treated KO animals, demonstrating that deficiency of SDHA enhanced CD8^+^ T cell–mediated antitumor immunity to a similar degree as the treatment with anti-PD1 therapy.

## Discussion

Activation of both CD4^+^ and CD8^+^ T cells is associated with pronounced metabolic changes (1, 5). Our data demonstrate that SDHA, a key component of MC II, is a critical bifurcation point in CD4^+^ and CD8^+^ T cell metabolism, function, and differentiation. Through genetic ablation of SDHA in T cells, we revealed that MC II is at the juncture of T cell fate upon activation. While both CD4^+^ and CD8^+^ T cells exhibited reduced OXPHOS following SDHA deletion, their functional responses diverged: the CD4^+^ T cells displayed impaired proliferation and cytokine production and reduced glycolysis along with a reduction in OXPHOS, while the SDHA deficient CD8^+^ T cells paradoxically upregulated glycolysis and enhanced cytotoxic activity while showing a similar reduction on OXPHOS. These findings demonstrate that following activation, mitochondrial bioenergetics do not uniformly govern T cell subsets. Furthermore, our data underscore a function of SDHA in tailoring metabolic circuits to distinct functional demands in the CD4^+^ and CD8^+^ subsets.

Mitochondrial metabolism, specifically OXPHOS, supports memory T cell longevity while glycolysis fuels effector functions (1–3, 8). Our study uncovers a cell-type-specific role for SDHA, a MC II subunit, in shaping these metabolic transitions. In the context of activation, loss of SDHA led to a global suppression of OXPHOS, yet glycolysis was selectively impaired in CD4^+^ T cells while paradoxically enhanced in CD8^+^ T cells. Previous studies have indicated that mitochondrial OXPHOS is essential for CD4^+^ T cell function, particularly in Tregs, where OXPHOS sustains their suppressive capacity (10). In line with this, we observed that SDHA deficiency compromised both conventional CD4 effector and regulatory CD4^+^ T cells, resulting in decreased proliferation, altered memory T cell differentiation, and attenuated cytokine production and Th differentiation. These findings suggest that SDHA is a crucial determinant of the conventional CD4^+^ (Tcon) and Treg immunological fitness and functions.

In addition to performing scRNA analysis, we also expanded our analysis to other methods such as trajectory analysis to better understand how SDHA KO impacts differentiation (Supplemental Figure 10, A–C). We utilized two orthogonal tools, Monocle3 and Slingshot, to calculate cellular trajectory of subtypes across WT and KO cells (Supplemental Figure 10A), as well as across all cells (Supplemental Figure 10, B and C). Although prior cell marker analysis helped us characterize the T cell subsets, trajectory analysis proved challenging to interpret convincingly. Instead of revealing biological progression, the algorithm generated an artifact that separated the T cell states. It is likely that the trajectory was highly dependent on the choice of dimensionality reduction technique and algorithm parameters and is unsuitable when large amounts of variance are tied to mitochondrial gene expression.

Mitochondrial ETC complexes are being increasingly recognized as critical regulators of T cell proliferation and functions (7, 25). We noted strong associations between SDHA-KO and altered mitochondrial gene percentages; however, we found no associations between percentage of mitochondrial gene expressions with proliferation marker *Mki67* (Supplemental Figure 11A) or other proliferation pathways such as E2F and MYC across cell states (Supplemental Figure 11B) (26–28). By contrast, SDHA-deficient CD8^+^ T cells demonstrated a metabolic rewiring that favored glycolysis, leading to increased or retained production of cytotoxic granules, including granzymes and perforin in vitro and in vivo. This metabolic shift correlated with enhanced in vitro cytotoxicity and preservation of CD8^+^-mediated antitumor effects in vivo (GVT and ICI checkpoint therapy) despite reduced OXPHOS activity. These findings align with prior reports demonstrating that glycolysis fuels the cytolytic capacity of effector CD8^+^ T cells (29, 30). 

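The stimulated cells of all 4 libraries were divided at 2.05, 4.17, and 19.4% mitochondrial UMIs into quartiles. With each cell thinned to 5000 UMIs, an Mki67 UMI was expected in 39.9 ± 11.4% of the cells of the lowest quartile, 45.4% of quartile 2, 71.5% of quartile 3, and 67.8 ± 8.35% of the highest (mean ± SD, n = 4 libraries). The highest minus the lowest quartile was 27.8 ± 19.2 percentage points and above 0 in 4 of 4 libraries, 12.3 and 10.2 in WT and 46.0 and 42.8 in SDHA-KO. The share peaked in quartile 3 in 3 of the 4 libraries. Without thinning, the alternative that moved this difference most, it was 14.2 ± 19.9 points and above 0 in 2 of 4 libraries, with −4.23 and −1.79 in the WT replicates. The MYC target list, compared between the highest quartile and the lower 3 within each library, had a mean median log2 ratio of 0.05 ± 0.177. It was higher in both SDHA-KO libraries (0.27 and 0.11) and lower in both WT libraries (−0.11 and −0.08). Without WT replicates 1 and 2 it was 0.10 and 0.09, and without SDHA-KO replicates 1 and 2 it was −0.03 and 0.03. In this ratio the total was the UMIs of nuclear genes. With all UMIs as the total, an alternative chosen after the data had been seen, it was −0.31 ± 0.168 and higher in 0 of 4.

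**Figure D3:**
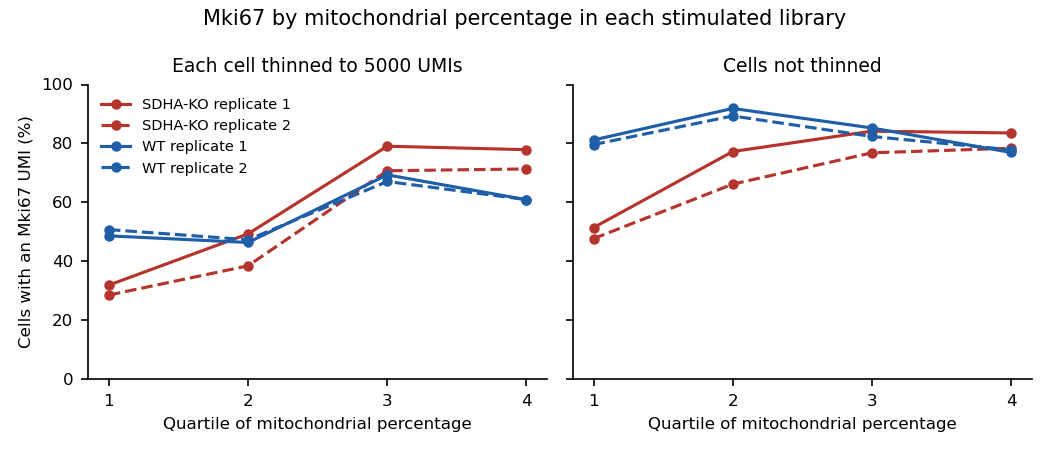
Share of stimulated cells with an Mki67 UMI by quartile of mitochondrial percentage in each library, expected after thinning to 5000 UMIs per cell and without thinning.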

A recent study by Chandel and colleagues demonstrated that defective MC III–mediated mitochondrial respiration led to enhanced antiviral immunity and antitumor effects of CD8^+^ T cells (25). 

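When CD8 cells were restricted to those with a Cd8 UMI and no Cd4 or Trdc UMI, the cytotoxic list remained higher in stimulated SDHA-KO, with a median log2 fold change of 0.48. Among the genes, Gzma (2.74) and Prf1 (0.69) were still called higher in these cells, whereas the call of Gzmb was lost (0.13). The nuclear-encoded ETC list had a median of 0.40 and the mitochondrially encoded list one of −1.64 in the same cells.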

Our single-cell transcriptomic analysis revealed that SDHA loss induced a distinct transcriptional profile in CD8^+^ T cells, upregulating genes associated with cytotoxicity while downregulating those linked to OXPHOS. This suggests that SDHA modulates CD8^+^ T cell fate beyond bioenergetics. The potential epigenetic or transcriptional reprogramming mechanisms must be assessed in future studies.

Our findings have significant implications for T cell–mediated immunity in transplantation and cancer therapy. The selective impairment of CD4^+^ T cell proliferation and function in SDHA-deficient mice resulted in a striking reduction in alloreactive CD4^+^-mediated GVHD severity, with recipients of SDHA-KO donor T cells exhibiting near-complete protection from GVHD while retaining potent CD8^+^ T cell–mediated GVT effects. Furthermore, the preservation of cytotoxic molecules in SDHA-KO CD8^+^ T cells, but not in the CD4^+^ T cells, is the likely contributor for the CD8^+^ T cell–mediated GVT effects in vivo. The increase in succinate likely regulates the methylation-dependent transcriptional control of cytotoxic molecules differentially in SDHA-KO CD4^+^ and CD8^+^ T cells. Further studies are needed to address the role of SDHA-mediated methylation programs in regulating cytotoxic molecules in T cells. These observations when taken together with a recent study (15) suggest that the methylation programs regulating DNA accessibility of various cytotoxic molecules may be differentially regulated in different T cell subsets.

Separation of the therapeutic effects of GVT from the side effects of GVHD has been a long-standing challenge in allo-HCT. Remarkably, our data suggest that SDHA inhibition may offer a strategy to selectively suppress pathogenic CD4^+^-dependent GVHD while preserving CD8^+^ T cell–mediated GVT against MHC class I^+^ tumors. The superior CD8^+^ T cell–mediated antitumor effects were also observed in the ICI model of tumor immunity (Figure 5I). Interestingly, the absence of SDHA enhanced CD8^+^ T cell immunity to an extent that is comparable to treatment with anti-PD-1–mediated therapy. This raises the intriguing possibility that SDHA deficiency in CD8^+^ T cells could be a pathway that is either independent or redundant to checkpoint blocker therapy. These alternatives will need to be tested in future studies. Additionally, these observations could have significant implications, beyond alloimmune and antitumor responses, to other T cell–mediated pathologies, such as autoimmunity, allergy, and chronic infections. For example, given that metabolic constraints dictate T cell exhaustion in chronic infections and tumors, it is plausible that SDHA inhibition could reinvigorate exhausted CD8^+^ T cells by promoting glycolytic metabolism and enhancing clearance of chronic infections. Similarly, in autoimmune and allergic diseases that are CD4^+^ T cell–dependent, T-helper polarization, or in MHC class II–restricted diseases, SDHA inhibition could mitigate autoimmune/allergic disorders. Future studies will need to address this plausibility in appropriate model systems.

An interesting aspect of our data is the divergent effects of SDHA deficiency on mitochondria-encoded genome that contributes to ETC and the nuclear genome related to apoptosis, proliferation, and other cellular functions. The genes encoded by mitochondrial genome code for 13 proteins that form only part of the various multiprotein mitochondrial ETC complexes (complex I, III, IV, and V), but not complex II or those related to apoptosis. All of the complex II– and apoptosis-related genes are coded by nuclear genome. Thus, the increase in mitochondrial genome coded expression in the WT is reflective of greater transcription of mitochondrial genome. However, to directly address the concern that a high percentage of mitochondrial transcripts indicates poor cell viability, we have incorporated additional quality control analyses because baseline mitochondrial gene expression is context dependent, varying with tissue type and cellular activation state, and does not necessarily preclude normal cellular function. To demonstrate this within our dataset, we stratified cells into quantiles based on their percentage of mitochondrial gene expression. 

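Counted against UMIs of nuclear genes, Mki67 stood at 186 ± 33.4 CPM in the lowest and 413 ± 71.9 in the highest quartile of mitochondrial percentage, a difference of 227 ± 102 (mean ± SD, n = 4 stimulated libraries) that was above 0 in 4 of 4. In CD4 cells the thinned share differed by 28.1 ± 16.4 points between these quartiles, above 0 in 4 of 4 libraries. In CD8 cells it differed by 26.9 ± 26.7 points, above 0 in 3 of 4, with −3.23 in WT replicate 2. With quartiles drawn within each library, the difference in all T cells was 31.9 ± 21.9 points and above 0 in 4 of 4 libraries.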

Our analyses revealed significant positive correlation between high mitochondrial transcript content and the expression of the proliferation marker Mki67. Furthermore, pathway analysis showed depletion for apoptotic gene sets in cells with elevated mitochondrial expression. These findings remain consistent when analyzing CD4^+^ and CD8^+^ T cell subsets independently, supporting the conclusion that the observed mitochondrial gene expression levels are not indicative of apoptosis or compromised cell health in our study. 

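The apoptosis list, compared between the highest quartile of mitochondrial percentage and the lower 3 within each stimulated library, had a mean median log2 ratio of 0.02 ± 0.247 (n = 4 libraries), lower in both SDHA-KO and higher in both WT libraries. Its sign depended on the total used, and with these quartiles it split by genotype, at 0.25 and 0.20 in WT and −0.26 and −0.12 in SDHA-KO. With all UMIs as the total it was −0.34 ± 0.260 and lower in 4 of 4 libraries, and with quartiles drawn within each library it was 0.17 ± 0.0724 and higher in 4 of 4. Without WT replicates 1 and 2 it was −0.06 and −0.04, and without SDHA-KO replicates 1 and 2 it was 0.11 and 0.06.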

The results suggest that higher mitochondrial gene content in WT cells correlates with elevated MKI67, G2M checkpoint, and inflammatory responses and reduced glycolysis. However, the proliferative differences between mito-gene high and mito-gene low T cells should be carefully determined in future studies.

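In the same comparison, the G2M list had a mean median log2 ratio of 0.30 ± 0.0684 and was higher in the highest quartile in 4 of 4 libraries. With all UMIs as the total its sign changed, to −0.05 ± 0.0677, higher in 1 of 4 (0.0380 and −0.0549 in the WT libraries). The IFN-γ response list, examined for the inflammatory responses, was higher in both WT libraries (0.44 and 0.38) and lower in both SDHA-KO libraries (−0.16 and −0.0174), and higher in 4 of 4 with quartiles drawn within each library (mean 0.29 ± 0.0778). With all UMIs as the total and quartiles over all stimulated cells, it was 0.0931 and 0.0458 in WT and −0.51 and −0.40 in SDHA-KO. With all UMIs as the total and quartiles within each library, it was −0.11 and 0.00592 in WT and −0.0200 and 0.18 in SDHA-KO. The glycolysis list was lower in 4 of 4 libraries, with a mean median log2 ratio of −0.78 ± 0.0927.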

Our study also raises some questions. Specifically, the dichotomy suggesting SDHA as a metabolic checkpoint might indicate the reliance on distinct fuel sources for CD4^+^ versus CD8^+^ T cell subsets may be context dependent. While our data suggest that SDHA modulates metabolic flux through the TCA cycle and ETC, whether it directly regulates only the qualitative function of mitochondria metabolic enzyme activity or also alters mitochondrial biogenesis and its functions quantitatively warrants deeper investigation. Additionally, given the central role of metabolic intermediates in shaping T cell epigenetics, it will be important to explore whether SDHA deficiency drives the observed functional phenotypes through metabolite mediated chromatin remodeling or transcription factor–orchestrated gene expression programs.

Our study redefines MC II as a critical regulator of CD4^+^ and CD8^+^ T cell metabolism and function following their activation. By uncovering SDHA as a pivotal switch in T cell bioenergetics and differentiation, we provide a conceptual framework for targeting mitochondrial metabolism in immunotherapy and transplantation. These findings open avenues for selectively modulating T cell immunity to enhance antitumor responses while mitigating immunopathology, offering deeper insights into our understanding of mitochondrial control over adaptive immunity.

## Methods

### Sex as a biological variable.

Both sexes were used for all in vitro experiments. For majority of the in vivo BMT experiments female mice were predominantly used as recipients for ease of housing more than 1 mouse per cage. However, the findings are expected to be valid for both sexes.

### Mice.

B6 (H-2K^b^, CD45.2) and BALB/c (H-2K^d^) mice were purchased from Charles River Laboratories. B6.Cg-Tg(Cd4-cre)1Cwi/BfluJ, B6(C)-*H2-Ab1^bm12^*/KhEgJ (bm12), and B6.SJL-*Ptprc^a^ Pepc^b^*/BoyJ (B6 CD45.1, H-2K^b^, CD45.1) mice were purchased from The Jackson Laboratory. The details of *Sdha^fl/fl^* mice were described previously (31). C57BL/6N-*Sdha^tm2a(KOMP)Wtsi^* mice were obtained from Knock Out Mouse Project (KOMP) repository, University of California, and bred to ACTFLPe mice (The Jackson Laboratory) to excise the FRT-flanked region. Then *Sdha^fl/fl^* mice were bred to CD4-Cre mice to create *Sdha^fl/fl^* CD4-Cre (SDHA-KO) mice. Eight- to 12-week-old mice were used for experiments. All mice were kept under specific pathogen–free conditions.

### Cell culture.

Primary murine T cells were purified by magnetic separation (Miltenyi Biotec) from single-cell homogenates of spleens and lymph nodes and cultured in cell media (1640 RPMI supplemented with 10% heat-inactivated FBS, 2 mM L-glutamine, 100 U/mL penicillin-streptomycin, 100 mM HEPES, nonessential amino acids, 1 mM sodium pyruvate, and 50 μM β-mercaptoethanol). T cells were cultured alone or with 5 μg/mL Ultra-LEAF Purified anti-mouse CD3ε (clone 145-2C11, 100359, BioLegend) and 2.5 μg/mL Ultra-LEAF Purified anti-mouse CD28 (clone 37.51, 102121, BioLegend) soluble antibodies for the specified time points. Prior to analysis of cytokine production by intracellular flow cytometry, T cells were additionally stimulated on day 2 with PMA and ionomycin (00-4970-03, Invitrogen) in the presence of Brefeldin A (420601, BioLegend) for 5 hours at 37°C.

For cytokine production of CD4^+^ T cells, isolated CD4^+^ T cells were cultured in the specific cytokine condition. For Th1 polarization, isolated CD4^+^ T cells were cultured for 5 days in an anti-mouse CD3ε (3 μg/mL) precoated plate in the presence of anti-mouse CD28 (3 μg/mL), anti-mouse IL-4 (10 μg/mL, clone 11B11, 504101, BioLegend), recombinant mouse IL-2 (5 ng/mL, 402-ML-020, R&D Systems), and recombinant mouse IL-12 (10 ng/mL, 577002, BioLegend). On day 5, washed CD4^+^ T cells were restimulated in complete medium with 50 ng/mL PMA (P8139, Sigma-Aldrich) and 1 μg/mL ionomycin (I0634, Sigma-Aldrich) in the presence of monensin (420701, BioLegend) for 5 hours.

For Th2 polarization, on day 0, CD4^+^ T cells were cultured in complete medium with Concanavalin A (5 μg/mL, C5275, Sigma-Aldrich), recombinant mouse IL-2 (20 ng/mL), and recombinant mouse IL-4 (50 ng/mL, 574302, BioLegend). On day 3, washed CD4^+^ T cells were cultured in complete medium with recombinant mouse IL-2 (20 ng/mL) and recombinant mouse IL-4 (50 ng/mL). On day 5, CD4^+^ T cells were cultured in an anti-mouse CD3ε (10 μg/mL) precoated plate with complete medium in the presence of anti-mouse CD28 (5 μg/mL) and monensin for 6 hours.

For Th17 polarization, on day 0, CD4^+^ T cells were cultured in an anti-mouse CD3ε (5 μg/mL) precoated plate with complete medium in the presence of anti-mouse CD28 (5 μg/mL), recombinant mouse IL-6 (50 ng/mL, 575704, BioLegend), recombinant human TGF-β1 (1 ng/mL, 781802, BioLegend), recombinant mouse IL-23 (5 ng/mL, 589002, BioLegend), anti-mouse IL-4 (10 μg/mL), and anti-mouse IFN-γ (10 μg/mL, clone XMG1.2, 505833, BioLegend). On day 3, fresh media was slowly added along with the same concentration of antibodies/cytokines as used on day 0. On day 4, washed CD4^+^ T cells were restimulated in complete medium with 500 ng/mL PMA and 500 ng/mL ionomycin in the presence of Brefeldin A for 5 hours.

### Hematopoietic cell transplantation.

Splenic T cells from donors were enriched, and bone marrow cells were depleted of T cells by manual MACS separation (Miltenyi Biotec) utilizing CD90.2 microbeads (130-121-278, Miltenyi Biotec). The details of HCT protocol are described in Supplemental Table 1. The mice were randomly assigned to syngeneic or allogeneic groups in each experiment. No mice were excluded from analysis. No statistical methods were used to predetermine sample size. The investigators were not blinded to allocation during experiments and outcome assessment.

### Systemic analysis of GVHD.

Survival after HCT was monitored daily and assessed the degree of clinical GVHD weekly, as described previously (32).

### Induction of tumor and bioluminescence imaging.

P815 leukemia cells (catalog TIB-64) were purchased from ATCC and were transduced with luciferase (33). On day 0, 1.0 × 10^3^ luciferase^+^ P815 cells (H-2K^d^) were injected into each recipient along with syngeneic (BALB/c) or allogeneic (B6) TCD-BM and T cells. Bioluminescence imaging was performed with a cryogenically cooled CCD camera (IVIS, Caliper Life Sciences). Mice were intraperitoneally injected with 150 μg/body weight (g) D-Luciferin (LUCK-100, GoldBio) 10 minutes before imaging. Survival was monitored daily, and we attributed death to tumor if tumor was present at the necropsy and/or hind-leg paralysis.

### B16-F10 melanoma model.

Mice were injected subcutaneously with 2.0 × 10^5^ B16-F10 melanoma cells (CRL-6475, ATCC) in the right flank (24). Tumors were measured regularly with calipers, and tumor volumes were calculated using the following formula: length × width × [(length × width)^0.5^] × π/6. Anti-PD-1 antibody (200 μg, clone RMP1-4, BE0146, Bio X Cell) or rat IgG2a isotype control antibody (200 μg, clone 2A3, BE0089, Bio X Cell) was injected intraperitoneally in 100 μL PBS on days 7, 10, 13, and 16 after tumor injection. Mice were euthanized when tumors reached a size of 15 mm in diameter or ulcer formation occurred.

### Cell isolation and quantitative RT-PCR.

Murine CD4^+^CD8^+^ double-positive cells were isolated from single-cell homogenates of thymi using the FACSAria II (BD Biosciences) and the Sony MA900 (Sony Biotechnology). Mature peripheral CD4^+^ and CD8^+^ T cells were isolated from single-cell homogenates of spleens using the CD4^+^ T Cell Isolation Kit (130-104-454, Miltenyi Biotec), CD8 MicroBeads (130-117-044, Miltenyi Biotec), and manual MACS separation (Miltenyi Biotec). Total RNA was isolated from these single-cell suspensions with the RNeasy Kit (74136, QIAGEN). The iTaq Universal SYBR Green One-Step Kit (1725151, Bio-Rad) and the following primers were used to detect the following transcripts: 5′-ACATGCAGAAGTCGATGCAG-3′ and 5′-CATTCCCCTGTCGAATGTCT-3′ (*Sdha*); 5′-GAGCTGTTTGCAGACAAAGTTC-3′ and 5′-CCCTGGCACATGAATCCTGG-3′ (*Ppia*). All reactions were performed according to the manufacturer’s instructions. All primers were verified for the production of a single specific PCR product via melting curve analysis.

### Immunoblot analysis.

T cells were lysed in RIPA buffer (89901, Thermo Fisher Scientific or R0278, Sigma-Aldrich). Equal amounts of proteins were loaded on 4%–12% SDS-PAGE gel (NP0321, Thermo Fisher Scientific) or Mini-PROTEAN TGX Stain-Free Precast Gels (4568124, Bio-Rad), electrophoresed and subsequently transferred to a PVDF membrane (ISEQ85R, Sigma-Aldrich or 1704156, Bio-Rad) using a Bio-Rad semi-dry transfer cell (20 V, 1 h) or a Trans-Blot Turbo Transfer System (120 V, 1 h). Blots were incubated with mouse anti-SDHA (clone 2E3GC12FB2AE2, ab14715, Abcam), rabbit anti-SDHA (clone EPR9043(B), ab137040, Abcam), total OXPHOS rodent antibody cocktail (ab110413, Abcam), mouse anti-β actin (clone mAbcam 8226, ab8226, Abcam), and rabbit anti-β actin (clone HL1926, GTX637675, GeneTex) primary antibodies overnight at 4°C. Incubation with secondary anti-rabbit-HRP (SA002, GenDEPOT) and anti-mouse-HRP (sc-516102, Santa Cruz Biotechnology) was performed at room temperature for 1 hour. Bound antibody was detected using SuperSignal ECL substrate (Thermo Fisher Scientific) or Clarity Western ECL Substrate (Bio-Rad) and quantitated using ChemiDoc MP Imaging system (Bio-Rad).

### Succinate quantification.

Isolated T cells were collected, processed, and analyzed using the Succinate Assay Kit (ab204718, Abcam) according to the manufacturer’s protocol.

### Seahorse analysis.

Analysis was performed on T cells isolated from WT and SDHA-KO mice. Cells were washed 3 times in complete seahorse XF assay medium (103335-100, Agilent Technologies) with 17.5 mM glucose, 1 mM sodium pyruvate, 2 mM glutamine, 2% BSA 10 μM Y-27632, and 1% penicillin-streptomycin adjusted to pH 7.4. Cells were plated at 1 × 10^5^ cells per well in a Seahorse assay plate, pretreated with Cell-Tak (354240, Corning). Cells were equilibrated to 37°C for 30 minutes before assay. Respiration profile (OCR) was assessed in 96XF instrument with Mitostress assay as indicated upon cell treatment with oligomycin (75351, 2 μM, Sigma-Aldrich), carbonyl cyanide 4-(trifluoromethoxy)phenylhydrazone (FCCP, C2990, 10 μM, Sigma-Aldrich), rotenone (R8875, 1 μM, Sigma-Aldrich), and antimycin A (A8674, 10 μM, Sigma-Aldrich) (34). Glycolytic function (ECAR) was assessed in 96XF instrument with Glycolysis stress test as indicated upon cell treatment with glucose (10 mM, G8270, Sigma-Aldrich), oligomycin (75351, 2 μM, Sigma-Aldrich), FCCP (C2990, 10 μM, Sigma-Aldrich), rotenone (R8875, 1 μM, Sigma-Aldrich), and 2-Deoxy-D-glucose (2-DG, D8375, 50 mM, Sigma-Aldrich).

### Cytotoxic T lymphocyte killing assay.

Splenic T cells from WT B6 and SDHA-KO animals and irradiated (30 Gy) red blood cell lysed splenocytes from WT BALB/c mice were cocultured in 5:2 ratio for 96 hours. Splenic CD8^+^ T cells were isolated from above cocultured cells, purified with CD8 MicroBeads (130-117-044, Miltenyi Biotec), and used as effector cells. A20 cells (TIB-208, ATCC) were incubated with 2 MBq of Na_2_^51^CrO_4_ (NEZ030001MC, PerkinElmer) for 2 hours at 37°C in a 5% CO_2_ atmosphere and were used as target cells. After washing, 4 × 10^3^ labeled targets were resuspended and added to triplicate wells at varying effector-to-target ratios and then incubated for 4 hours. Maximal and minimum release was determined by the addition of Triton-X or media alone to targets, respectively. After incubation, supernatants were transferred to a LumaPlate (600633, PerkinElmer), and ^51^Cr activity was determined using TopCount NXT (Hewlett Packard).

### Treg suppression assay and [^3^H]-thymidine incorporation.

The Treg suppression assay protocol was described previously (35). Purified Tregs were isolated from WT and SDHA-KO T cells by using CD4^+^CD25^+^ Regulatory T Cell Isolation Kit (130-091-041, Miltenyi Biotec). Non-Tregs were isolated by depleting Tregs from WT and SDHA-KO T cells. Treg and non-Tregs (50,000 cells/well) were added to triplicate wells at varying Treg/non-Treg ratios. The same number of Dynabeads Mouse T-Activator CD3/CD28 (11452D, Thermo Fisher Scientific) as T cells were to all wells. Plates were incubated at 37°C, 5% CO_2_ for 72 hours. Plates were pulsed with 0.1 μCi [^3^H]-thymidine (NET027005MC, PerkinElmer) per well 8 hours prior to completion of experiment. The incorporation of [^3^H]-thymidine by proliferating T cells during the final 8 hours of culture was measured using TopCount NXT (Hewlett Packard).

### Flow cytometry.

Flow cytometric analysis was performed using the following antibodies and reagents: APC anti-mouse CD3 (clone 17A2, 100236, 1:200, BioLegend), PerCP/Cyanine5.5 anti-mouse CD3 (clone 17A2, 65-0032-U100, 1:100, Tonbo Biosciences), PerCP/Cyanine5.5 anti-mouse CD4 (clone GK1.5, 100434, 1:200, BioLegend), PE/Cyanine7 anti-mouse CD4 (clone GK1.5, 100422, 1:200, BioLegend), violetFluor 450 anti-mouse CD4 (clone GK1.5, 75-0041-U100, 1:100, Tonbo Biosciences), APC anti-mouse CD8a (clone 53-6.7, 100712, 1:200, BioLegend), APC/Cy7 anti-mouse CD8a (clone 53-6.7, 100714, 1:200, BioLegend), PerCP/Cyanine5.5 anti-mouse CD8a (clone 53-6.7, 100734, 1:100, BioLegend), PE anti-mouse TCR β chain (clone H57-597, 109208, 1:200, BioLegend), FITC anti-mouse CD25 (clone 3C7, 101908, 1:200, BioLegend), APC anti-mouse CD117 (c-kit) (clone ACK2, 135108, 1:200, BioLegend), PE/Cyanine7 anti-mouse/human CD44 (clone IM7, 103030, 1:200, BioLegend), FITC anti-mouse/human CD44 (clone IM7, 103022, 1:200, BioLegend), PE anti-mouse CD62L (clone W18021D, 161204, 1:200, BioLegend), PE anti-mouse FOXP3 (clone MF-14, 126404, 1:100 BioLegend), PE/Cyanine7 anti-mouse H-2K^b^ (clone AF6-88.5, 116520, 1:100, BioLegend), violetFluor 500 anti-mouse CD45.2 (clone 104, 85-0454-U100, 1:100, Tonbo Biosciences), PE anti-mouse Granzyme A (clone 3G8.5, 149704, 1:200, BioLegend), FITC anti-human/mouse Granzyme B (clone GB11, 515403, 1:100, BioLegend), PE anti-mouse Perforin (clone S16009A, 154404, 1:100, BioLegend), PE anti-mouse IL-4 (clone 11B11, 504104, 1:100, BioLegend), APC anti-mouse IFN-γ (clone W18272D, 163514, 1:100, BioLegend), PE anti-mouse IFN-γ (clone XMG1.2, 505808, 1:100, BioLegend), FITC anti-mouse IL-17A (clone TC11-18H10.1, 506908, 1:100, BioLegend), PE anti-mouse NK-1.1 (clone PK136, 108708, 1:200, BioLegend), FITC anti-mouse Ly-6G (clone 1A8, 127606, 1:200, BioLegend), PE anti-mouse Ly-6G (clone 1A8, 127608, 1:200, BioLegend), PE anti-mouse TER-119 (clone TER-119, 116208, 1:200, BioLegend), PE anti-mouse CD19 (clone 1D3/CD19, 152408, 1:200, BioLegend), PE anti-mouse/human CD11b (clone M1/70, 101208, 1:200, BioLegend), FITC anti-mouse TCR γ/δ (clone GL3, 118105, 1:200, BioLegend), PE anti-mouse TCR γ/δ (clone UC7-13D5, 107508, 1:200, BioLegend), 7-AAD (420404, 1:100, BioLegend), PE Annexin V (640947, 1:500, 1:20, Biolegend), Zombie NIR (423106, 1:5,000, BioLegend), CFSE (C34570, Thermo Fisher Scientific), CellTrace Far Red (C34572, Thermo Fisher Scientific), MitoTracker Green (M46750, Thermo Fisher Scientific), Cyto-Fast Fix/Perm Buffer Set (426803, BioLegend), and Foxp3/Transcription Factor Staining Buffer Set (00-5523-00, Invitrogen) according to the manufacturer’s protocol. For proliferation studies, only live cells (7-AAD or Zombie NIR negative) were assessed. Cells were run on the Attune NxT flow cytometer or the Cytek Northern Lights and analyzed using FlowJo v10.2.

### Single-cell RNA sequence of T cells.

WT and SDHA-KO splenic T cells were simulated by anti-CD3/CD28 antibodies for 48 hours. Unstimulated and stimulated T cells were utilized for scRNA-seq after removing dead cells by Dead Cell Removal Kit (130-090-101, Miltenyi Biotec). Single-cell suspensions were subjected to final cell counting on the LUNA-FX7 Automated Cell Counter (Logos Biosystems) and diluted to a concentration of 700–1,000 cells/μL. 3′ single-cell libraries were generated using the 10x Genomics Chromium Controller and following the manufacturer’s protocol for 3′ HT v3.1 chemistry (10x Genomics). Final library quality was assessed using the LabChip GXII HT (PerkinElmer), and libraries were quantified by Qubit (Thermo Fisher Scientific). Pooled libraries were subjected to 28 × 10 × 10 × 151 bp paired-end sequencing according to the manufacturer’s protocol (NovaSeq 6000, Illumina). Bcl2fastq2 Conversion Software (Illumina) was used to generate demultiplexed Fastq files, and the Cell Ranger Pipeline (10x Genomics) was used to align reads and generate count matrices. Single-cell analysis was performed using the Seurat package (4.2.0) using the standard protocol (36). Cells with more than 6,000 features for unstimulated or more than 8,000 features in stimulated samples were filtered. Data normalization was performed using log1p normalization, and integration was performed to merge data. Clustering was performed using Seurat’s unsupervised graph-based clustering approach. An initial clustering was performed to identify clusters and filter those without *Cd3g, Cd3d, or Cd3e* expression. This was followed by a second reclustering to identify and categorize cluster phenotype. Assignment of CD4^+^ and CD8^+^ clusters were performed by taking the log ratios of *Cd4*/*Cd8a*. Tem, Tcm, naive, and Treg clusters were identified by comparing expressions of *Cd44*, *Sell*, *Itga4*, *Ccr7*, *Il7r*, *Tcf7*, and *Foxp3*.

### Pathway analysis.

For functional characterization of clusters, pathway analysis was performed using gene set enrichment analysis (GSEA) (37). We calculated normalized enrichment scores (NES) from fold changes between clusters for C5 biological pathway gene sets to identify affected cellular components. We used the GSEA implementation via clusterprofiler (version 4.9.0) (38). Additional analysis of genes involved in the ETC complexes and subunits were derived from the Gene Ontology knowledgebase.

### Trajectory analysis.

scRNA-seq trajectory analysis was performed using both Monocle3 (https://cole-trapnell-lab.github.io/monocle3/) and Slingshot (https://github.com/kstreet13/slingshot) to infer cellular differentiation paths. Monocle3 was applied to WT subsets, KO subsets, or total cells using default parameters. Trajectories and cell states were visualized using Monocle3’s plotting functions, with colors indicating the cell subtypes. Slingshot was also applied using default parameters and a resolution of 1.5 for clustering. Trajectories were learned with the option for multiple or branching paths, and final results were visualized using slingshot’s plotting functions.

### Statistics.

Experiments were conducted with technical and biological replicates at an appropriate sample size, as estimated by our prior experience. No statistical methods were used to predetermine sample size. No methods of randomization and no blinding were applied. All data were replicated independently at least once as indicated in the figure legends, and all attempts to reproduce experimental data were successful. Bars and error bars represent the mean ± SEM, respectively. All statistical analysis was performed using Graph Pad Prism 9. *P* values of less than 0.05 were considered as significant; *P* values of more than 0.05 were considered as not significant. All sample sizes and statistical tests used are detailed in each figure legend.

### Study approval.

All animal work was performed according to regulations reviewed and approved by the Institutional Animal Care and Use Committee of the University of Michigan (PRO00009494) or Baylor College of Medicine (AN-8909).

### Data availability.

Raw and processed sequencing data generated as part of this study are available through the Gene Expression Omnibus with accession number GSE307567. The values of all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

KS, SCAC, and Y Sumii designed and performed experiments, analyzed the data, and wrote the manuscript. TI, MCW, LM, DZ, and Y Sun performed experiments. PR conceived and designed the study. MC and PR planned and guided the research and wrote the manuscript. MC and PR supervised the study.

## Funding support

This work is the result of NIH funding, whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- NIH grants P01CA039542, P01HL149633, R01HL152605, and R01AI165563.
- Cancer Prevention and Research Institute of Texas RR220033 to PR.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
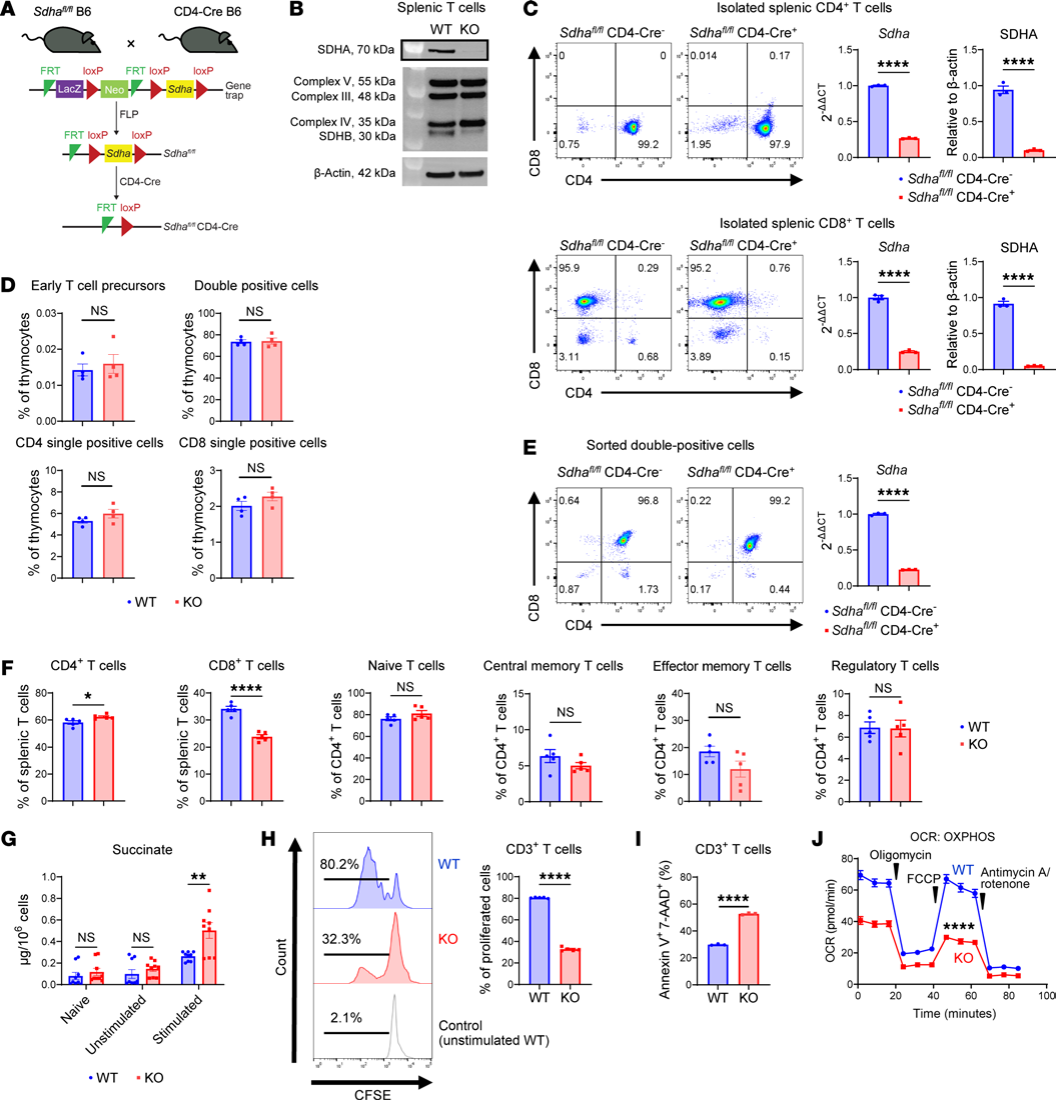
SDHA is required for T cell proliferation and survival following stimulation in vitro. (**A**) *Sdha^fl/fl^* CD4-Cre (SDHA-KO) mice were generated using *Sdha*-floxed mice and CD4-Cre mice. The FRT-flanked region in *Sdha*-floxed mice was excised and crossed with CD4-Cre mice to create *Sdha^fl/fl^* CD4-Cre mice. (**B**) Representative Western blot images of mitochondrial complexes in naive WT and naive SDHA-KO T cells. (**C**) Representative flow cytometry images of isolated splenic CD4^+^ and CD8^+^ T cells, expression of *Sdha* mRNA in CD4^+^ and CD8^+^ T cells from *Sdha^fl/fl^* CD4-Cre^+^ relative to *Sdha^fl/fl^* CD4-Cre^–^ mice, and protein density quantification of SDHA in splenic CD4^+^ and CD8^+^ T cells from *Sdha^fl/fl^* CD4-Cre^–^ and *Sdha^fl/fl^* CD4-Cre^+^ mice (*n* = 3/group). (**D**) The ratio of thymus cell subsets in naive WT and SDHA-KO mouse thymi (*n* = 4/group). (**E**) Representative flow cytometry images of sorted double-positive thymocytes and expression of *Sdha* mRNA in the double-positive cells from *Sdha^fl/fl^* CD4-Cre^+^ relative to *Sdha^fl/fl^* CD4-Cre^–^ mice (*n* = 3/group). (**F**) The ratio of peripheral T cell subsets in naive WT and naive SDHA-KO splenic T cells (*n* = 5/group). (**G**) Succinate levels in WT and SDHA-KO T cells unstimulated and stimulated with CD3/CD28 antibodies for 48 hours or naive WT and SDHA-KO T cells (*n* = 9/group). (**H** and **I**) Proliferative capacity (**H**) and dead cells (**I**) of WT and SDHA-KO T cells, as measured by CFSE staining and 7-AAD^+^ Annexin V^+^ cells after CD3/CD28 antibody stimulation for 48 hours in vitro (*n* = 3-5/group). (**J**) Oxygen consumption rate (OCR, indicator of OXPHOS) in WT and SDHA-KO T cells stimulated by CD3/CD28 antibodies for 2 days, as measured by Seahorse analyzer (*n* = 6–8/group). Two-tailed unpaired *t* test (**C**–**J**) was used to determine significance (mean ± SEM). *P < 0.05, **P < 0.01, ****P < 0.0001.

**Figure 2:**
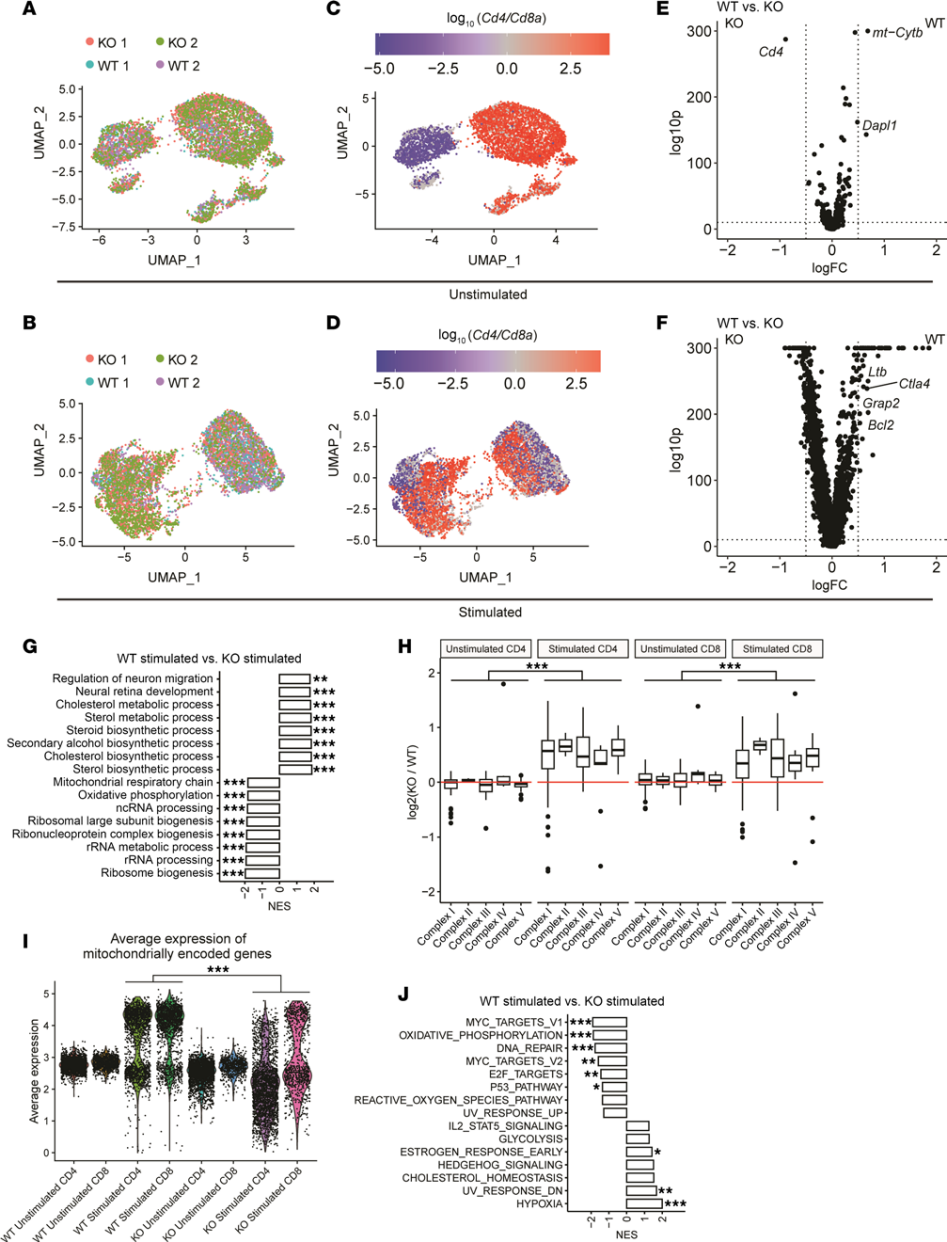
SDHA deficiency resulted in changes of gene signature in T cells after stimulation but not quiescent state. Gene expression of unstimulated or 48-hour-stimulated WT and SDHA-KO T cells, as analyzed by single-cell RNA-seq (scRNA-seq). UMAP embeddings of unstimulated (**A**) and stimulated (**B**) integrated scRNA-seq samples colored by sample source. UMAP embeddings of unstimulated (**C**) and stimulated (**D**) integrated scRNA-seq samples colored by log_2_ ratio of *Cd4*/*Cd8a*. Differential expression between WT and KO T cells in unstimulated (**E**) and stimulated (**F**) conditions. (**G**) Gene Ontology pathway analysis between WT simulated and KO stimulated samples. (**H**) Fold change of mitochondrial complex genes between WT and KO T cells separated by unstimulated vs. stimulated conditions and by CD4 vs. CD8. (**I**) Average expression of mitochondrial genes in CD4^+^ and CD8^+^ T cells across KO, WT, unstimulated, and stimulated conditions (**J**) Hallmark pathway analysis between WT simulated and KO stimulated samples. Permutation tests (**G** and **J**) and Wilcoxon’s test (**H** and **I**) were used to determine significance. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 3:**
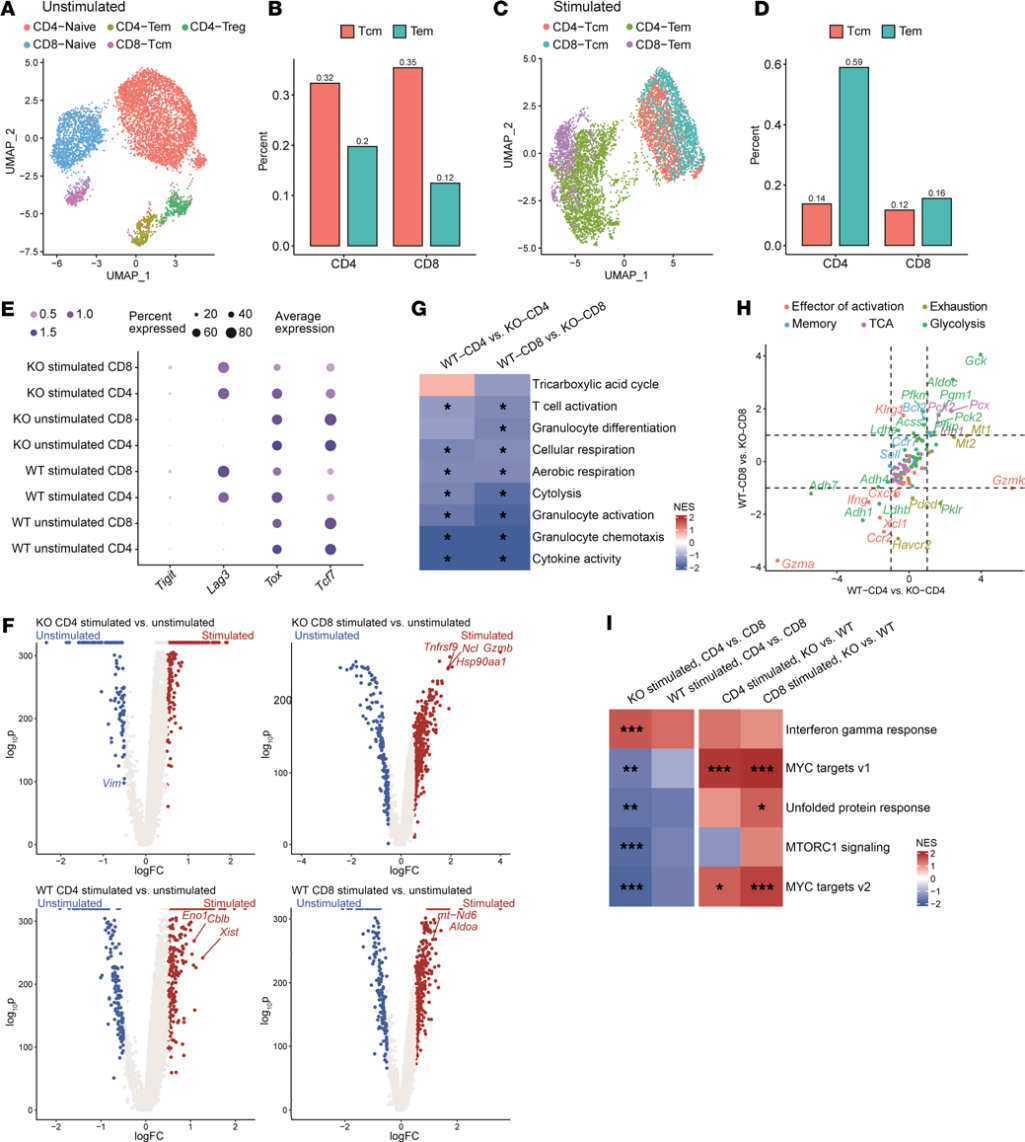
SDHA deficiency induces functional change of CD4^+^ and CD8^+^ T cells through modulating expression of genes associated with T cell activity. Gene expression of unstimulated or 48-hour-stimulated WT and SDHA-KO T cells, as analyzed by scRNA-seq. (**A**) Clustering results and (**B**) percentage of cells identified as Tem or Tcm separated by CD4^+^ or CD8^+^ T cells in unstimulated conditions. (**C**) Clustering results and (**D**) percentage of cells identified as Tem or Tcm separated by CD4^+^ or CD8^+^ T cells in stimulated conditions. (**E**) Expressions of *Tigit, Lag3, Tox*, and *Tcf7* under different conditions. (**F**) Volcano plot showing differential gene expressions across different comparisons. (**G**) Pathway analysis for WT vs. KO in stimulated CD4^+^ and CD8^+^ T cell samples. (**H**) Fold change of gene expression for WT vs. KO in CD4^+^ and CD8^+^ T cells colored by association of genes for pathways or function. (**I**) Pathway analysis for CD4 vs. CD8 in KO and WT stimulated samples as well as KO vs. WT in CD4- and CD8-stimulated samples. Representative pathways were chosen based on pathways that are significant in KO stimulated CD4 vs. CD8, while not significant for WT stimulated CD4 vs. CD8. Permutation test (**G** and **I**) was used to determine significance. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 4:**
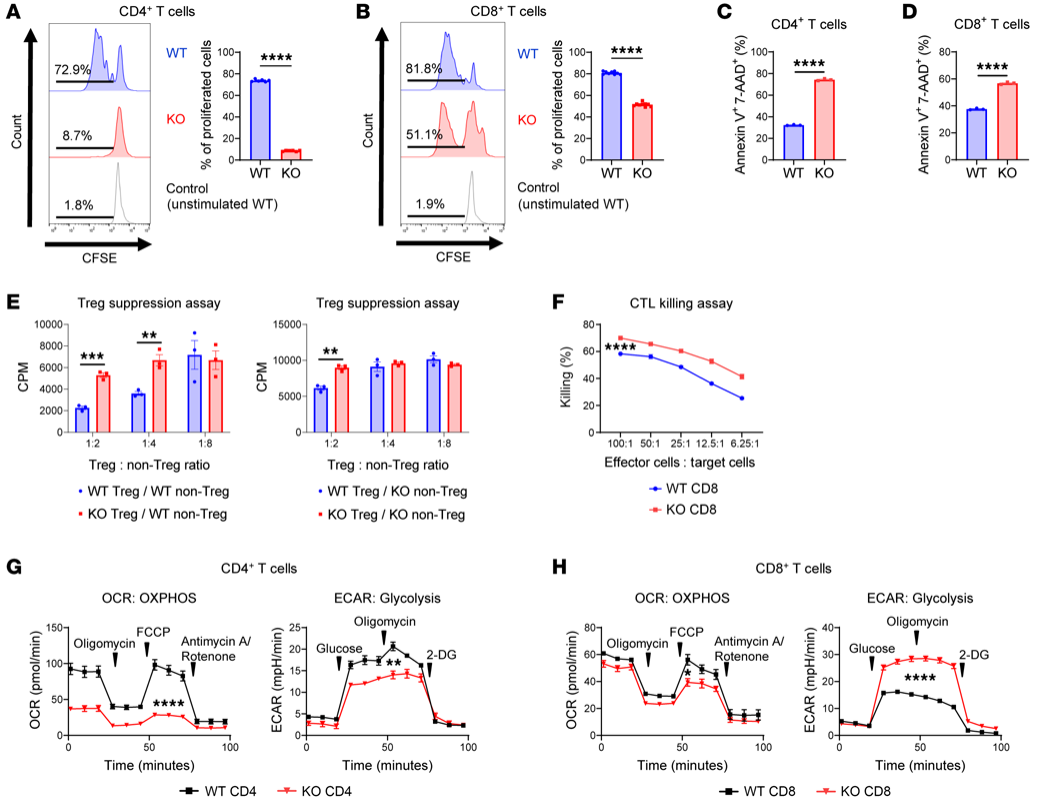
SDHA deficiency leads to different effects on function and bioenergetics between stimulated CD4^+^ and CD8^+^ T cells in vitro. (**A** and **B**) CD4^+^ and CD8^+^ T cells were isolated by bead selection from WT and SDHA-KO mice. CD4^+^ and CD8^+^ T cells stained by CFSE were stimulated by CD3/CD28 antibodies for 48 hours. Proliferation of CD4^+^ (**A**, *n* = 6/group) and CD8^+^ T cells (**B**, *n* = 9/group) as analyzed by flow cytometry. (**C** and **D**) Isolated splenic T cells from either WT or SDHA-KO animals were stimulated by CD3/CD28 antibodies for 48 hours. Annexin V and 7-AAD double-positive CD4^+^ (**C**) and CD8^+^ T (**D**) cells were analyzed by flow cytometry (*n* = 3/group). (**E**) Tregs and non-Tregs were purified by bead selection from WT and SDHA-KO spleen T cells. Tregs were mixed at different ratios with WT or SDHA-KO non-Tregs. Non-Tregs were stimulated by anti-CD3/CD28-coated beads for 72 hours. Proliferation of non-Treg T cells was determined by [^3^H]-thymidine incorporation (*n* = 3/group). (**F**) Isolated splenic T cells from either WT or SDHA-KO animals were cultured with irradiated splenocytes derived from BALB/c for 96 hours, and CD8^+^ T cells were purified as effector cells. A20 cells were used as targets for effector T cells. Results of cytotoxic T lymphocyte (CTL) killing assay with ^51^Cr using effector cells against A20 were analyzed (*n* = 8/group). (**G** and **H**) CD4^+^ (**G**) and CD8^+^ (**H**) T cells from WT and SDHA-KO spleens were stimulated by CD3/CD28 antibodies for 16 hours. OCR and extracellular acidification rate (ECAR, indicator of glycolysis) of CD4^+^ and CD8^+^ T cells were measured by Seahorse analyzer (WT CD4 OCR *n* = 4, KO CD4 OCR *n* = 5, WT CD4 ECAR *n* = 3, SDHA-KO CD4 ECAR *n* = 3, WT CD8 OCR *n* = 3, KO CD8 OCR *n* = 3, WT CD4 ECAR *n* = 4, SDHA-KO CD4 ECAR *n* = 4). Two-tailed unpaired *t* test (**A**–**H**) was used to determine significance (mean ± SEM). **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 5:**
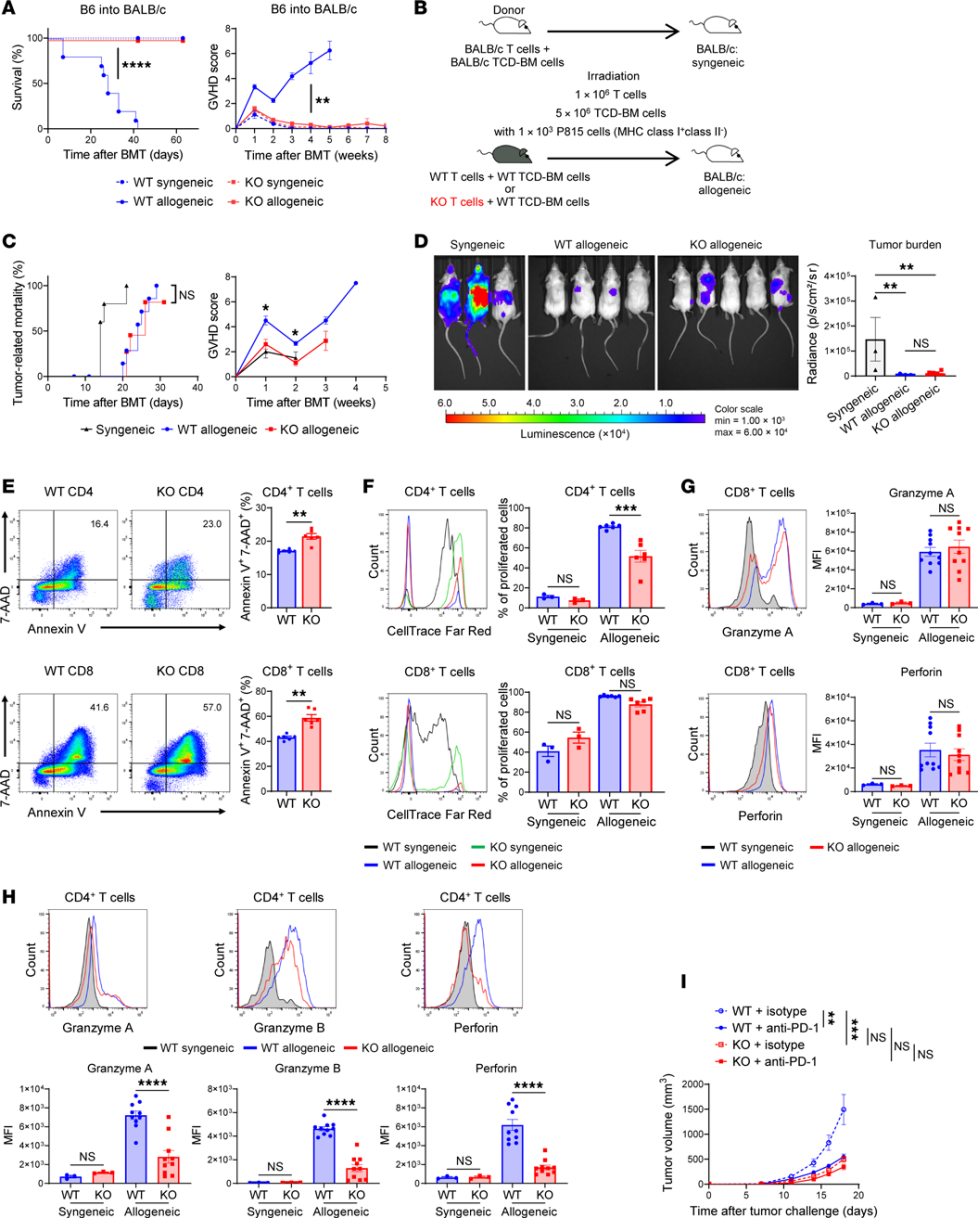
SDHA deficiency in GVHD and GVT effect. (**A**) B6 and BALB/c mice were transplanted with WT or SDHA-KO T cells. Survival rate and clinical GVHD score are shown (syngeneic *n* = 8/group, allogeneic *n* = 10/group). (**B**–**D**) BALB/c mice received HCT with P815 cells (MHC class I^+^class II^–^). (**B**) BALB/c mice received syngeneic or allogeneic T cells from WT or SDHA-KO mice and were infused concurrently with 1.0 × 10^3^ luciferase^+^ P815 cells. (**C**) Tumor-related mortality (syngeneic *n* = 5, allogeneic *n* = 11/group) and clinical GVHD score (*n* = 5/group). (**D**) Representative bioluminescence images and tumor burden on day 14 after HCT (*n* = 3–10/group). (**E**) BALB/c mice received HCT (WT or SDHA-KO B6 → BALB/c). Representative flow cytometry images and Annexin V^+^7-AAD^+^ cells in donor-derived (H-2Kb^+^) CD4^+^ and CD8^+^ T cells day 7 after HCT (*n* = 6/group). (**F**) Representative flow cytometry measuring proliferation of donor-derived (H-2Kb+CD45.2^+^) CD4^+^ and CD8^+^ T cells day 7 after HCT (*n* = 3–6/group). (**G**) Representative flow cytometry images and granzyme A and perforin levels in donor-derived (H-2Kb^+^CD45.2^+^) CD8^+^ T cells day 7 after HCT (*n* = 3–10/group). (**H**) Representative flow cytometry images and granzyme A, granzyme B, and perforin levels in donor-derived (H-2Kb^+^CD45.2^+^) CD4^+^ T cells day 7 after HCT (*n* = 3–10/group). (**I**) WT and SDHA-KO mice were inoculated with B16-F10 melanoma cells on day 0 and injected with anti–PD-1 or isotype control antibody on days 7, 10, 13, and 16. Tumor growth was measured (*n* = 6–9/group). Two-tailed Mann-Whitney *U* test for GVHD score and Annexin V^+^7-AAD^+^, Mantel-Cox log rank test for survival, 1-way ANOVA with Tukey’s post hoc test (**D** and **F**–**H**), and 2-way ANOVA with Tukey’s post hoc test (**I**) were used (mean ± SEM). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

# Supplementary material for: Mitochondrial complex II orchestrates divergent effects in CD4+ and CD8+ T cells
**Source:** J Clin Invest. 2025 Dec 15;135(24):e194134. doi: 10.1172/JCI194134
**Supplement:** Supplemental data

## Supplemental Figure 1

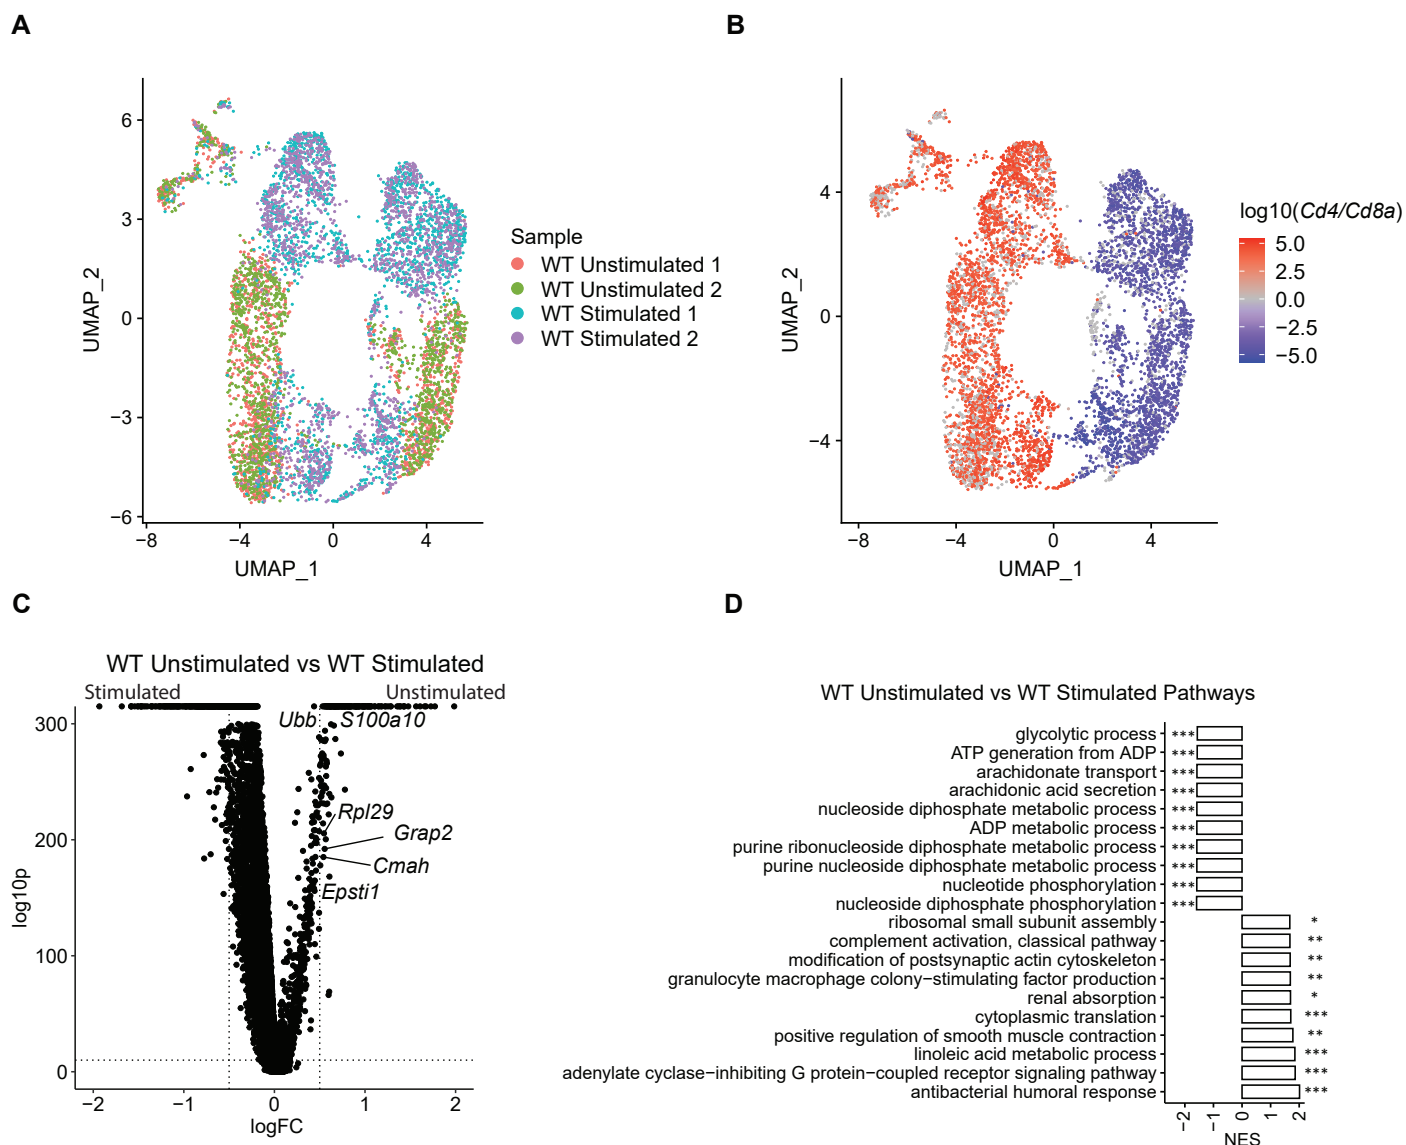

## Supplemental Figure 1. WT stimulated and unstimulated scRNA-seq.

Gene expression of unstimulated or 48 h stimulated WT T cells were analyzed by single cell RNA-seq (scRNA-seq). **(A)** UMAP embeddings of integrated scRNA-seq samples colored by sample source. **(B)** UMAP embeddings of integrated scRNA-seq samples colored by  $\log_2$  ratio of *Cd4/Cd8a*. **(C)** Differential expression between stimulated and unstimulated condition. **(D)** Pathway analysis between stimulated and unstimulated samples. Permutation test **(D)** was used to determine significance. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

Supplemental Figure 2

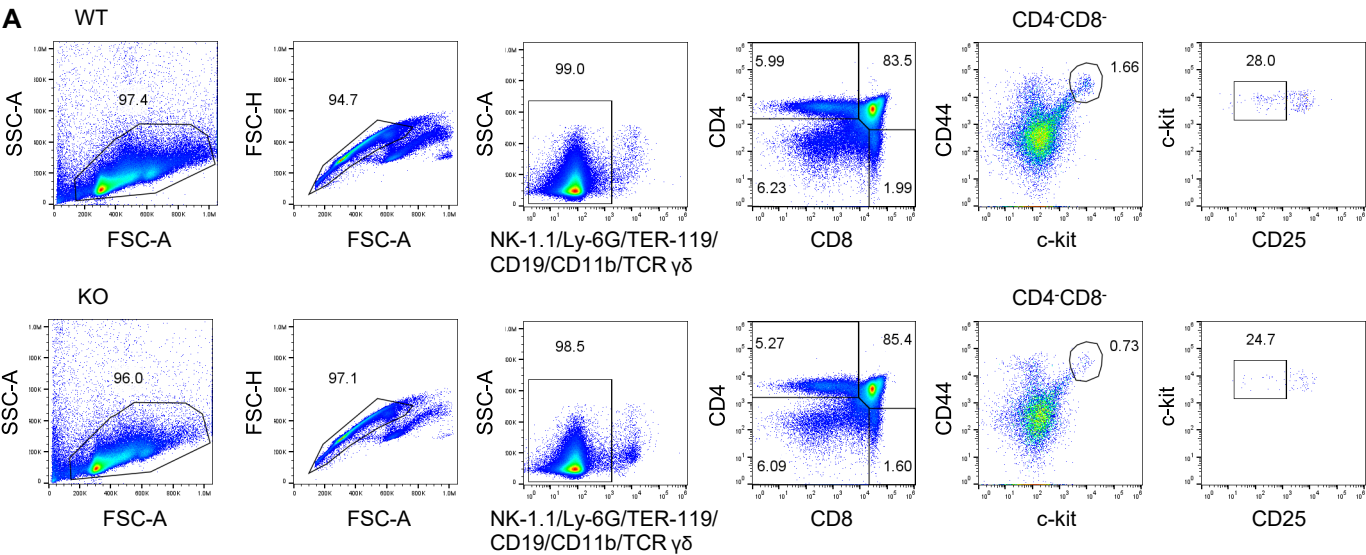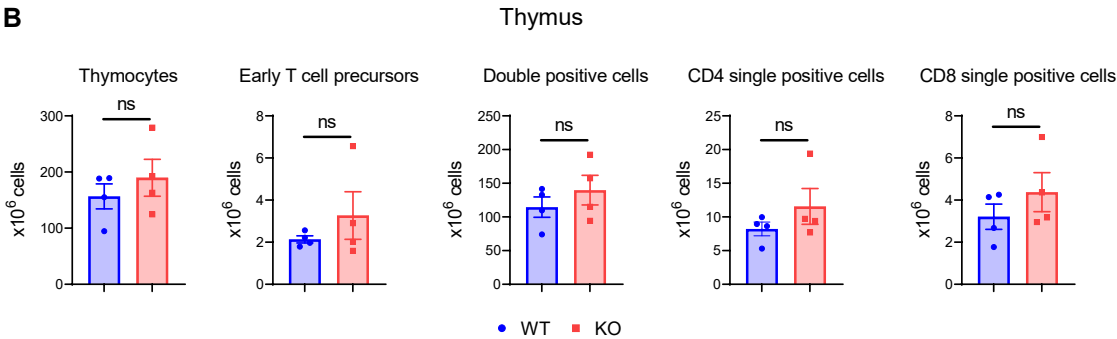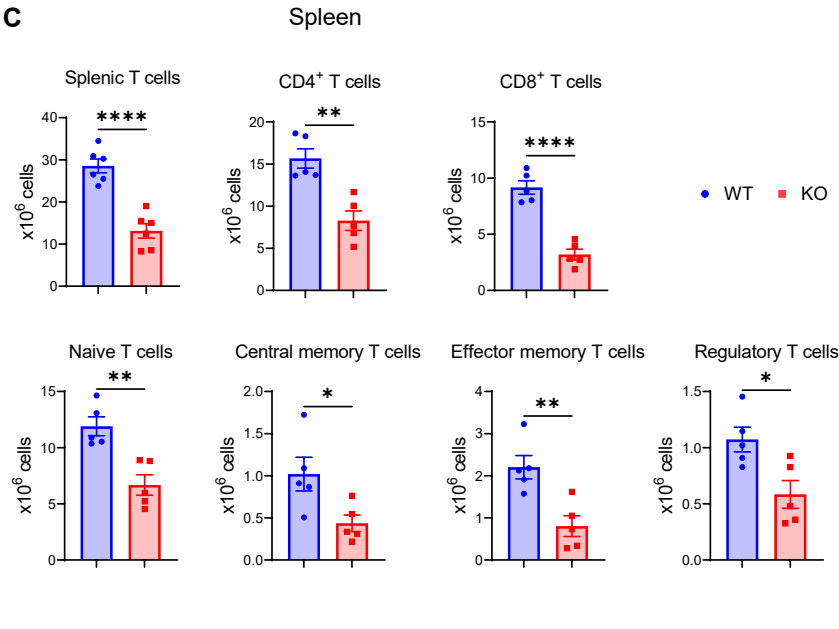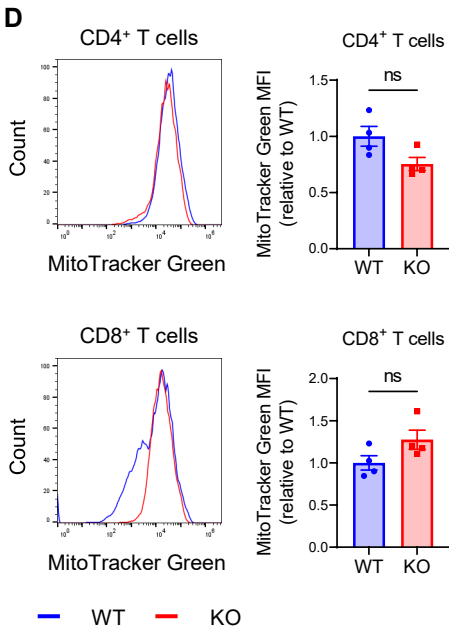

**Supplemental Figure 2. SDHA KO showed reduced number of peripheral T cell subsets.**

(A) Thymocytes were isolated from WT and SDHA KO mice and identified as NK-1.1<sup>-</sup>Ly-6G<sup>-</sup>TER-119<sup>-</sup>CD19<sup>-</sup>CD11b<sup>-</sup>TCR  $\gamma\delta$ <sup>-</sup> cells. Within this compartment, CD4<sup>-</sup>CD8<sup>-</sup>, CD4<sup>+</sup>CD8<sup>+</sup>, CD4<sup>+</sup>CD8<sup>-</sup>, and CD4<sup>-</sup>CD8<sup>+</sup> cells were identified as double negative, double positive, CD4 single positive, and CD8 single positive cells, respectively. After identifying double negative cells, early T cell precursors were subsequently identified as CD25<sup>-</sup>CD44<sup>high</sup>c-kit<sup>high</sup>. (B) The absolute number of thymus cell subsets in naïve WT and naïve SDHA KO thymus were shown ( $n = 4/\text{group}$ ). (C) The absolute number of peripheral T cell subsets in naïve WT and naïve SDHA KO splenic T cell were shown ( $n = 5-6/\text{group}$ ). (D) MitoTracker Green expression levels in WT and SDHA KO T cells stimulated with anti-CD3/CD28 antibodies for 48 h ( $n = 4/\text{group}$ ). 2-tailed unpaired  $t$  test (B-D) was used to determine significance (mean  $\pm$  SEM). \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\*\* $P < 0.0001$ .

**A** CD3<sup>+</sup> T cells

IFN- $\gamma$

\*

% of positive cells

WT KO

| Group | % of positive cells |
|-------|---------------------|
| WT    | ~90                 |
| KO    | ~90                 |

**B**

*lfn*

\*\*\*\*

Expression Level

WT Stimulated CD8

KO Stimulated CD8

| Group             | Expression Level (approx. median) |
|-------------------|-----------------------------------|
| WT Stimulated CD8 | ~1.5                              |
| KO Stimulated CD8 | ~3.5                              |

(A) Splenic WT and SDHA KO T cells were stimulated by anti CD3/CD28 antibodies for 48 h. IFN- $\gamma$  positive CD3<sup>+</sup> T cells ( $n = 4/\text{group}$ ) were analyzed by flow cytometry. 2-tailed unpaired  $t$  test was used to determine significance (mean  $\pm$  SEM). (B) Violin plot showing the expression of *Ifng* in CD8<sup>+</sup> T cells stimulated by CD3/CD28 antibodies for 48 h. Wilcox test was used to determine significance. \* $P < 0.05$ , \*\*\*\* $P < 0.0001$ .

Supplemental Figure 4

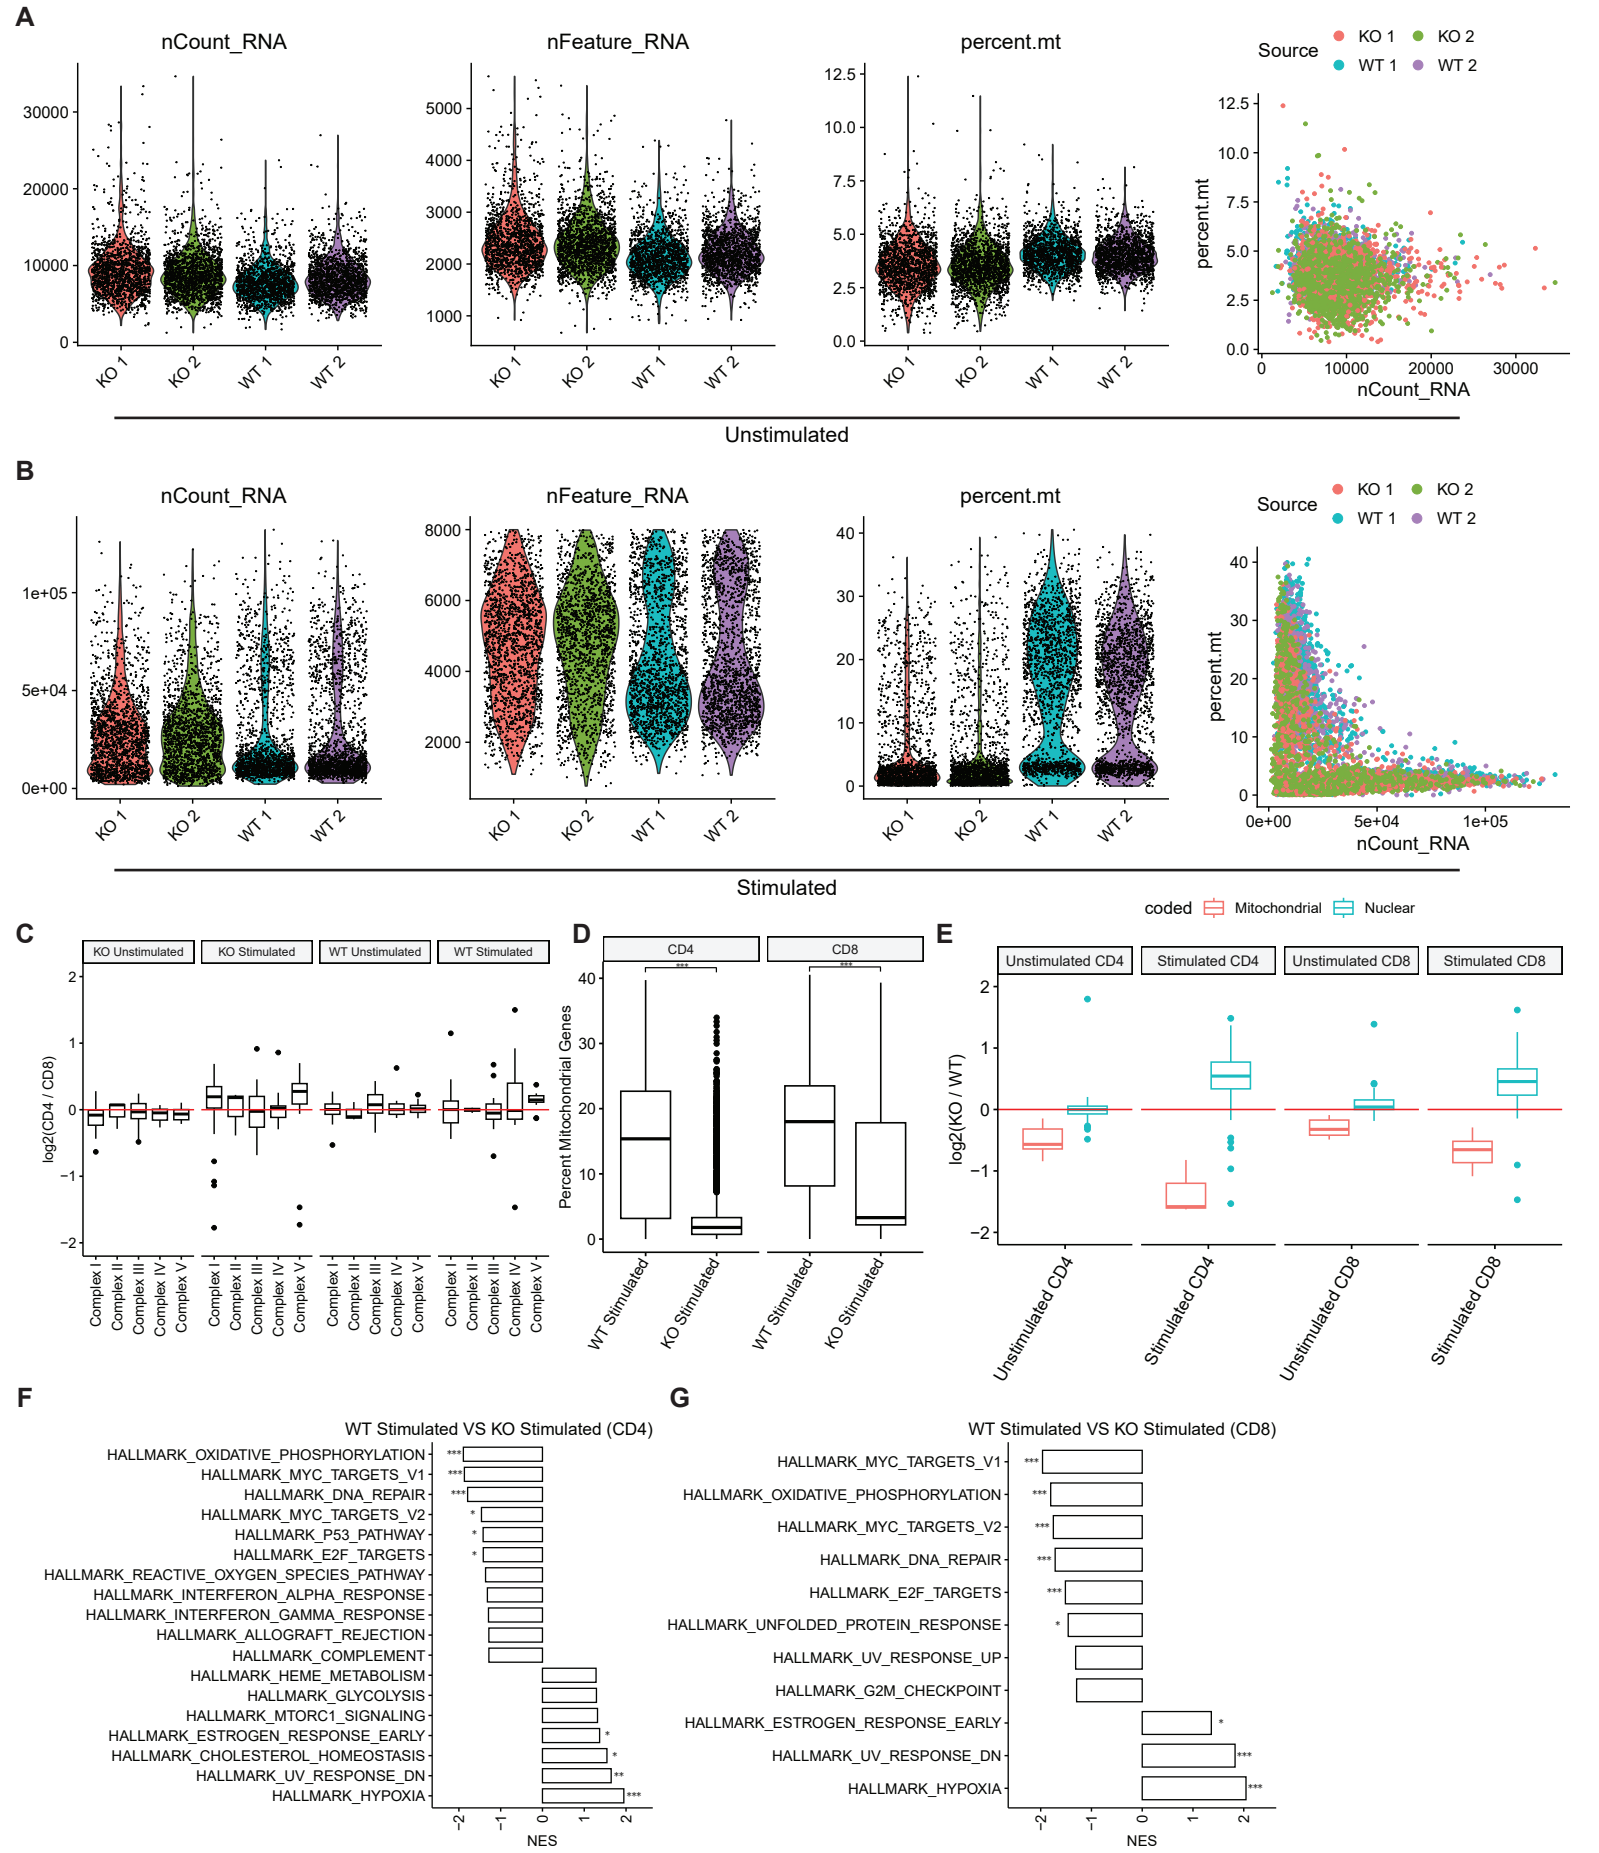

**Supplemental Figure 4. scRNA-seq analysis of WT and SDHA KO T cells in unstimulated and stimulated condition.**

(A) Quality control for unstimulated scRNA-seq samples. (B) Quality control for stimulated scRNA-seq samples. Quality controls include number of RNA counts per cell, number of features represented, percent mitochondria reads in cells, and comparison between number of RNA counts and percent mitochondrial reads. (C) Fold change of mitochondrial complex genes between CD4<sup>+</sup> and CD8<sup>+</sup> T cells separated by WT, SDHA KO, stimulated, and unstimulated conditions. (D) Percent mitochondrial genes expressed in CD4<sup>+</sup> and CD8<sup>+</sup> T cells, separated by WT and SDHA KO conditions. (E) logFC expressions of mitochondrial complex genes for SDHA KO vs WT across different conditions, separated by mitochondrial-coded or nuclear-coded genes. (F and G) Hallmark pathway analysis between WT simulated and SDHA KO stimulated samples in CD4<sup>+</sup> (F) and CD8<sup>+</sup> T cells (G). Wilcoxon test (D) and Permutation test (F and G) were used to determine significance. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

Supplemental Figure 5

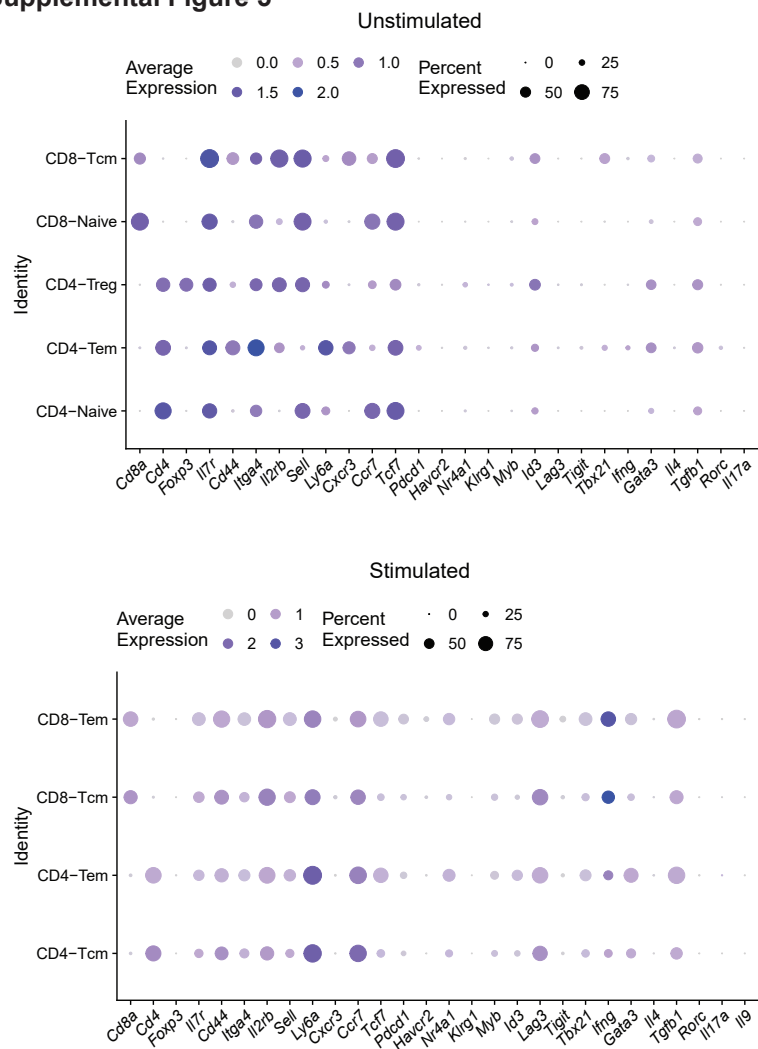

**Supplemental Figure 5. Marker expression of T cell clusters in WT and SDHA KO T cells.**

Expression of markers related to T-cell differentiation in unstimulated and stimulated T cell subsets.

## Supplemental Figure 6

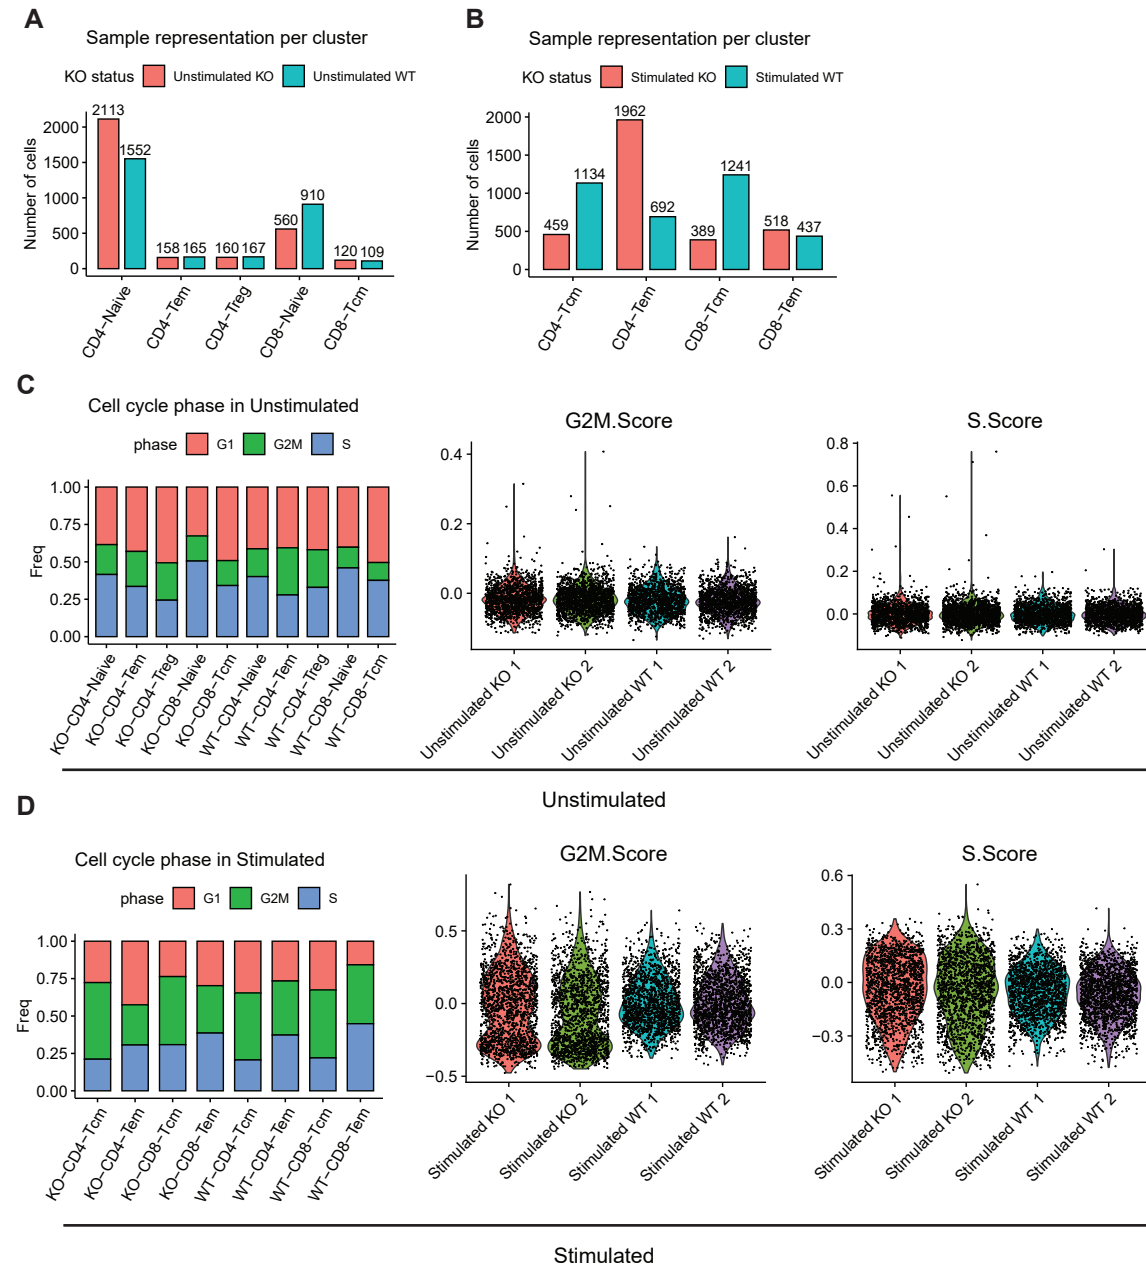

## Supplemental Figure 6. SDHA deficiency affects memory T cell differentiation after stimulation.

(A) Number and category of T cell subsets in unstimulated WT and SDHA KO T cells. (B) Number and category of T cell subsets in stimulated WT and SDHA KO T cells. (C) G2M, S phase score and cell cycle phase ratio break down in unstimulated WT and SDHA KO T cells. (D) G2M, S phase score and cell cycle phase ratio break down in stimulated WT and SDHA KO T cells.

## Supplemental Figure 7

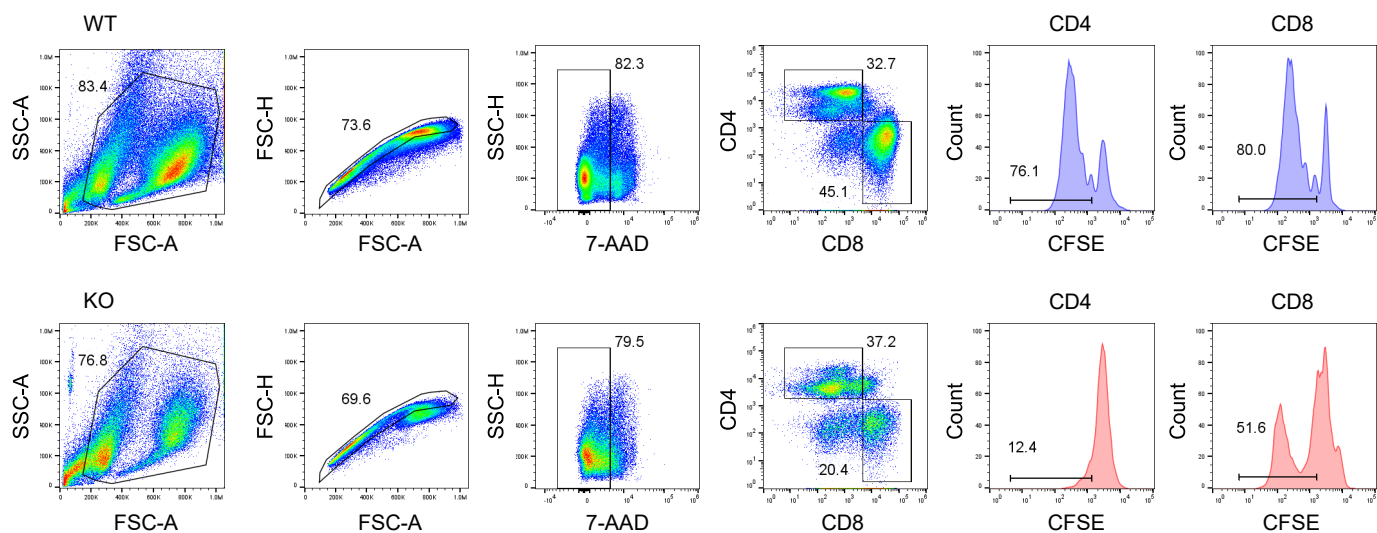

### Supplemental Figure 7. Strategy analysis of CFSE dilutions by flow cytometry.

Representative flow cytometry image measuring CFSE dilutions in WT and SDHA KO CD4<sup>+</sup> and CD8<sup>+</sup> T cells after stimulation with CD3/CD28 antibodies for 48 h.

## Supplemental Figure 8

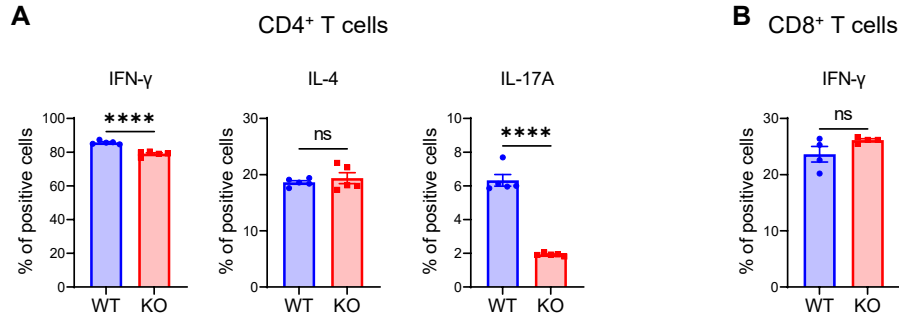

### Supplemental Figure 8. SDHA differentially regulates cytokine production in CD4<sup>+</sup> and CD8<sup>+</sup> T cells.

(A) Splenic WT and SDHA KO CD4<sup>+</sup> T cells were cultured under conditions of in vitro Th1, Th2, and Th17 polarization. IFN- $\gamma$ , IL-4, and IL-17A positive CD4<sup>+</sup> T cells were analyzed by flow cytometry ( $n = 5/\text{group}$ ). (B) Splenic WT and SDHA KO CD8<sup>+</sup> T cells were stimulated by CD3/CD28 antibodies for 48 h. IFN- $\gamma$  positive cells were analyzed by flow cytometry ( $n = 4/\text{group}$ ). 2-tailed unpaired  $t$  test (A and B) was used to determine significance (mean  $\pm$  SEM). \*\*\*\* $P < 0.0001$ .

## Supplemental Figure 9

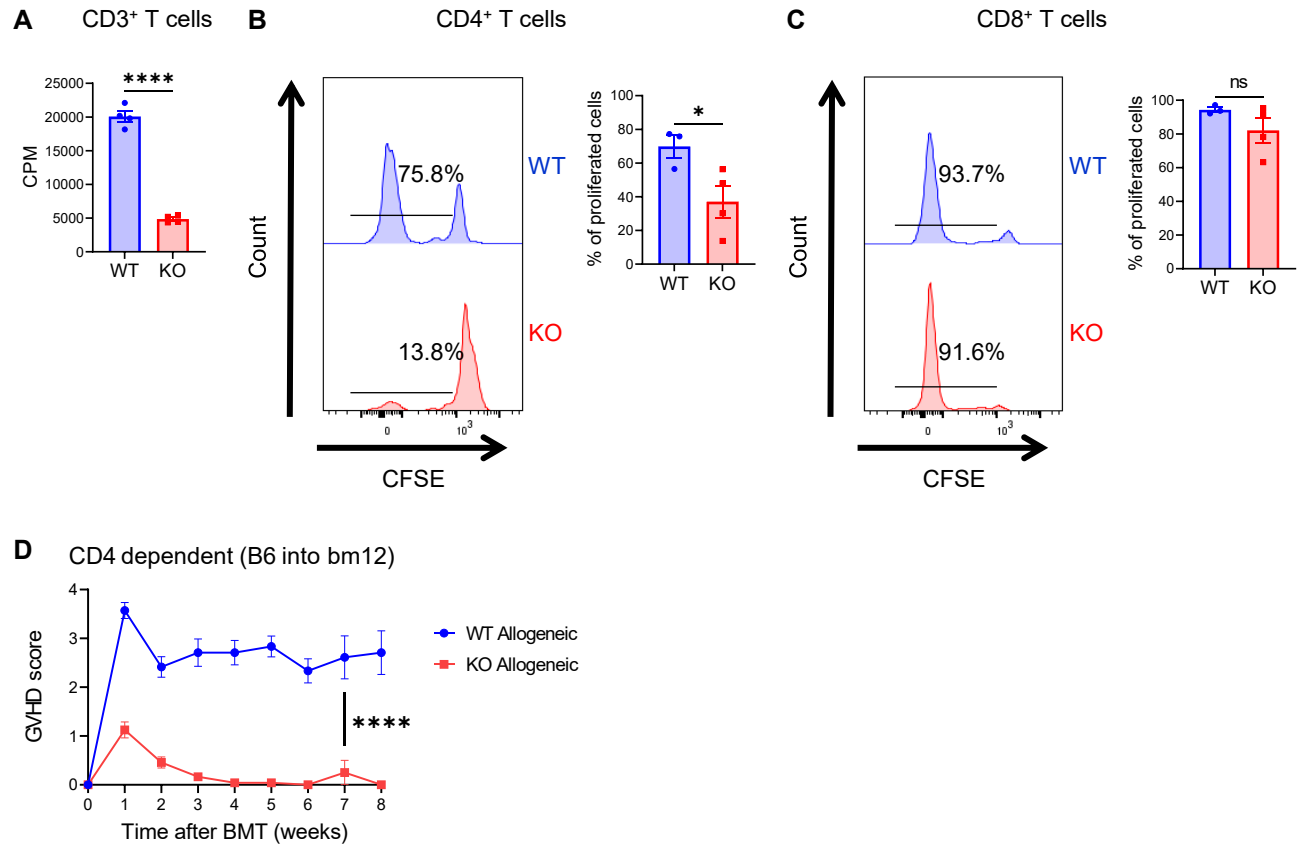

### Supplemental Figure 9. The loss of SDHA leads to less proliferation capacity of CD4<sup>+</sup> and CD8<sup>+</sup> T cells against allogeneic stimulation.

(A) WT and SDHA KO T cells were cultured with irradiated BALB/c spleen cells for 72 h. Proliferative capacity was measured by [<sup>3</sup>H]-thymidine incorporation ( $n = 4/\text{group}$ ). (B and C) CFSE stained WT and SDHA KO T cells with T cell-depleted bone marrow (TCD-BM) cells were transplanted into BALB/c mice. Proliferative capacity of WT and SDHA KO CD4<sup>+</sup> (B) and CD8<sup>+</sup> (C) T cells day 7 after hematopoietic cell transplantation (HCT) were measured by flow cytometry (WT  $n = 3$ , KO  $n = 4$ ). (D) bm12 mice received HCT. WT TCD-BM cells with WT T cells or SDHA KO T cells were transplanted. GVHD score was shown (WT  $n = 15$ , KO  $n = 13$ ). 2-tailed unpaired  $t$  test (A-C) and Mann-Whitney  $U$  test (D) were used to determine significance (mean  $\pm$  SEM). \* $P < 0.05$ , \*\*\*\* $P < 0.0001$ .

**Supplemental Figure 10**

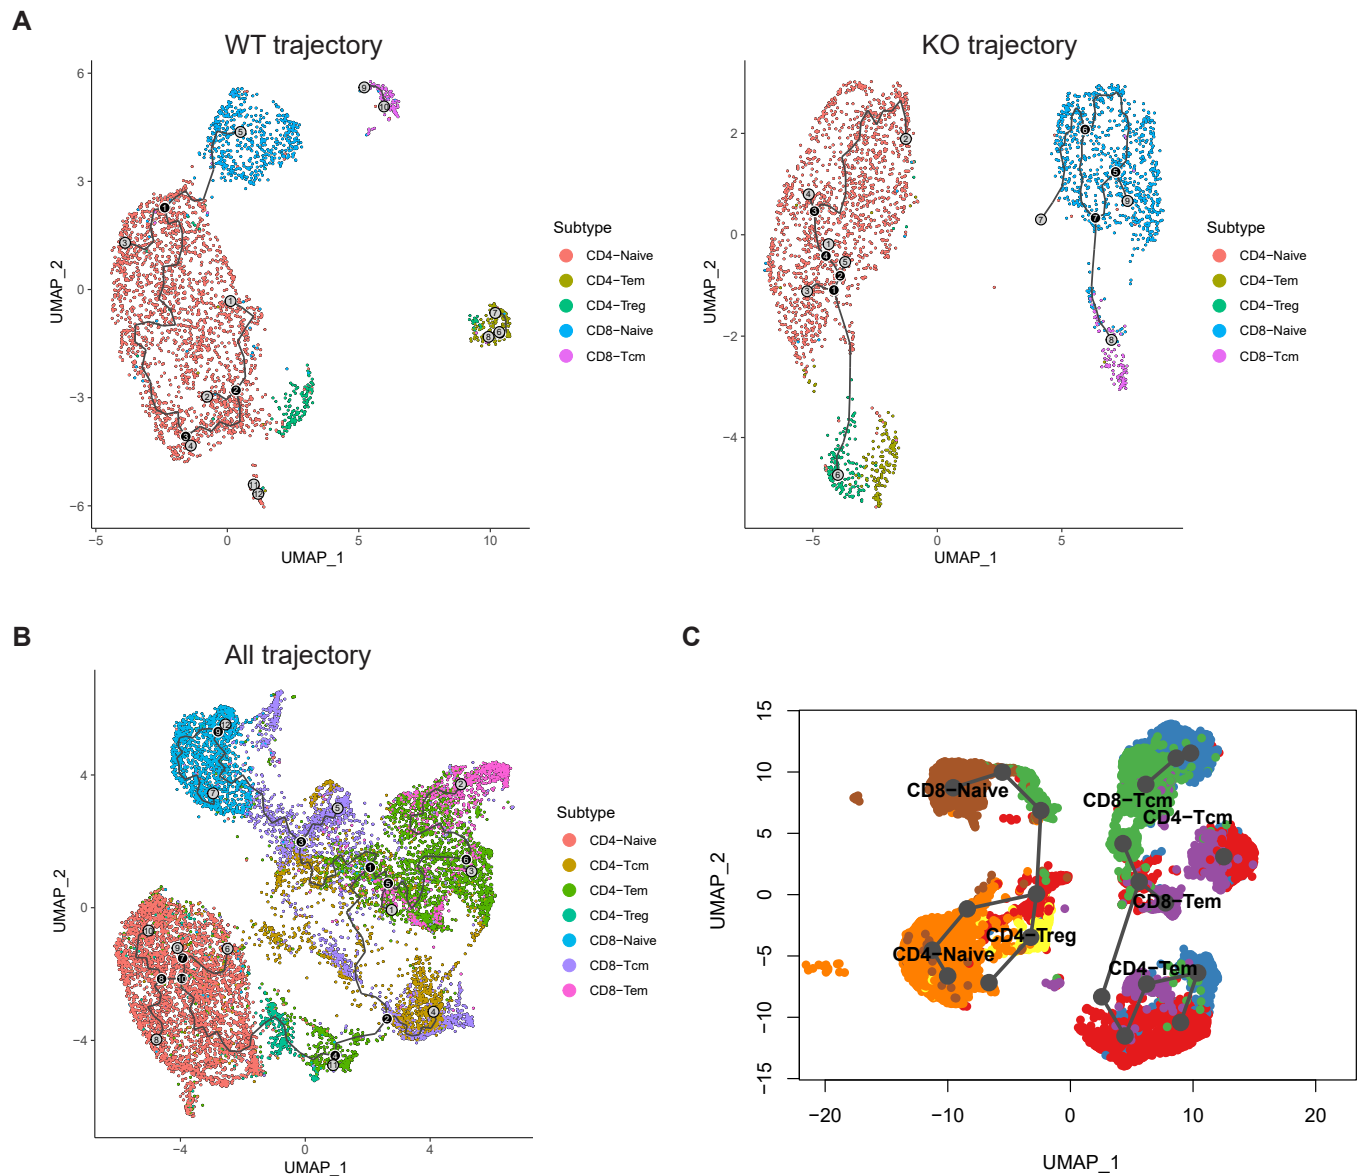

**Supplemental Figure 10. Trajectory analysis.**

(**A** and **B**) Monocle3 trajectory analysis results using WT and SDHA KO cells separately (**A**), or all cells combined (**B**) are projected onto a UMAP with trajectories marked by connecting nodes and edges. (**C**) Slingshot trajectory analysis utilizing all cells is projected onto a UMAP with trajectories marked by nodes and edges.

Supplemental Figure 11

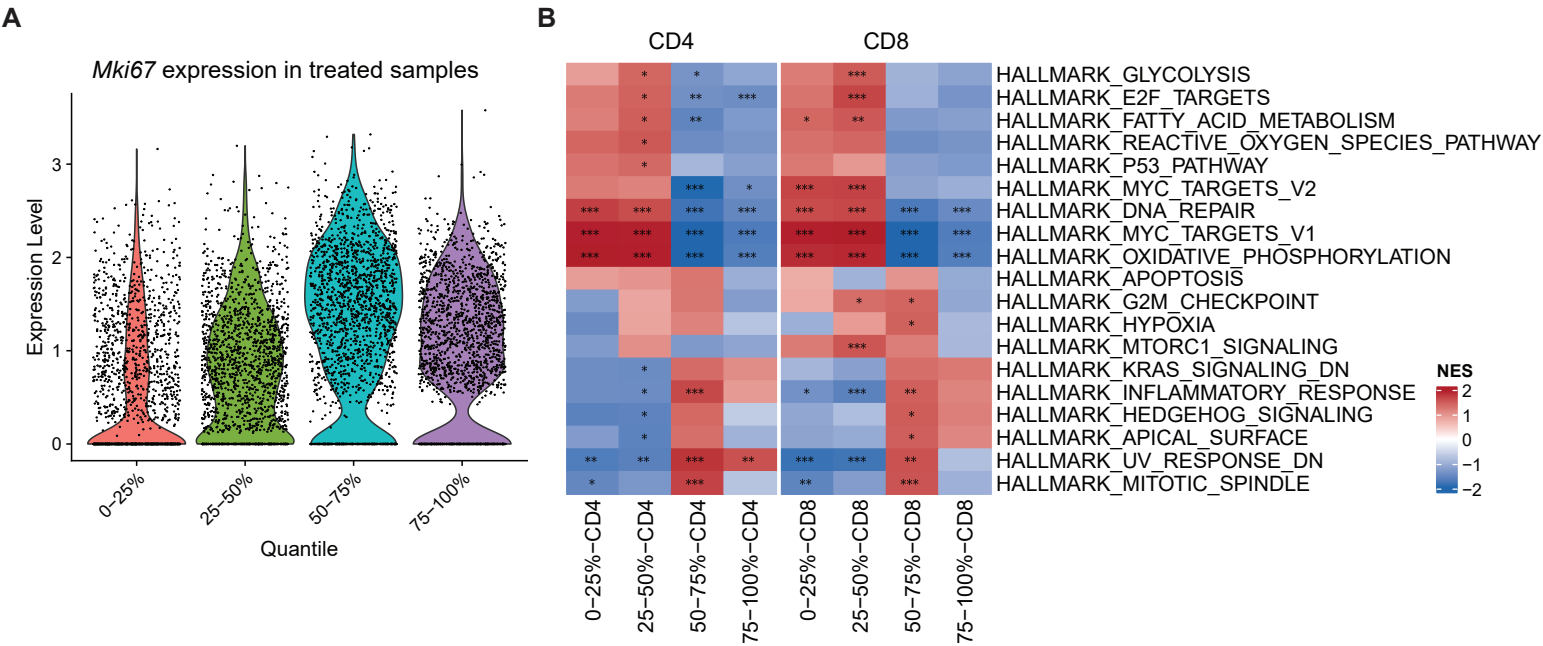

Supplemental Figure 11. Analysis of cells with high mitochondrial content.

(A) Violin plot showing expression of proliferation marker *Mki67* across different quantiles of cells. Quantiles are scored based on each cell's percent mitochondrial expression, with 75-100% being cells with the highest percent of mitochondrial expression and 0-25% being the lowest. (B) Hallmark pathway analysis of using logFC expression of genes from each quantile against other quantiles, separated by CD4 and CD8 status. Permutation test (B) was used to determine significance. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

**Supplemental Table 1. The protocol of HCT model**

Day 0: The day of transplantation

| HCT model                                 | Recipient                                         | Donor                                                                                                                            | Conditioning                                                                      | T cells, cells                                                            | TCD-BM, cells                                           |
|-------------------------------------------|---------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------|---------------------------------------------------------------------------|---------------------------------------------------------|
| <b>Figure 5A</b>                          | Syngeneic:<br>B6,<br>Allogeneic:<br>BALB/c        | WT: <i>Sdha</i> <sup>fl/fl</sup> or<br>KO: <i>Sdha</i> <sup>fl/fl</sup><br>CD4-Cre                                               | 10 Gy for B6 and<br>8 Gy for BALB/c<br>Total-body<br>irradiation (TBI),<br>day -1 | CD90.2 <sup>+</sup> , 2 × 10 <sup>6</sup>                                 | 5 × 10 <sup>6</sup>                                     |
| <b>Figure 5, B-D</b>                      | BALB/c                                            | Syngeneic:<br>BALB/c<br>WT Allogeneic:<br><i>Sdha</i> <sup>fl/fl</sup><br>KO Allogeneic:<br><i>Sdha</i> <sup>fl/fl</sup> CD4-Cre | 8 Gy TBI, day -1                                                                  | CD90.2 <sup>+</sup> , 1 × 10 <sup>6</sup>                                 | 5 × 10 <sup>6</sup> BM with<br>1 × 10 <sup>3</sup> P815 |
| <b>Figure 5E</b>                          | BALB/c                                            | WT: <i>Sdha</i> <sup>fl/fl</sup> or<br>KO: <i>Sdha</i> <sup>fl/fl</sup><br>CD4-Cre                                               | 8 Gy TBI, day -1                                                                  | CD90.2 <sup>+</sup> , 2 × 10 <sup>6</sup>                                 | 5 × 10 <sup>6</sup>                                     |
| <b>Figure 5F</b>                          | Syngeneic:<br>B6 CD45.1,<br>Allogeneic:<br>BALB/c | WT: <i>Sdha</i> <sup>fl/fl</sup> or<br>KO: <i>Sdha</i> <sup>fl/fl</sup><br>CD4-Cre                                               | 10 Gy for B6<br>CD45.1 and 8 Gy<br>for BALB/c TBI,<br>day -1                      | CellTrace Far<br>Red-stained<br>CD90.2 <sup>+</sup> , 2 × 10 <sup>6</sup> | 5 × 10 <sup>6</sup>                                     |
| <b>Figure 5, G and H</b>                  | Syngeneic:<br>B6 CD45.1,<br>Allogeneic:<br>BALB/c | WT: <i>Sdha</i> <sup>fl/fl</sup> or<br>KO: <i>Sdha</i> <sup>fl/fl</sup><br>CD4-Cre                                               | 10 Gy for B6<br>CD45.1 and 8 Gy<br>for BALB/c TBI,<br>day -1                      | CD90.2 <sup>+</sup> , 2 × 10 <sup>6</sup>                                 | 5 × 10 <sup>6</sup>                                     |
| <b>Supplemental<br/>Figure 9, B and C</b> | BALB/c                                            | WT: <i>Sdha</i> <sup>fl/fl</sup> or<br>KO: <i>Sdha</i> <sup>fl/fl</sup><br>CD4-Cre                                               | 8 Gy TBI, day -1                                                                  | CFSE-stained<br>CD90.2 <sup>+</sup> , 2 × 10 <sup>6</sup>                 | 5 × 10 <sup>6</sup>                                     |
| <b>Supplemental<br/>Figure 9D</b>         | bm12                                              | WT: <i>Sdha</i> <sup>fl/fl</sup> or<br>KO: <i>Sdha</i> <sup>fl/fl</sup><br>CD4-Cre                                               | 10 Gy TBI, day -1                                                                 | CD4 <sup>+</sup> , 1.75 × 10 <sup>6</sup>                                 | 5 × 10 <sup>6</sup>                                     |

# Supplementary material for: Mitochondrial complex II orchestrates divergent effects in CD4+ and CD8+ T cells
**Source:** J Clin Invest. 2025 Dec 15;135(24):e194134. doi: 10.1172/JCI194134

Full unedited gel for Figure 1B

Anti-SDHA antibody (abcam, ab14715)

Splenic T cells

*Sdha*<sup>fl/fl</sup> *Sdha*<sup>fl/fl</sup>  
CD4-Cre<sup>-</sup> CD4-Cre<sup>+</sup>

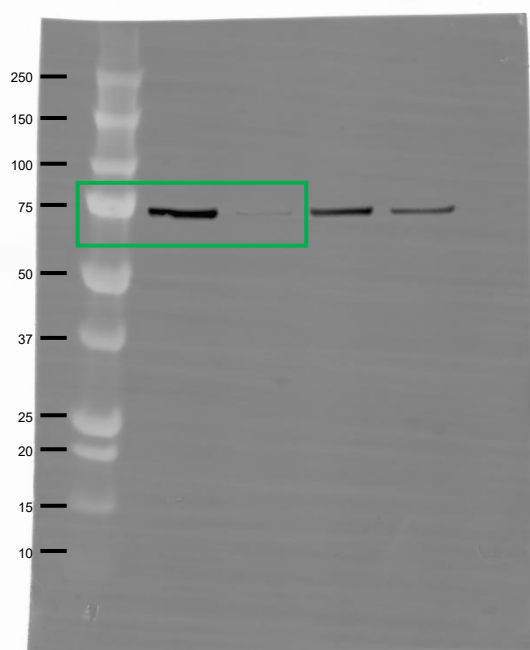

Full unedited gel for Figure 1B

Total OXPHOS Rodent WB Antibody Cocktail (abcam, ab110413)

Splenic T cells

*Sdha*<sup>fl/fl</sup> *Sdha*<sup>fl/fl</sup>  
CD4-Cre<sup>-</sup> CD4-Cre<sup>+</sup>

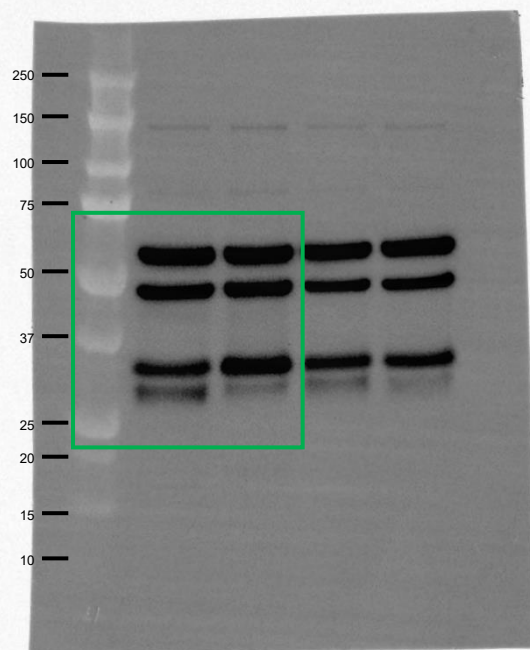

Full unedited gel for Figure 1B

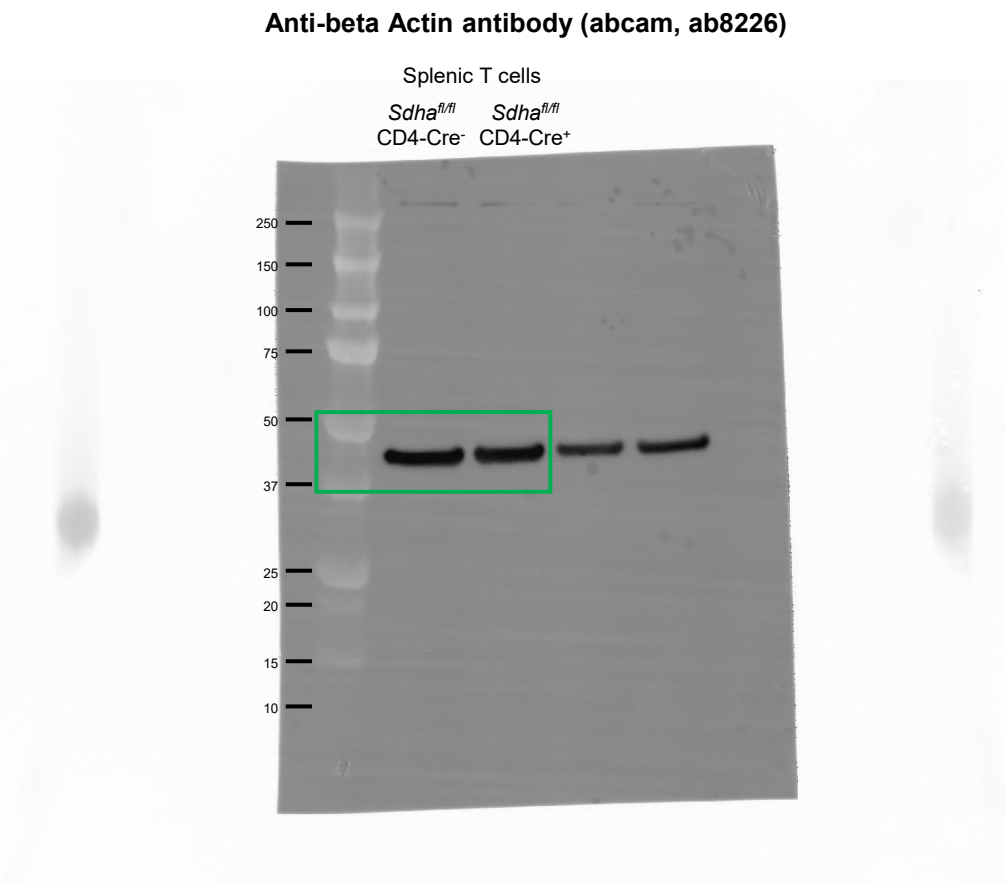

Full unedited gel for Figure 1C

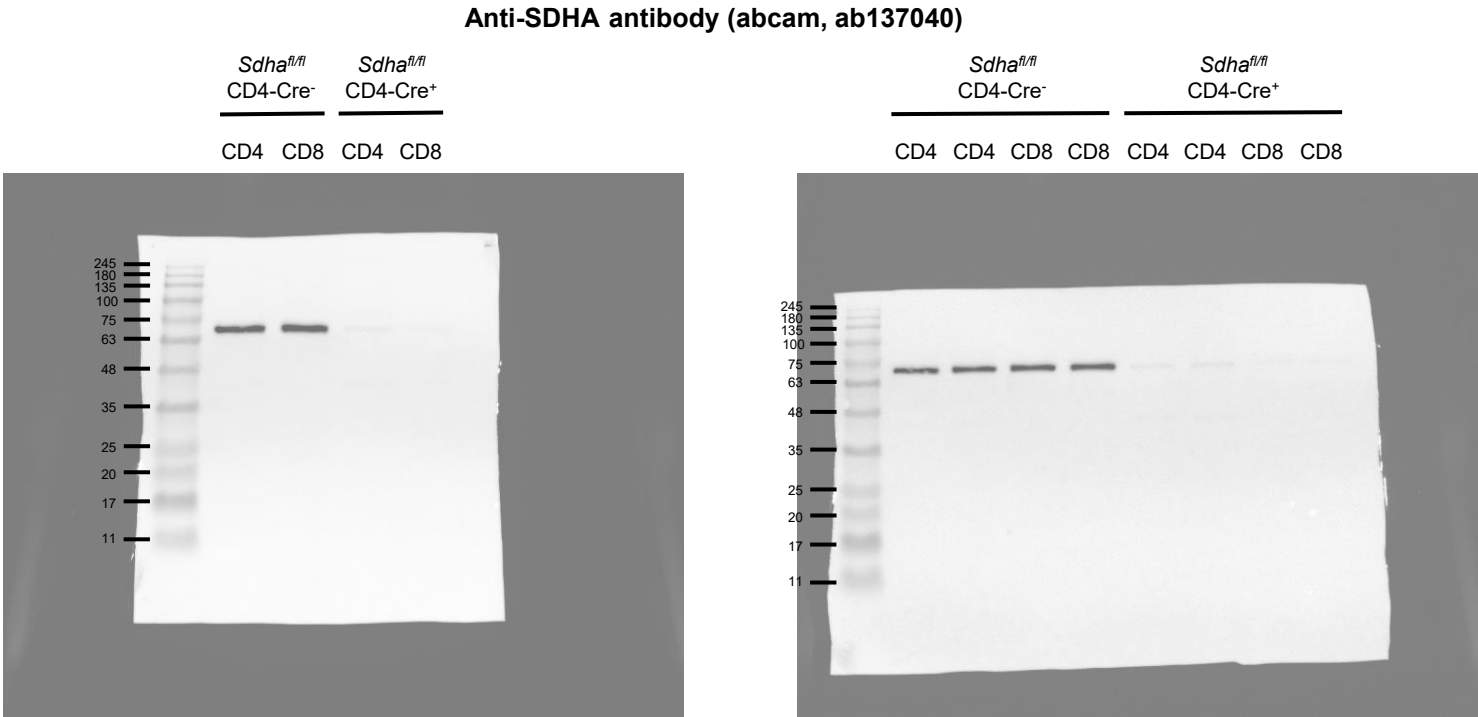

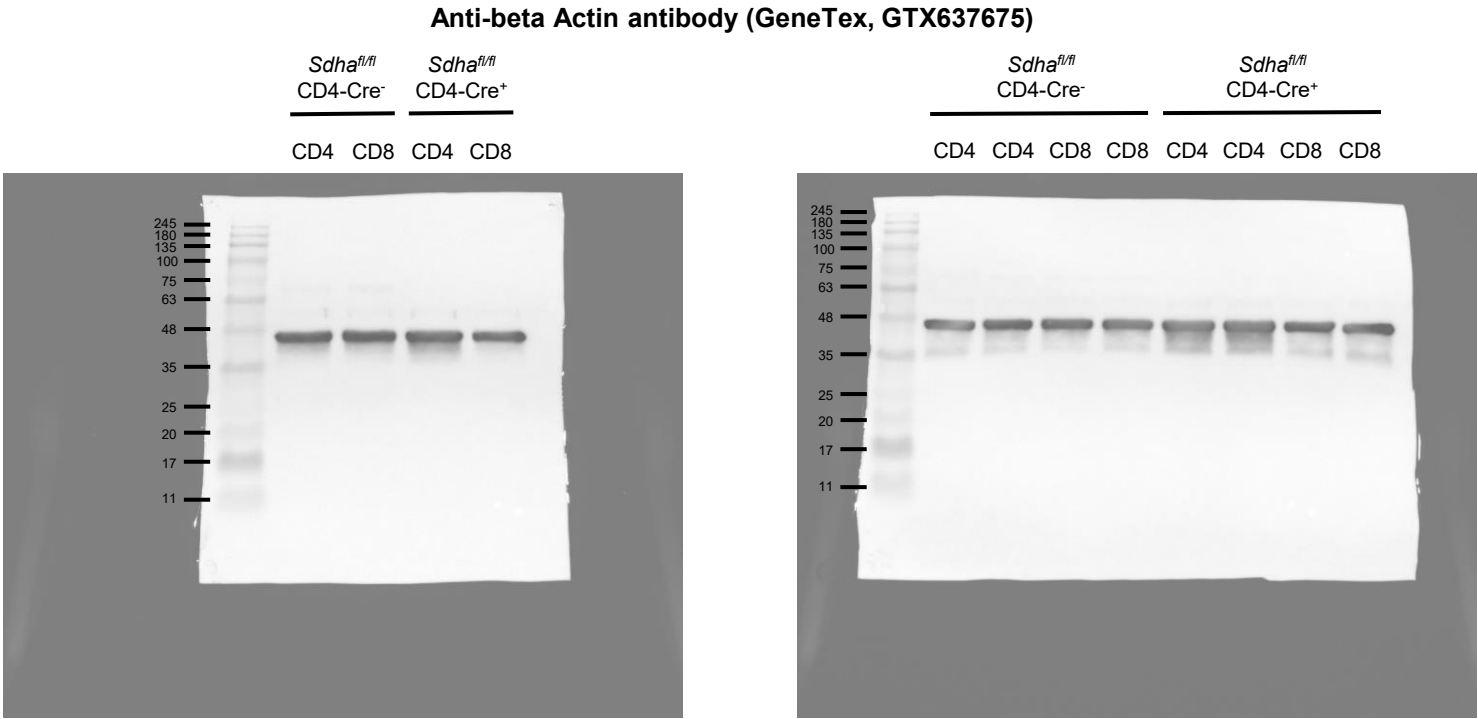

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

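Single-cell RNA sequencing of splenic T cells was examined in 8 libraries, with 2 replicates each of unstimulated WT, unstimulated SDHA-KO, stimulated WT, and stimulated SDHA-KO cells. Conditions and replicate numbers were taken from the sample records, and each cell was assigned to its library through the deposited cell table. No sample was left out. The flow cytometry, succinate, and extracellular flux data of the paper, and its other assays, were not analysed here.

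The authors made 10x Genomics Chromium 3′ HT libraries, processed the reads with Cell Ranger, merged the libraries in Seurat, removed cells above a limit on detected genes, and removed clusters without CD3 transcripts before they deposited the values as raw UMI counts per gene and cell. The deposited cell table gives, as counts, the UMIs and the detected genes of each cell. It also gives the percentage of UMIs on the 13 mitochondrially encoded genes, which the authors computed from the same counts without further normalization. Its CD4/8 value was deposited on a log10 scale, as the ratio of Cd4 to Cd8a UMIs of each cell with 0.0001 added to both. The subset of each cell and its class, CD4 or CD8, are the authors' annotation of clusters. All counts were checked to be whole numbers, and the UMI totals, gene numbers, percentages, and CD4/8 values of the table were checked against the matrix. The paper names neither a genome build nor a version of Cell Ranger, so genes were matched by symbol only.

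The summed libraries held from 10947009 to 51398728 UMIs over all T cells, from 6776027 to 34087903 over CD4 cells, and from 3640136 to 22311319 over CD8 cells. In the smallest library of each, a gene at 20 CPM has 219 UMIs in all T cells, 136 in CD4 cells, and 72.8 in CD8 cells, and so a counting error of 6.76%, 8.59%, and 11.7%. The common dispersion of the fits, the square of the relative spread between replicates, was 0.00759, 0.00763, and 0.00679, a spread of 8.71%, 8.73%, and 8.24%. Replicates of a group varied by more than counting error, with a chi-square per degree of freedom of 2.16 in unstimulated WT, 8.67 in unstimulated SDHA-KO, 14.7 in stimulated WT, and 19.7 in stimulated SDHA-KO. Where a group held 0 UMIs of a gene, 3 UMIs over the group were taken as the most that 0 allows. This counts UMIs as independent and leaves out the sampling of rare cells.

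UMIs were summed per library for all T cells, CD4 cells, and CD8 cells, because cells of 1 library are not independent replicates. Genes were kept by filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total 15, by group), scaled with TMM (trim of log ratios 0.3), and tested with glmQLFit and glmQLFTest in a fit of the 4 groups over 8 libraries, which leaves 4 residual degrees of freedom. An adjusted p (Benjamini-Hochberg) under 0.05 was called. The comparisons were SDHA-KO against WT in each state, stimulated against unstimulated in each genotype, and the difference of the SDHA-KO effect between states. CD4 and CD8 cells were compared in a fit of the CD4 and CD8 sums of the 4 stimulated libraries, with the library as a block, which also tested the difference of the SDHA-KO effect between the classes. Because of the block, that fit left fewer residual degrees of freedom than the fit over 8 libraries, and fewer still with a library left out. The paper tested single cells with a Wilcoxon test, so its p values and these do not rest on the same replicates. R 4.3.3 was used for the tests, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, and pandas 2.3.3 for the values per cell. Plots were drawn with matplotlib 3.10.9.

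No pathway collection was available, so 15 lists of genes were made for the pathways the paper names: mitochondrially encoded genes, nuclear-encoded genes of the ETC and ATP synthase, glycolysis, TCA cycle, ribosome biogenesis, sterol biosynthesis, MYC targets, IFN-γ response, MTORC1 signaling, unfolded protein response, hypoxia, cytotoxicity, apoptosis, S phase, and G2M. The S phase and G2M lists were taken from the Seurat package, with symbols in mouse capitalization. The others were written by hand from general knowledge and are not the paper's collections. Sdha was left out of the nuclear-encoded ETC and TCA lists. Each list was tested with camera of limma 3.58.1 at a preset correlation of 0.01, with adjustment over the 15 lists of a comparison, and its size is the median log2 fold change of its genes. Of the lists, those that a statement of the paper is about are given. In the same way the genes given are those of the 62 that the paper names where a claim concerns them, the 3 genes with the largest change in each direction among called genes of at least 20 CPM whose SDHA-KO libraries all lie on one side of the WT libraries, and the members of a list with the largest rise and fall.

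Shares of cells and of UMIs were computed per library and given as the mean ± SD of 2 libraries. For Mki67 and Trdc, shares in cells thinned to 5000 UMIs are expected values. The chance that a cell keeps at least 1 UMI of the gene, thinned without replacement, was computed and averaged over cells. Cells with fewer UMIs were left out. Summed libraries were thinned by random draws with a fixed seed. Quartiles of mitochondrial percentage were drawn over the stimulated cells of all 4 libraries, and the lists were compared between quartiles with UMIs of nuclear genes as the total, over genes with at least 20 UMIs, with 0.5 added to each count. No doublet caller was run and no cell cycle phases were called, because the deposited table holds no phases. The sex of the libraries was examined with Xist and Y-linked genes.

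The edgeR fit was tested on simulated data with the sizes and spread of these libraries, in which 200 genes were changed by log2 fold changes of 0.5, 1, or 2 in either direction. Of the changed genes that passed the filter, 52.3% were recovered in the unstimulated and 71.7% in the stimulated comparison of all T cells, 59.1% and 68.5% in CD4 cells, 45.4% and 69.4% in CD8 cells, and 58.6% for the difference between CD8 and CD4 cells. Unchanged genes made up at most 6.36% of the calls. The simulated spread followed 1 trend over expression level in every group, whereas replicates of the real groups varied unequally. Far fewer genes were changed than were called in the real stimulated comparisons. These rates therefore describe the simulated setting and need not hold for the real data.

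Some results that concern single genes are not reported here. The tests, lists, and rules for genes were set before the data were examined, together with 18 choices of processing and the alternatives to them. These were DESeq2 1.42.0 with its own size factors, library totals without TMM, no expression filter, the mitochondrially encoded genes left out of the libraries, only cells with under 10% mitochondrial UMIs, libraries thinned to the smallest total, only the 4 libraries of a comparison, the replicate number as a block, each library left out in turn, and mean values of ln(1 + 10000 × count / total) per library tested with limma. Further ones were CD4 and CD8 cells defined by their Cd4, Cd8a, and Cd8b1 UMIs, fry, camera with an estimated correlation, a requirement of at least a 2-fold change, shares within CD4 or CD8 cells, medians over cells, shares of summed libraries, cells not thinned or thinned to 2500 UMIs, and quartiles within each library. After the data had been seen, 4 alternatives were added: only CD8 cells with a Cd8 UMI and no Cd4 or Trdc UMI, Trdc in thinned cells, all UMIs as the total when lists were compared between quartiles, and quartiles within each library for those lists.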

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

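Of 17 tests made of an explanation, 10 were chosen only after the result they concern had been seen, and they are marked as such where they are given.

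The effect of the knockout differed between states in a direct test. In all T cells, the difference of the SDHA-KO effect between stimulated and unstimulated cells was past the threshold for 4116 genes. A technical explanation is depth, since the stimulated libraries held more UMIs. After every summed library was thinned to the smallest total, the number of genes called between SDHA-KO and WT in stimulated cells was still 14.1 times that in unstimulated cells, where depth alone predicted a ratio within 1.5. Depth therefore does not account for the larger number. A biological explanation is that loss of SDHA has its main effect once T cells are activated, and the design cannot separate it from a difference in which cells survived 48 hours of culture.

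Lists of respiratory genes moved apart between the states. The median difference of the SDHA-KO effect, stimulated minus unstimulated, was −1.06 for the mitochondrially encoded genes and 0.40 for the nuclear-encoded ETC genes. Stimulated WT libraries held a larger share of cells with a high mitochondrial percentage, and this mixture is a candidate explanation for both. Among cells with under 10% mitochondrial UMIs, the mitochondrially encoded genes were still lower in stimulated SDHA-KO (median log2 fold change −0.76, camera, called), which goes against it for these genes. The nuclear-encoded ETC genes had a median of −0.0653 and were not called in those cells, as that explanation predicts, so their rise may reflect which cells were present. The limit of 10% also leaves out the WT cells that make up most of the stimulated WT libraries, so a biological change of those cells is not excluded. A further technical explanation, that mitochondrial UMIs take up room in the WT libraries and lower every nuclear gene, is removed by TMM in part or in full, so it was examined on library totals, in a test chosen after the results had been seen. The share of UMIs left to nuclear genes differed between any 2 stimulated SDHA-KO and WT libraries by a log2 ratio of at most 0.0885, while the median of the list without TMM was 0.28, so lost room does not account for all of it.

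In stimulated cells, the SDHA-KO effect differed between CD8 and CD4 cells for 3270 genes. As lists, the difference (CD8 minus CD4, median log2) was past the threshold for mitochondrially encoded genes (0.80, camera, adjusted p = 6.14e-27), ribosome biogenesis (0.51, adjusted p = 7.23e-28), MYC targets (0.48), MTORC1 signaling (0.45), glycolysis (0.41, adjusted p = 3.65e-08), sterol biosynthesis (0.57, adjusted p = 1.48e-15), the unfolded protein response (0.45, adjusted p = 2.63e-13), IFN-γ response (−0.41), and apoptosis (−0.13, adjusted p = 0.0115). The last call was lost without stimulated SDHA-KO replicate 2 (−0.07).

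A candidate explanation for these differences is that many SDHA-KO cells annotated as CD8 are γδ T cells that kept Sdha. It was tested, after the results had been seen, in CD8 cells with a Cd8 UMI and no Cd4 or Trdc UMI. There the difference of the mitochondrially encoded genes was 0.14 and no longer called, as this explanation predicts, and those of the unfolded protein response and apoptosis lists were 0.05 and −0.04, also not called. For these 3 lists the difference between the classes may therefore come from a mixture of cells. The difference of the MYC list was 0.37 and still called, as were those of ribosome biogenesis (0.39), MTORC1 (0.19), glycolysis (0.25), sterol biosynthesis (0.31), and IFN-γ response (−0.30). A mixture of cells does not remove these 6, although each was smaller in size, and a difference between CD4 and CD8 cells in their response to loss of SDHA remains possible for them.

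The paper does not report γδ T cell receptor transcripts. Trdc UMIs were found in 17.5% of unstimulated and 57.6% of stimulated SDHA-KO cells annotated as CD8, above the shares in WT. Free RNA from other cells predicted like shares in the CD4 cells of the same libraries. After thinning, the share in stimulated SDHA-KO CD8 cells was 11.2 times that in CD4 cells (a test chosen after the shares had been seen), which goes against free RNA there. Before stimulation the shares lay closer, at 14.5% of SDHA-KO CD8 and 5.42% of SDHA-KO CD4 cells after thinning. The other explanation tested was that γδ T cells that kept Sdha make up a larger share of these cells in SDHA-KO. Stimulated SDHA-KO cells with a Trdc UMI and no Cd8 UMI held 75.0 ± 1.79 CPM of Sdha, near the 88.0 ± 2.55 CPM of WT cells with a Cd8 UMI and no Trdc UMI. SDHA-KO cells with a Cd8 UMI and no Trdc UMI held 32.2 ± 1.40 CPM. This is consistent with γδ T cells in which the CD4-Cre transgene of the paper did not delete Sdha, and the deletion itself cannot be read from 3′ counts. Whether such cells grew in number in the animals or in culture was not tested, and no biological explanation for their larger share was tested. Trdc alone was used to define these cells. Among other receptor genes, Tcrg-C1 (γ chain) stood at 32.4 ± 0.0877 CPM in the stimulated SDHA-KO cells with Trdc and no Cd8 UMIs, against 1.10 ± 0.255 CPM in those with Cd8 and no Trdc UMIs. Trac (α chain) stood at 71.5 ± 1.41 and 282 ± 26.6 CPM, and Trbc2 (β chain) at 699 ± 8.68 and 989 ± 122 CPM, so both were lower but not absent. Trbc1 (β chain) stood at 545 ± 95.4 and 632 ± 44.3 CPM. Before stimulation, the same kinds of SDHA-KO cell held 55.7 ± 2.92 and 31.8 ± 1.67 CPM of Sdha, and the WT cells 35.9 ± 20.1 and 78.8 ± 2.99 CPM.

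Igkc, an immunoglobulin gene outside those the paper discusses, stood at 57.0 ± 71.0 CPM of raw UMI totals in stimulated SDHA-KO and at 0.111 ± 0.0351 CPM in WT. The SDHA-KO replicates held 5045 and 330 UMIs. A test chosen after this was seen asked whether a few B cells among the SDHA-KO cells hold them. Of the Igkc UMIs, 98.2% and 73.6% lay in cells with a UMI of Cd79a or Ms4a1, while such cells made up 1.40% and 1.19% of the libraries. Only 6 and 3 cells held at least 10 Igkc UMIs, and of these 6 and 1 had such a UMI. A few B cells or cells joined to them in 1 droplet are thus a likely source in replicate 1, and less clearly so in replicate 2. Cd79a had 225 and 34 UMIs in stimulated SDHA-KO and 22 and 21 in stimulated WT. No biological explanation was tested.

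Il13, a gene outside those the paper discusses, stood at 65.9 ± 53.8 CPM in stimulated SDHA-KO and at 4.55 ± 5.04 CPM in stimulated WT. The SDHA-KO replicates held 103.94 and 27.8 CPM. Free RNA predicted UMIs spread thinly over the cells. In a test chosen after the values had been seen, the top 1% of cells held 75.0% and 88.4% of the Il13 UMIs in SDHA-KO replicates 1 and 2, which goes against free RNA. Il13 UMIs were found in 253 and 74 cells, 15.4% and 4.40% of these libraries, against 1.47% and 1.50% of cells in stimulated WT. That top 1% was 17 cells in each SDHA-KO replicate, so most of the level rests on the sampling of few cells. Expansion of a few cytokine-producing cells in SDHA-KO cultures is the biological explanation the design offers, and it was not tested further.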

How the results depend on the processing

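Of the alternatives given here, 4 were chosen only after the results had been seen: CD8 cells with a Cd8 UMI and no Cd4 or Trdc UMI, Trdc in thinned cells, all UMIs as the total when lists were compared between quartiles of mitochondrial percentage, and quartiles within each library for those lists. Where no cause is named below, the cause was not tested.

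Of 2268 comparisons of a named gene with its value under an alternative, 2164 kept direction and call, 78 lost the call, 21 gained one, and 5 changed sign. Leaving out libraries accounts for 44 of the calls lost, and limma on mean log values for 19. For lists, 966 of 1080 comparisons kept both, 78 lost the call, 24 gained one, and 12 changed direction. Of 241 numbers of called genes, 186 stayed within 1.5 times, as did 141 of 156 numbers of called lists. Of 163 values without a test, 115 moved by less than 1 SD of the replicates. Every named gene kept its direction and call without TMM. Results that kept direction and call under every alternative other than an estimated correlation include the mitochondrially encoded list (lower in stimulated SDHA-KO in all T cells, CD4 cells, and CD8 cells), ribosome biogenesis (higher) with sterol biosynthesis, hypoxia, and glycolysis (lower) in all stimulated T cells, and the cytotoxic list (higher) in stimulated CD8 cells.

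The replicate block, with the replicate number as a term, gave 199 genes instead of 267 in unstimulated and 6905 instead of 7197 in stimulated cells of all classes together, and 3753 instead of 4116 for the difference between states. It changed no call of a named gene or list. The replicate numbers do not pair the samples: over 5726 genes, the deviations of same-numbered libraries correlated at −0.00802, −0.0105, −0.234, −0.00279, −0.000721, and −0.126 in the 6 pairs of groups.

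With each library left out in turn, a group keeps 1 library that is assumed to vary like the others. The number of genes called between unstimulated SDHA-KO and WT then ranged from 19 to 451 in all T cells, from 18 to 263 in CD4 cells, and from 10 to 172 in CD8 cells, and was lowest without a WT replicate. The number in stimulated CD4 cells ranged from 4020 to 6234, that of the difference between states from 2476 to 4168, and that of the difference between CD8 and CD4 cells from 1727 to 3055. Medians ranged from −0.0913 to 0.00654 for the nuclear-encoded ETC list in unstimulated T cells, from −0.0728 to 0.0358 in CD4 cells, and from −0.11 to 0.0132 in CD8 cells. They ranged from 0.13 to 0.18 for S phase in stimulated CD4 cells, from 0.14 to 0.34 for IFN-γ response in stimulated CD8 cells, from 0.43 to 0.51 for the TCA list in WT with stimulation, and from −0.0905 to −0.0711 for the difference of the apoptosis list between CD8 and CD4 cells.

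Requiring at least a 2-fold change, which by construction can only lower a number, left 96, 69, and 48 genes in unstimulated all T, CD4, and CD8 cells, and 1760, 1687, and 1643 in stimulated ones. It left 5846 genes for stimulation of all WT T cells, 5292 and 4856 for WT CD4 and CD8 cells, 5534 and 5515 for SDHA-KO CD4 and CD8 cells, 1094 for the difference between states, and 509 for the difference between CD8 and CD4 cells. DESeq2 called 475, 264, and 265 genes in the 3 unstimulated comparisons, 4045 in stimulated CD4 cells, and 1414 for the difference between CD8 and CD4 cells. Fitting only the 4 libraries of a comparison gave 674, 445, and 338 genes in the unstimulated comparisons. Without the stimulated libraries, the nuclear-encoded ETC list was called lower in unstimulated CD4 cells (−0.0594), and with only WT the TCA call with stimulation was lost (0.47).

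With limma on mean log values, which lie on another scale, 152 genes were called in unstimulated T cells, 82 in unstimulated CD4 cells, 6772 for the difference between states, and 1348 for the difference between CD8 and CD4 cells, and 8 instead of 13 lists in unstimulated T cells. The nuclear-encoded ETC list was not called in unstimulated T cells (0.0159), was called higher in unstimulated CD8 cells (0.0540), and lost its call for WT stimulation (0.19). MTORC1 lost its call in stimulated T cells (−0.0584) and gained one between CD4 and CD8 cells of WT (−0.0186).

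Without the expression filter, 643 and 225 genes were called in unstimulated CD4 and CD8 cells. The nuclear-encoded ETC list was then called lower in both (−0.0528 and −0.0596), IFN-γ response was called higher in stimulated CD8 cells (0.31), and apoptosis lost its call for the difference between CD8 and CD4 cells (−0.14). In summed libraries thinned to the smallest total, 296 and 229 genes were called in unstimulated CD4 and CD8 cells, the nuclear-encoded ETC list was called lower in unstimulated CD4 cells (−0.0527), and S phase in stimulated CD4 cells (0.14) and TCA in WT with stimulation (0.37) lost their calls. With the mitochondrially encoded genes left out, the nuclear-encoded ETC list was called lower in unstimulated CD4 cells (−0.0547). Without composition normalization it lost its call in unstimulated T cells (0.0198). The same setting moved the share of called genes that were higher by more than 10 points between CD4 and CD8 cells of WT, from 53.1 to 36.3%, and for the difference between states in CD8 cells, from 56.9 to 32.7%, besides the comparisons given beside the paper's sentences. DESeq2 moved that share for the difference between states in CD4 cells from 51.1 to 61.7%. Leaving out TMM shifted the median log2 fold change of all genes by 0.12 in unstimulated CD8 cells. For stimulation of WT CD4 and CD8 cells the shift was 0.22 and 0.48. For stimulation of all, CD4, and CD8 SDHA-KO cells it was 0.22, 0.22, and 0.29. For the difference between states in all T cells and CD8 cells it was −0.13 and −0.19.

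Leaving out cells with 10% or more mitochondrial UMIs gave 8 of the 12 changes of direction among lists. It leaves 541 and 640 cells of the stimulated WT replicates and 1320 and 1410 of the stimulated SDHA-KO replicates. The difference between states was called for 2232 genes, and 9 instead of 14 lists were called in stimulated CD4 cells. Between stimulated SDHA-KO and WT, the nuclear-encoded ETC list changed sign in all T cells (0.31 to −0.0653), CD4 cells (0.26 to −0.0668), and CD8 cells (0.33 to −0.0396), without a call. Its difference between states changed from 0.40 to −0.0147. The TCA list lost its calls (0.0802, 0.0475, and 0.0722 in all T, CD4, and CD8 cells). S phase changed sign in all T cells (−0.0251) and CD4 cells (−0.0783) and lost its call in CD8 cells (−0.0054). MYC targets lost their call in CD4 cells (0.0386), and MTORC1 was called lower in CD8 cells (−0.23) and between CD4 and CD8 cells of WT (−0.0855). The mitochondrially encoded list fell with stimulation instead of rising in WT CD4 (0.62 to −0.50) and CD8 cells (0.69 to −0.76), as the choice of cells by their mitochondrial UMIs makes expected in part, and was called lower in SDHA-KO CD8 cells (−0.89). mt-Nd1 changed from −0.53 to 0.21 in all stimulated T cells, from −0.57 to 0.18 in CD4 cells, and from −0.44 to 0.27 in CD8 cells. The Tcm share fell to 10.8% in WT (5.99% CD4 and 4.85% CD8) and 10.1% in SDHA-KO (7.52% and 2.56%).

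With CD4 and CD8 cells defined by their Cd4 and Cd8 UMIs, 1780 genes were called for the difference between CD8 and CD4 cells. S phase lost its calls in stimulated CD4 (0.12) and CD8 cells (0.0679), MTORC1 was called lower in stimulated CD8 cells (−0.17), the mitochondrially encoded list was called lower with stimulation in SDHA-KO CD8 cells (−0.54), and apoptosis lost its call for the difference between the classes (−0.0210). G2M, not called and directed up in the main test of stimulated CD8 cells, was called lower (−0.19). In CD8 cells with a Cd8 UMI and no Cd4 or Trdc UMI, 219 genes were called before stimulation and 1852 for the difference between the classes. MTORC1 was called lower (−0.32), S phase changed sign without a call (−0.14), and G2M was called lower (−0.45) in stimulated cells. The mitochondrially encoded list was called lower with stimulation in SDHA-KO (−0.92). The differences of mitochondrially encoded (0.14), unfolded protein response (0.0508), and apoptosis genes (−0.0351) between the classes lost their calls. Tigit changed from −0.01 to 0.57 and Rtp4 from 3.35 to −1.36.

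Under fry, 3, 3, and 0 lists were called in unstimulated all T, CD4, and CD8 cells, and 0 between CD4 and CD8 cells of WT. It did not call the nuclear-encoded ETC list in unstimulated T cells (−0.0743), the mitochondrially encoded list in unstimulated CD8 cells (−0.33), IFN-γ response (0.35) and MYC targets (−0.16) between CD4 and CD8 cells of WT, or the difference of IFN-γ response between the classes (−0.41), and it called IFN-γ response higher in stimulated CD8 cells (0.27). Camera with an estimated correlation kept every median and called 0 lists in the 3 unstimulated comparisons, 1, 6, and 4 in stimulated all T, CD4, and CD8 cells, and 0 in the comparisons of CD4 with CD8 cells in WT, in SDHA-KO, and for the difference of the effect. An estimate from 4 residual degrees of freedom, or from fewer in the comparisons of CD4 with CD8 cells, is imprecise. The preset value was set beforehand. The lists that lost their call this way in unstimulated cells were the mitochondrially encoded one (−0.47, −0.49, and −0.33 in all T, CD4, and CD8 cells) and the nuclear-encoded ETC one (−0.0743 in all T cells). In all stimulated T cells they were ribosome biogenesis (0.56), nuclear-encoded ETC (0.31), mitochondrially encoded (−1.41), glycolysis (−0.61), hypoxia (−1.20), MTORC1 (−0.33), MYC (0.54), TCA (0.40), and S phase (0.20). In stimulated CD4 cells they were nuclear-encoded ETC (0.26), MYC (0.27), TCA (0.28), glycolysis (−0.76), IFN-γ response (0.61), cytotoxic (0.98), and S phase (0.12), and in stimulated CD8 cells nuclear-encoded ETC (0.33), mitochondrially encoded (−1.07), TCA (0.38), glycolysis (−0.56), and S phase (0.20). For stimulation of WT T cells they were glycolysis (2.88), TCA (0.45), and nuclear-encoded ETC (0.39), and for that of WT CD4, SDHA-KO CD4, and WT CD8 cells the mitochondrially encoded list (0.62, −0.74, and 0.69). Between CD4 and CD8 cells they were IFN-γ response in SDHA-KO (0.48) and WT (0.35), MYC in SDHA-KO (−0.62) and WT (−0.16), and MTORC1 in SDHA-KO (−0.50). For the difference of the effect between CD8 and CD4 cells they were IFN-γ response (−0.41), MYC (0.48), MTORC1 (0.45), mitochondrially encoded (0.80), glycolysis (0.41), ribosome biogenesis (0.51), sterol (0.57), unfolded protein response (0.45), and apoptosis (−0.13), and for that between states mitochondrially encoded (−1.06) and nuclear-encoded ETC (0.40).

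The share of mitochondrial UMIs as a median over cells was 3.49, 17.0, and 2.24% in unstimulated SDHA-KO, stimulated WT, and stimulated SDHA-KO T cells. It was 3.92, 3.34, 15.4, and 1.78% in CD4 cells of unstimulated WT, unstimulated SDHA-KO, stimulated WT, and stimulated SDHA-KO, and 4.02 and 3.32% in CD8 cells of unstimulated and stimulated SDHA-KO. As a share of the summed library, it was 8.26 and 3.15% in stimulated WT and SDHA-KO T cells, 7.30 and 2.38% in their CD4 cells, 9.44 and 4.59% in their CD8 cells, and 3.37% in unstimulated SDHA-KO CD4 cells. The summed library weighs cells by their UMIs, and cells of high percentage held fewer. Within CD4 or CD8 cells, Tcm made up 62.1 and 73.9% in WT and 19.1 and 42.7% in SDHA-KO, since the base is smaller.

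Depth limits the shares of cells with a UMI. Without thinning, Mki67 UMIs were found in 82.5 and 63.9% of stimulated WT and SDHA-KO T cells, 80.4 and 58.0% of their CD4 cells, and 84.7 and 79.5% of their CD8 cells. At 2500 UMIs these shares were 40.8 and 31.9%, 38.2 and 29.5%, and 43.6 and 38.2%. WT exceeded SDHA-KO at every depth. The difference of the CD4 share between the highest and lowest quartile of mitochondrial percentage was 9.35 points without thinning. Thinned, Trdc UMIs were expected in 2.71% of unstimulated WT, 2.67% of stimulated WT, and 38.8% of stimulated SDHA-KO CD8 cells. With all UMIs as the total, the lists compared between quartiles stood at −0.34 for apoptosis, −0.0511 for G2M, −1.13 for glycolysis, and −0.31 for MYC, because mitochondrial UMIs then take up part of the total. With quartiles within each library they stood at 0.39 for G2M and −0.66 for glycolysis.

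Some combinations gave no value. The mitochondrially encoded list has none once its genes are left out, a gene that a filter removes has none, and the alternatives of the CD4 and CD8 classes do not apply to all T cells.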

Differences from the paper's values

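Of the tests in this part, those in CD8 cells with a Cd8 UMI and no Cd4 or Trdc UMI and those with all UMIs as the total were chosen after the data had been seen. The paper's tests took cells as replicates and the ones here took libraries, so only sizes and directions are set side by side. Values of the paper read by eye from a figure carry the error of that reading.

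For the mitochondrially encoded genes, Supplemental Figure 4E of the paper shows log2 ratios of SDHA-KO to WT per gene. On the scale of mean normalized counts per cell, the median over the 13 genes is −0.445 in unstimulated CD4 cells, against about −0.56 in Supplemental Figure 4E, read by eye. In unstimulated CD8 cells it is −0.172, against about −0.32 in Supplemental Figure 4E. In stimulated CD4 cells it is −2.002, against about −1.6 in Supplemental Figure 4E, and in stimulated CD8 cells −0.865, against about −0.65 in Supplemental Figure 4E. The paper's values lie farther from 0 before stimulation and nearer to 0 after it, with the same sign throughout. Of the alternatives set before the data were examined and run on that scale, none gives the paper's value for any of the 4. Cells with under 10% mitochondrial UMIs give −0.45, −0.17, −0.94, and −0.43, CD4 and CD8 cells by their UMIs −0.47, −0.16, −1.91, and −1.32, and leaving out each of the 4 libraries of the comparison does not close the gap either. In stimulated cells the limit of 10% moves the values past those of the paper, toward 0. On the edgeR scale, with summed libraries, the medians are −0.49, −0.33, −1.71, and −1.07, so the gap depends on the scale, and in unstimulated CD8 cells it is nearly absent there. The medians of the nuclear-encoded genes in the same figure do not differ from the values here.

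The legend of Fig. 3B gives the shares of subsets as those of unstimulated cells. The share of CD4 Tcm is about 0.32 in Fig. 3B, read by eye, and 0 among the deposited unstimulated cells. That of CD4 Tem is 0.0537 here, against about 0.2 in Fig. 3B, that of CD8 Tcm is 0.0381 here, against about 0.35 in Fig. 3B, and that of CD8 Tem is 0 here, against about 0.12 in Fig. 3B. For all 4, the difference stays under each alternative set before the data were examined: cells with under 10% mitochondrial UMIs, shares within CD4 or CD8 cells, and each of the 4 unstimulated libraries left out. The stimulated WT cells, with 32.3% CD4 Tcm, 19.7% CD4 Tem, 35.5% CD8 Tcm, and 12.4% CD8 Tem, have the shares that the figure shows, and the shares of Fig. 3D are those of the stimulated SDHA-KO cells.

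Some values are on another scale or of another sign than their labels. The CD4/8 value is called a log2 ratio in the legends, and the deposited values equal log10 of the ratio within 0.001 in all 12846 cells. The supplementary sheet for Fig. 2F is available here for its first 1999 of 19899 genes. All 1999 differences equal, within 1e-06, WT minus SDHA-KO of the mean natural log values of stimulated cells, so a positive value there is higher in WT. The text mentions 12846 cells in a sentence on WT cells, and this is the number of all deposited cells of both genotypes.

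The paper describes similar expression of mitochondrially encoded genes in unstimulated WT and SDHA-KO cells. As a list they were lower in SDHA-KO, with a median log2 fold change of −0.47 in all T cells, and the call held in every alternative apart from camera with an estimated correlation. The paper reports no effect on ETC subunits in the same cells. As a list the nuclear-encoded genes were called lower there, with a median of −0.07, and without SDHA-KO replicate 2, without TMM, with limma, under fry, or with an estimated correlation they were not called.

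The paper describes a rise of mitochondrially encoded genes with stimulation in SDHA-KO CD4 and CD8 cells. The list was called lower with stimulation in CD4 cells (−0.74) and not called in CD8 cells (−0.15). The mean percentage over cells rises in both classes, from 3.40 to 3.72% in CD4 and from 4.11 to 9.51% in CD8 cells. The share of the summed library falls in CD4 cells, from 3.37 to 2.38%, and rises in CD8 cells, from 4.07 to 4.59%, and the median over cells falls in both.

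Higher TCA genes in SDHA-KO are described as more pronounced in CD8 cells. The difference between the classes was −0.00 and not called in any setting. The paper describes downregulation of genes linked to oxidative phosphorylation in CD8 cells of SDHA-KO. In stimulated CD8 cells, 53 of 79 nuclear-encoded ETC genes were called higher and 1 lower, whereas the mitochondrially encoded ones were lower.

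The paper finds no difference in cell cycle or in 4 exhaustion genes. In stimulated cells, Lag3 (log2 fold change −0.95) and Tox (−0.67) were called lower in CD8 cells, Tcf7 higher in CD4 cells (0.81), and S phase genes higher as a list (0.20 in all T cells). Among CD8 cells with a Cd8 UMI and no Cd4 or Trdc UMI, Lag3 was still called, at −0.38. Tox is not called without stimulated WT replicate 1, without stimulated SDHA-KO replicate 1, in cells with under 10% mitochondrial UMIs, with only the 4 stimulated libraries, or among CD8 cells with a Cd8 UMI and no Cd4 or Trdc UMI. S phase is not called in cells with under 10% mitochondrial UMIs or with an estimated correlation. The share of thinned cells with an Mki67 UMI was lower in stimulated SDHA-KO (44.8%) than in WT (59.4%).

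The paper names IFN-γ response, MYC, and MTORC1 as differing between CD4 and CD8 cells in SDHA-KO and not in WT. IFN-γ response (0.35) and MYC (−0.16) were also called between CD4 and CD8 cells of WT, though not under fry or with an estimated correlation. MTORC1 was not called in WT (−0.07) except with limma and in cells with under 10% mitochondrial UMIs. The paper also describes these pathways as enriched relative to stimulated WT cells. MTORC1 genes were lower in SDHA-KO CD4 cells (−0.60) and not called in CD8 cells (−0.07), and no setting called them higher there. IFN-γ response in CD8 cells was not called (0.27), except under fry, without the expression filter, and without stimulated WT replicate 1.

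The paper reports in one place no association of mitochondrial percentage with Mki67 and in another a positive one. The share of thinned cells with an Mki67 UMI was higher in the highest than in the lowest quartile in all 4 libraries, and without thinning in only 2 of 4. The paper describes MYC pathways as not associated with mitochondrial percentage, and the MYC list was higher in both SDHA-KO libraries and lower in both of WT. Apoptotic genes are described as depleted in cells of high mitochondrial expression. The apoptosis list was lower in 2 of 4 libraries, both of them SDHA-KO (mean 0.02), and lower in 4 of 4 with all UMIs as the total, an alternative chosen after the values had been seen. Under it the G2M list (−0.05), which the paper describes as elevated, falls below 0 over the 4 libraries. In WT, to which the paper's sentence refers, it stood at 0.0380 and −0.0549. The IFN-γ response list stands in here for the inflammatory responses named in the paper. With all UMIs as the total it stayed above 0 in both WT libraries (0.0931 and 0.0458). With quartiles also drawn within each library it was −0.11 and 0.00592 there. Glycolysis stayed lower in either case.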

Other observations

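The tests of Mki67, Gzma, Gzmb, the Cd4 transcript, and Il17a given here were chosen only after the results had been seen, and that of the cytotoxic list uses cells that were defined after Trdc UMIs had been seen.

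The larger share of Tcm in stimulated WT has a technical candidate explanation, that cells of high mitochondrial percentage and few UMIs were clustered as Tcm. It predicted a higher mitochondrial percentage and fewer UMIs in Tcm than in Tem of every stimulated library, and no difference of the Tcm share among cells with under 10% mitochondrial UMIs. Among these cells the WT share exceeded that of SDHA-KO by 0.767 percentage points. The Tcm label may therefore follow mitochondrial content or cell size in part, and a biological reading, in which WT memory cells hold more mitochondrial transcripts, predicts the same values. The data do not separate them.

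Sex was examined because both sexes were used for cell cultures. Mice of unlike sex predicted Xist and Y-linked genes that differ in opposite directions. The lowest Xist level of the 8 libraries was 417 CPM, and Ddx3y was at most 1.60 CPM in every library. No library lacked Xist, which goes against a library of male cells only. Kdm5d and Eif2s3y, also Y-linked, were absent from the deposited genes. Xist itself was lower in the stimulated SDHA-KO replicates (498 and 442 CPM) than in stimulated WT (1116 and 989 CPM), with no such difference before stimulation (438.66 and 434 CPM in WT, and 417 and 421 CPM in SDHA-KO). Ddx3y went the other way after stimulation, at 1.51 and 1.60 CPM in SDHA-KO and 1.10 and 0.603 CPM in WT. For Xist and Ddx3y, these are the directions that unlike sex predicts. Uty, another Y-linked gene, had 3 and 0 UMIs in the stimulated WT libraries and 0 in each stimulated SDHA-KO library. With at most 78 Ddx3y UMIs in a library, the counts cannot decide whether some cells were male. The cause of these differences was not tested.

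The share of cells with an Mki67 UMI rose with mitochondrial percentage, and depth, which differs between the quartiles, could bring this about if cells of the highest quartile held more UMIs. They held fewer: the median per cell was at most 0.296 times that of the lowest quartile in the 4 stimulated libraries, which goes against depth. Thinning, which removes this difference, raises the association and so does not test it. Dying cells, cells in division, and a difference in total RNA were not told apart.

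Gzma was higher in stimulated SDHA-KO CD8 cells, and free RNA from other cells predicted its UMIs spread over all cells. With 20.1 and 5.22 Gzma UMIs per CD8 cell in SDHA-KO replicates 1 and 2, an even spread would leave few cells without one, but UMIs were found in 38.0% and 17.2% of these cells, which goes against free RNA. The top 1% of CD8 cells held 38.7% and 49.6% of the UMIs in SDHA-KO, and 90.9% and 84.6% in WT. A larger share of γδ T cells in SDHA-KO could raise cytotoxic genes in cells annotated as CD8. In CD8 cells with a Cd8 UMI and no Cd4 or Trdc UMI, the cytotoxic list was still higher (median log2 fold change 0.48), so that mixture does not account for all of it. For Gzmb, by contrast, the log2 fold change in these cells was 0.13 and no longer called, so its rise may come from γδ T cells.

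The Cd4 transcript was higher in unstimulated SDHA-KO than in WT CD4 cells. Fewer cells without Cd4 among those annotated as CD4 in SDHA-KO is a candidate explanation, since 93.3 ± 0.0198% of these cells had a Cd4 UMI in SDHA-KO and 64.5 ± 0.705% in WT. It predicted no difference among cells with a Cd4 UMI. There Cd4 stood at 631 ± 61.6 CPM in SDHA-KO and 233 ± 0.926 CPM in WT, a log2 ratio of 1.44, which goes against it. Whether the CD4-Cre transgene of the SDHA-KO mice adds to these counts was not tested, because the deposit used here holds no reads.

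Il17a stood at 37.5 ± 35.2 CPM in stimulated SDHA-KO, with 0 UMIs in stimulated WT. The paper reports a lower share of IL-17A-producing SDHA-KO CD4 cells by flow cytometry, after culture under Th17 conditions. The top 1% of cells held 98.1% and 100% of the Il17a UMIs in SDHA-KO replicates 1 and 2, which goes against free RNA, as it did for Il13 (at least 75.0%). UMIs were found in 74 and 13 cells, so the levels (62.4 and 12.6 CPM) rest on the sampling of rare cells. Expansion of a few cytokine-producing cells was not tested.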
